# Loss of angiopoietin-2 leads to region-specific brain malformations and blood-brain barrier leakage

**DOI:** 10.1172/jci.insight.198256

**Published:** 2026-02-19

**Authors:** Weihan Li, Elisa Vázquez-Liébanas, Chanaëlle Fébrissy, Florent Sauvé, Jianhao Wang, Doğan E. Sayıner, Pia Buslaps, Amanda Norrén, Michael Vanlandewijck, Liqun He, Marie Jeansson, Lars Muhl, Maarja Andaloussi Mäe

**Keywords:** Cell biology, Vascular biology, Angiogenesis, Endothelial cells, Transcriptomics

## Abstract

Angiopoietin-2 (ANGPT2) is known to destabilize vascular barriers in most peripheral organs; however, its role in the brain vasculature remains poorly understood. To investigate its physiological function within the brain vasculature, we analyzed constitutive *Angpt2*-knockout mice in adulthood. We showed that loss of ANGPT2 leads to region-specific vascular malformations and blood-brain barrier (BBB) dysfunction, resulting in differential permeability to 1 kDa and 70 kDa fluorescent tracers. Notably, overt vascular malformations appeared only in select brain regions that allowed leakage of both tracers. These malformations were characterized by dilated, intertwined, and sprouting endothelial cells, surrounded by reactive perivascular cells, along with high levels of astrocyte- and neuron-derived vascular endothelial growth factor A (VEGFA) and elevated expression of the vascular receptors VEGF receptor 2 (KDR) and neuropilin-1 (NRP1). Other cortical areas without obvious malformations exhibited significant leakage of the 1 kDa tracer. We also demonstrated that different cell types took up the tracers after passing the BBB. Our findings identified ANGPT2 as an important factor involved in the regulation of cerebrovascular architecture, barrier integrity, and endothelial-parenchymal interactions, and uncovered surprising differences in the leakage patterns and cellular uptake of two widely used BBB tracers.

## Abstract 2

Our work investigates the role of Angiopoietin 2 (ANGPT2) in brain vasculature, where its function remains largely undefined despite its known impact on vascular destabilization in peripheral organs. We found that ANGPT2, typically undetectable in the healthy adult brain but elevated in certain disease states, like human stroke and glioblastoma, plays a critical role in maintaining cerebrovascular integrity. Loss of *Angpt2* led to region-specific vascular malformations and blood-brain barrier (BBB) dysfunction, with differential permeability to 1 and 70 kDa fluorescent tracers. Some areas exhibited pronounced vascular malformations characterized by leaky, dilated, and sprouting vessels with distinct gene expression profiles and a reactive cellular environment in the parenchyma, while other regions showed selective leakage of smaller tracer despite appearing morphologically normal. Notably, we also discovered that tracer uptake post-BBB breach is cell type-specific. These findings reveal ANGPT2 as a key regulator of cerebrovascular architecture and barrier function, uncovering a novel dichotomy in tracer permeability and parenchymal response that has broad implications for understanding BBB dynamics in health and disease.

## Introduction

The blood-brain barrier (BBB) is formed by brain vascular endothelial cells. Its integrity is essential for maintaining a stable extracellular milieu to support neuronal homeostasis; however, it also prevents drug delivery to the brain for treatment of brain diseases. BBB disruption has been reported in several brain disorders (1), but the consequences for disease pathogenesis, as well as the molecular and cellular mechanisms involved, remain incompletely understood.

Upregulation of angiopoietin-2 (ANGPT2) expression is a common hallmark of vascular reactivity to disease or other challenges. Angiopoietin signaling in different organs in health and disease has been a major focus in vascular biology over the past 25 years. There are two main angiopoietin ligands, ANGPT1 and ANGPT2, that signal through the TEK receptor tyrosine kinase (TEK). The orphan receptor tyrosine kinase with immunoglobulin-like and EGF-like domains 1 (TIE1) is known to affect the response of TEK (2). ANGPT1 acts as a TEK agonist important for vascular remodeling, maturation, and stabilization (3, 4). Unlike ANGPT1, ANGPT2 is a context-dependent TEK agonist or antagonist (5–7) and can also signal via integrins independently of TEK or TIE1 (8). In many peripheral organs, ANGPT2 destabilizes endothelial barriers by antagonizing signaling through TEK receptors (9, 10). Very little, however, is known about the role of ANGPT2 in the brain. We have previously found that ANGPT2 expression is elevated in the brain vasculature of mouse models with BBB permeability caused by congenital or adult-induced pericyte hypoplasia, or by adult-onset opening of the endothelial tight junctions through induced deletion of the claudin-5 (*Cldn5*) gene (11–13). Several other mouse models have demonstrated elevated *Angpt2* expression, including endothelial cell–specific knockout (KO) of *Smad4*, *Alk1*, or *Eng* genes, which are all models for hereditary hemorrhagic telangiectasia (14). Increased *Angpt2* expression has also been documented in humans in glioblastoma (15, 16) and in stroke (17).

In adult mice with congenital pericyte hypoplasia (*Pdgfb^ret/ret^* mice), strong ANGPT2 expression was found in brain endothelium devoid of pericyte contact, while negligible levels of ANGPT2 were found in vessels with residual pericyte contact similar to the situation in controls, suggesting paracrine regulation of ANGPT2 expression (11). Based on these findings we hypothesized that ANGPT2 might be a driver of BBB leakage in vessels without pericytes, as well as in the other above-mentioned conditions of ANGPT2 overexpression and BBB breakdown. However, contrary to our assumption, deletion of *Angpt2* in *Pdgfb^ret/ret^* mice led to a further increase in BBB permeability, indicating that ANGPT2 exerts a protective or reinforcing, rather than destabilizing, role at the BBB. These findings emphasize the complex and context-dependent nature of ANGPT2 signaling and underscore the need for systematic investigation of its diverse functions at the BBB.

We previously discovered that constitutive *Angpt2* deletion in mice leads to vascular abnormalities and BBB leakage in the adult brain (11). In the present study, we provide a deeper mechanistic insight into the vascular abnormalities in *Angpt2*-KO mice. We demonstrate that ANGPT2 is essential for region-specific development and function of the cerebrovasculature. Constitutive loss of *Angpt2* leads to the formation of vascular malformations primarily in the somatosensory cortex (SS) layers 4–6 (SS4–6) and the caudoputamen (CP) in adult mouse brains. These malformed regions exhibit increased BBB permeability to fluorescent tracers of 1 and 70 kDa, angiogenic sprouting without concomitant endothelial proliferation, and elevated extracellular matrix (ECM) deposition. Interestingly, other cortical regions — including the agranular insular (AI), orbital (ORB), and somatomotor (MO) areas — showed selective leakage of the 1 kDa tracer but not the 70 kDa tracer, despite macroscopically normal vascular morphology, thereby identifying different modes of BBB dysfunction in *Angpt2*-KO mice. We show that the region-specific morphological changes in mural cells, microglia, and astrocytes correlate with the type and extent of BBB disruption. Single-cell RNA sequencing (scRNA-seq) analyses provide further information about the angiogenic phenotype by identifying differentially expressed genes associated with angiogenesis. Notably, within the malformed regions, vascular endothelial growth factor A (VEGFA) was upregulated in a subset of astrocytes and neurons, and its receptor VEGFR2 (KDR) and coreceptor neuropilin-1 (NRP1) were both upregulated in the malformed vasculature. Collectively, our data demonstrate that ANGPT2 is essential for cerebrovascular development and BBB integrity, as its constitutive loss leads to region-specific vascular malformations with aberrant angiogenic signaling, and differential BBB disruption through coordinated changes in endothelial cells, mural cells, glia, and neurons.

## Results

### Angpt2-KO mice develop vascular malformations in the CP and SS4–6.

*Angpt2*-KO mice are adult viable but display a few residual consequences of developmental lymphatic and retinal vascular defects (5). We recently discovered that *Angpt2*-KO mice also exhibit abnormal brain vascular morphology and increased leakage of the 1 kDa cadaverine in the brain (11), which prompted us to systematically analyze the brain vasculature in adult *Angpt2*-KO mice.

To get a detailed view of vascular anatomy across different brain regions, we performed immunofluorescent (IF) staining of the pan–endothelial cell (pan-EC) marker PECAM1 on brain sections covering the entire cerebrum in 2- to 3-month-old *Angpt2*-KO mice and littermate controls. This analysis revealed morphological vascular abnormalities consistently in two brain regions of the *Angpt2*-KO mice, CP and SS4–6 (Figure 1A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.198256DS1), and less consistently also in other brain regions, including the caudal part of the MO cortex, thalamus, and nucleus accumbens (Supplemental Figure 1B). Therefore, we concentrated our further analysis of the vascular malformation to lateral and medial sections with visible CP and SS4–6. The core of these abnormalities in *Angpt2*-KO brains displayed irregular intertwined ball-like vascular structures that were surrounded by a dilated vascular network, which gradually transitioned into macroscopically normal-looking vessels (Figure 1A). We repeatedly found a normal vascular morphology in SS1, the visual cortex (VIS), and the rostral part of the MO cortex throughout the studied *Angpt2*-KO brains. Furthermore, the gradual transition from abnormal to normal vasculature morphology made it challenging to define a clear boundary of the abnormal regions, and therefore, all quantifications made outside of the malformations are referred to as regions with “non-malformed vasculature.” To achieve a detailed understanding of the 3D architecture of the malformed vasculature, we cleared PECAM1-stained 250-μm-thick brain sections and imaged with confocal microscopy. This analysis showed that the vessels within the malformations were extensively tangled and abnormally dilated, occasionally bulging into microaneurysm-like structures (Figure 1B and Supplemental Videos 1 and 2).

To further investigate the cellular organization and proliferative characteristics of malformed and non-malformed vasculature in *Angpt2*-KO brains, we compared IF stainings for PECAM1, the general cell cycle marker MKI67, and the EC-specific transcription factor and nuclear marker ERG, in corresponding regions in *Angpt2*-KO and WT controls (Figure 1, C–J). This showed that in the malformed regions of *Angpt2*-KO, the mean number of ECs per microscopic field and avascular areas remained similar (Figure 1, E and F); however, the mean distance between the vessels was significantly increased when compared with the corresponding regions in WT (Figure 1G). In non-malformed regions, the mean EC number per vascular area was reduced in KO (Figure 1E); however, the mean avascular area and mean distance between vessels were comparable between *Angpt2* WT and KO (Figure 1, F and G).

The malformed vessels displayed signs of active angiogenic sprouting. They carried abundant endothelial tip cells, as evident by the morphology of blunt-ended sprouts with numerous protruding filopodia (Figure 1C). The presence of angiogenic sprouts and tip cells was largely limited to the regions with malformed vasculature in *Angpt2*-KO brains; only rare tip cells could be found in the regions outside malformations in *Angpt2*-KO brains, and none could be identified in *Angpt2*-WT brains (Figure 1, C and H). Higher numbers of proliferating (MKI67^+^) cells were observed in the *Angpt2*-KO regions with malformed vasculature compared with regions with non-malformed vasculature and comparable areas in WT controls (Figure 1, C and I). However, most (≈80%) of the proliferating cells in malformed regions were non-endothelial (Figure 1, C, I, and J). EC proliferation was very low in regions with non-malformed vasculature and in WT controls (Figure 1, C and J).

### Angpt2-KO mice display distinct regional modes of BBB permeability.

When addressing the nature of the leakage discovered in *Angpt2*-KO mice (11), we considered that our previous work revealed different consequences for the molecular type and size selectivity of tracer leakage across the BBB depending on whether its tight junctions had been disrupted (12), or whether endothelial transcytosis had been activated due to pericyte deficiency (11, 18).

To further investigate how *Angpt2* deficiency impacts the BBB, we sequentially injected 2 fluorescent tracers of different sizes intravenously in each mouse. First, 70 kDa tetramethylrhodamine-dextran (TMR-dextran) was injected; this tracer is known to leak across the BBB in pericyte-deficient mice with increased BBB transcytosis (11, 18) but not in mice with deficient endothelial tight junctions at the BBB (12). Sixteen hours later (2 hours before tissue collection), 1 kDa Alexa Fluor 488 cadaverine (A488-cadaverine) was injected (Figure 2, A and B). We found 70 kDa TMR-dextran extravasation only around the malformed vasculature (in SS4–6 and CP) of *Angpt2* KO (Figure 2, A and C). The non-malformed vasculature in *Angpt2* KO, and all corresponding regions in *Angpt2*-WT brains, lacked signs of TMR-dextran extravasation (Figure 2, A and C). In contrast, extravasation of A488-cadaverine was detected both in regions with malformed vessels and in certain regions with non-malformed vasculature (AI, ORB, and MO layers 1–3) (Figure 2, A and D). We also detected inconsistent A488-cadaverine leakage in the piriform area in some mice (Figure 2A). Other regions with non-malformed vessels in *Angpt2* KO (SS1–3 and VIS) lacked signs of A488-cadaverine extravasation (Figure 2, A and D). A488-cadaverine extravasation, like TMR-dextran extravasation, was not detected in any regions in WT mice. As we have previously noted (18), fluorescently labeled 1 kDa cadaverine is rapidly taken up by parenchymal cells (Figure 2A). We found that the majority of the A488-cadaverine–positive cells were neurons, as judged by costaining for the pan-neuronal marker NEUN (positive) and the pan-oligodendrocyte progenitor marker OLIG2 (negative) (12, 18). A minor proportion of the A488-cadaverine–positive cells were negative for both NEUN and OLIG2, suggesting that other cells also may take up A488-cadaverine (Supplemental Figure 2, A–C). Differences in the A488-cadaverine–positive neurons’ NEUN intensity and regional distribution were noted (Supplemental Figure 2, A and B), though the underlying reasons for this remain unclear. Notably, the cellular uptake of A488-cadaverine was stronger in the leaky non-malformed than in the malformed regions in *Angpt2* KO (Figure 2, A and D), perhaps suggesting that the parenchymal cells are functionally impaired (with regard to tracer uptake) in the malformed regions. IF staining with a TER119 antibody revealed focal hemorrhages around some of the malformed vessels in the *Angpt2* KO. In contrast, no hemorrhages were observed in regions with non-malformed vasculature in the *Angpt2* KO or in WT controls (Figure 2E).

Because our previous work indicated potential changes in the expression of CLDN5 in *Angpt2*-KO brains (11), we characterized endothelial junctional morphology across malformed and non-malformed regions in *Angpt2*-KO mice using IF staining of the tight junction proteins CLDN5 and zonula occludens 1 (ZO1) and the adherens junction proteins cadherin 5 (CDH5) and PECAM1 (12). Overall, the junctional patterns in the regions with malformed vasculature were irregular and clearly distinguishable from the patterns in surrounding regions with dilated and non-malformed vasculature in *Angpt2*-KO mice and corresponding areas in WT controls (Figure 2, F and G, and Supplemental Figure 2D). However, we concluded that these features likely reflect the tangled and dilated characteristics of the vessels in regions with malformed vasculature, as the distribution of CLDN5/ZO1 and CDH5 was continuous along endothelial junctions throughout the regions with malformed vasculature (Figure 2F and Supplemental Figure 2D). Notably, we did not find CDH5^+^ junctions that were negative for CLDN5, as previously reported (11), which likely reflects the improved IF staining protocols used in the present study. However, we need to be careful with our interpretations of these observations, as the junctional arrangements in the malformed blood vessels (with extensive TMR-dextran leakage) are complicated to assess owing to the tangled vascular morphology at these sites (Figure 2F).

### Angpt2-KO mice display region-specific changes in mural cells and fibroblasts.

Given the proposed role of Angpt/Tie signaling in endothelial–mural cell interactions (2), we examined perivascular cells in regions exhibiting different types of vascular leakage. We performed IF staining for a panel of mural cell markers and compared their distribution in leaky versus non-leaky regions in *Angpt2*-KO mice, as well as in the corresponding regions of WT controls.

These analyses revealed clearly abnormal mural cell shapes in the regions with malformed vasculature (Figure 3, A and B, and Supplemental Figure 3A). These mural cells displayed abnormally thick processes differing from the pericyte morphology in WT mice (Figure 3A). Some of these abnormal mural cells had taken up extravasated 70 kDa TMR-dextran, yet not all of the dextran^+^ perivascular cells were positive for the mural cell marker aminopeptidase N (ANPEP) (Figure 3, B and C). Some non-malformed KO regions also displayed abnormal pericyte process thickening, although this abnormality was modest in comparison with those observed in the malformed regions (Figure 3, D and E). The occurrence of mural cell abnormalities did not correlate with A488-cadaverine leakage, which was observed in regions both with and without detectable mural cell abnormalities (Figure 3, D and E, and Supplemental Figure 3, D–F).

In the normal mouse brain, expression of the smooth muscle cell marker α-smooth muscle actin (ACTA2) is largely restricted to the mural cells of arteries, arterioles, and large veins, whereas the mural cells of capillaries and venules (i.e., pericytes) are ACTA2^–^ (19). Therefore, we found it intriguing that the mural cells around the malformed vasculature were ACTA2 positive (Figure 3A and Supplemental Figure 3, A and B). This staining pattern was, however, different from that in ACTA2^+^ arterial/arteriolar smooth muscle cells found around arterioles at other locations in both *Angpt2*-WT and -KO brains. The mural cells around malformed vessels also showed downregulated expression of angiotensin-converting enzyme 2 (ACE2), a marker normally expressed in brain pericytes in the mouse. Yet the ACE2 expression levels were normal in the dilated vessels that surround the malformed vasculature (Supplemental Figure 3A). Two additional mural cell markers, platelet-derived growth factor receptor-β (PDGFRB) and desmin (DES), showed increased expression in the regions with malformed vasculature (Supplemental Figure 3, B and C). In summary, mural cell phenotypes were altered in the malformed regions of *Angpt2*-KO brains, whereas those outside the malformed areas showed only modest changes and did not correlate with the presence/absence of 1 kDa A488-cadaverine leakage.

The increased avascular areas in the regions with malformed vasculature of the *Angpt2*-KO brain, along with the elevated expression of ANPEP and PDGFRB — expressed primarily by mural cells but also, to a lesser extent, in perivascular fibroblasts (19) — prompted us to analyze the expression of fibroblast markers. IF for laminin-α1 (LAMA1), a basement membrane component deposited by brain perivascular and pial fibroblasts (19), showed that the majority of the vessels in the regions with malformed vasculature were covered by LAMA1^+^ basement membrane sleeves (Figure 3, F–H), whereas capillaries in the regions with dilated vasculature surrounding the malformations were devoid of LAMA1 sleeves, similar to the situation in WT brains, where LAMA1 was absent from capillaries (Figure 3F). While 70 kDa TMR-dextran deposits were often retained within the LAMA1^+^ basement membrane, it was not uncommon to find the tracer also outside the LAMA1 deposits (Figure 3G). PDGFRA is an established marker for both perivascular fibroblasts and oligodendrocyte progenitor cells (19). IF staining using a PDGFRA antibody demonstrated that fibroblasts expressing this marker were localized around the dilated and tangled vessels within the regions of malformed vasculature besides their expected localization around bigger vessels (Figure 3H). Also, PDGFRA^+^ oligodendrocyte progenitor cells in malformed regions displayed altered morphology in comparison with control brains (Figure 3H); however, these cells were not further characterized.

### Region-specific reactive phenotype of microglia and astrocytes in Angpt2-KO brains.

The abnormalities in ECs, mural cells, and perivascular fibroblasts in *Angpt2*-KO brains encouraged us to also study the glial cells. Region-specific massive upregulation of glial acidic fibrillary protein (GFAP), a marker of reactive astrocytes, was observed in KO brains (Figure 4A and Supplemental Figure 4A). GFAP expression was prominent specifically in regions with vascular malformations and adjacent regions with dilated vasculature (Figure 4, A–C, and Supplemental Figure 4, A and B). To get a better overview of the GFAP reactive phenotype in the *Angpt2*-KO brains and to find out whether it matched with the different types of tracer leakage, we quantified the GFAP area per field in AI, ORB, MO layers 1–3, SS1–3, SS4–6, and VIS and CP regions. Only the KO brain regions with malformed vasculature and 70 kDa TMR-dextran leakage (SS4–6 and CP) (Figure 2C) displayed elevated GFAP expression, whereas non-malformed regions, regardless of A488-cadaverine leakage, had normal (mostly low) GFAP expression (Figure 4E). Another astrocyte marker, the water channel aquaporin-4 (AQP4), is normally concentrated at the astrocyte end-foot membrane facing the vasculature. However, in *Angpt2* KO, AQP4 was partially mislocalized to other subcellular regions of the astrocytes around the malformed vasculature with 70 kDa TMR-dextran leakage (Figure 4, B and D, and Supplemental Figure 4, D and E), whereas the normal end-foot–restricted localization was observed in non-malformed regions in the KO comparably to WT (Supplemental Figure 4, D and E). Thus, both GFAP and AQP4 stainings suggested that astrocyte reactivity correlates with vascular malformations and 70 kDa TMR-dextran leakage.

We next assessed microglial abundance and morphology by staining for allograft inflammatory factor 1 (AIF1). Analysis of AI, ORB, SS1–3, SS4–6, and CP regions revealed increased numbers of AIF1^+^ cells in ORB and CP regions (Figure 2, C and D, and Figure 4F), while the differences in AIF1^+^ cell numbers in other regions were not statistically significant when *Angpt2* WT was compared with KO. In regions with malformed vasculature in *Angpt2* KO, AIF1^+^ cells were unevenly distributed and displayed a reactive phenotype including thickening, shortening, and asymmetric distribution of cellular processes in comparison with *Angpt2* WT (Figure 4, G, H, and J, and Supplemental Figure 4F). In KO regions with macroscopically normal vasculature and increased A488-cadaverine leakage, the AIF1^+^ cell morphology was comparable to that in WT controls (Supplemental Figure 4G). Staining for the macrophage markers C-type lectin domain family 7 member A (CLEC7A) and F4/80 in combination with AIF1 showed that these were present in cells tightly surrounding the malformed vasculature in *Angpt2*-KO brains (Figure 4, G and H, and Supplemental Figure 4F). As expected, CLEC7A and F4/80 were also expressed by perivascular macrophages (20, 21). This was observed both in *Angpt2*-WT brains and in non-malformed regions with dilated vasculature in KO brains (Figure 4, G–K, and Supplemental Figure 4, G–I). Upregulation of these proteins in reactive microglia has been reported previously (22, 23). However, because of the proximity of these cells to the vasculature, we cannot definitively distinguish perivascular macrophages from reactive microglia surrounding the malformed vessels. Costainings of F4/80 and the resident perivascular macrophage marker lymphatic vessel endothelial hyaluronan receptor-1 (LYVE1) (21) confirmed the presence of LYVE1^+^ perivascular macrophages in malformed regions enriched with bigger vessels (Figure 4I). However, many F4/80^+^ cells around the malformed vessels were LYVE1^–^. Numerous F4/80- and AIF1^+^ perivascular cells surrounding the vascular malformations were positive for the 70 kDa TMR-dextran tracer, suggesting they had internalized it (Figure 4, J and K). This suggests that both pericytes and microglia/macrophages can phagocytose extravasated 70 kDa TMR-dextran — unlike the extravasated 1 kDa A488-cadaverine, which was instead taken up by neurons and possibly also some non-neuronal parenchymal cell, yet to be identified.

### ScRNA-seq reveals a distinctive angiogenic gene expression profile in Angpt2-KO ECs.

We hypothesized that the regional EC abnormalities (malformations and dilations) observed in *Angpt2* KO might be accompanied by changes in gene/protein expression. To address this in an unbiased fashion, we performed scRNA-seq analysis. We isolated vascular cells from cerebra of 3-month-old *Angpt2*-WT and -KO mice using a vascular fragment immune-panning protocol (24) and performed scRNA-seq analysis using the 10x Genomics platform. 

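One library was made per mouse, from 2 *Angpt2*-WT mice (WT1 and WT2) and 2 *Angpt2*-KO mice (KO1 and KO2). WT1 and KO1 were female, and WT2 and KO2 were male. The authors counted UMIs per gene and cell barcode with Cell Ranger on GRCm38, and the deposited counts cover 32286 genes without normalization. The libraries held 4589 (WT1), 6436 (WT2), 3067 (KO1) and 5717 (KO2) barcodes called as cells. After removal of barcodes with 500 genes or fewer (1390 barcodes) or with 10% mitochondrial UMIs or more (857 barcodes), 4043, 5742, 2900 and 5314 cells remained, in the same order. They held 32896366 (WT1), 42903731 (WT2), 32558112 (KO1) and 31753395 (KO2) UMIs, with medians of 5441, 4674.5, 7351.5 and 4088.5 UMIs per cell. The paper's text names no removal of doublets. Scrublet marked 5 of all 17999 cells, too few for its automatic threshold to have worked, and none was removed. *Xist* was at 925 and 825 CPM (UMIs of the gene relative to all UMIs of a sum) in the endothelial cells (ECs) of WT1 and KO1 and at 0.150 and 0.137 CPM in those of WT2 and KO2, whereas *Ddx3y* was at 102 and 120.5 CPM in WT2 and KO2 and had no UMI in the others, which fits the sexes given. *Angpt2* UMIs do not check the genotype labels, because the 3′ counts leave the deleted exon unread. The cells were clustered with Seurat after the paper's settings, and clusters were named from marker genes, with the ending “-like”, since the names were rebuilt. For tests, UMIs were summed per mouse and group of cells, because cells of one mouse are not replicates. Genes were compared by edgeR's quasi-likelihood test, and a gene is called where its Benjamini-Hochberg adjusted p was under 0.05. Unless said otherwise, CPM are of these sums and normalized by edgeR's TMM method. Standard deviations are over mice, and SE is the standard error of a log2 fold change. All 95% confidence intervals are exact (Clopper-Pearson) binomial intervals and cover counting error only, not the spread between mice.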

In total, 18,002 single-cell transcriptomes passing quality thresholds were obtained, most of which originated from ECs, but small clusters of other cell types were also identified as expected (microglia, mural cells, and different types of immune cells) (Supplemental Figure 5, A–L, and Supplemental Table 2). 

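Clustering of the 17999 cells at resolution 0.2, on 2000 variable genes and 50 principal components, placed 13990 of them (77.7%) in clusters with an EC profile. ECs made up 78.8% of the cells of WT1 (95% confidence interval 77.5 to 80.0), 80.2% of WT2 (79.1 to 81.2), 71.5% of KO1 (69.8 to 73.1) and 77.7% of KO2 (76.6 to 78.8). The remaining cells were 918 microglia-like, 814 fenestrated endothelial-like, 696 smooth muscle-like, 603 pericyte-like, 274 B cell-like, 242 erythrocyte-like, 222 choroid plexus epithelium-like and 85 T or NK cell-like cells. A further 155 cells, led by *Mbp*, *Mobp*, *Slc1a2* and *Aldoc*, took no name, because endothelial markers scored highest but astrocyte and oligodendrocyte genes led them. Of the choroid plexus epithelium-like cells, 176 came from KO2. These had *Ttr* at 38510 CPM, against 185900 to 318100 CPM in the other mice (without TMM normalization), and *Kdr* in 96.0% of cells, so that their name is uncertain. The name of the erythrocyte-like cells is uncertain as well, since *Kdr* was found in 93.3% (WT2) to 95.8% (KO1) of them per mouse.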

EC single-cell transcriptomes were distinguished from those of other cells using canonical EC markers (e.g., *Pecam1*, *Cdh5*, *Kdr*, *Tek*, and others) and subclustered, resulting in 7 endothelial subclusters comprising, in total, 14,120 EC single-cell transcriptomes (Figure 5A and Supplemental Table 3). 

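The 13990 ECs, without the fenestrated endothelial-like cells, had medians of 5430 UMIs per cell in WT1, 4519 in WT2, 7520 in KO1 and 3886 in KO2. In their summed UMIs, *Pecam1* was at 700 ± 51.7 CPM in *Angpt2*-WT (SD, n = 2 mice) and 810 ± 41.7 CPM in *Angpt2*-KO mice (SD, n = 2), and *Cdh5* was at 613 ± 10.2 and 585 ± 13.6 CPM. Neither gene was called between the genotypes (adjusted p = 0.500 and 0.841 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Before the ECs were clustered again, 289 genes that the paper's text names or its cluster 4, GO and *Pdgfb ret/ret* lists hold were left out, and genes that took part in the clustering were not tested between clusters. Leading genes named to describe a cluster were not left out. At resolution 0.4 the ECs then formed 9 clusters of 109 to 3086 cells. With all variable genes in the clustering there were 8 clusters, and at resolution 0.3 there were 7.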

Notably, EC cluster 4, which displayed a distinct gene expression pattern including many unique genes, consisted of 96% *Angpt2*-KO cells (Figure 5, A–C). 

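The cluster matched to cluster 4 was the one with the highest mean score over 106 cluster 4 markers of Supplemental Table 3 that the text does not name, none of which took part in the clustering. It held 1479 cells. In *Angpt2*-WT mice, 26 of the 3185 ECs of WT1 (0.816%, 95% confidence interval 0.534 to 1.19) and 21 of the 4602 ECs of WT2 (0.456%, 0.283 to 0.697) fell into it. In *Angpt2*-KO mice, 771 of the 2073 ECs of KO1 (37.2%, 35.1 to 39.3) and 661 of the 4130 ECs of KO2 (16.0%, 14.9 to 17.2) did. The mean share was 26.6% ± 15.0 (SD, n = 2) in *Angpt2*-KO and 0.636% ± 0.255 (SD, n = 2) in *Angpt2*-WT mice, a difference of 25.96 percentage points (exact permutation test, two-sided p = 0.333, the smallest p that 2 mice against 2 allow). The size of the difference varied with the KO mouse, and was 15.4 points without KO1 and 36.6 points without KO2. Pooled over mice, 1432 of the 1479 cells (96.8%, 95.8 to 97.7) came from *Angpt2*-KO mice, and 97.7% did with each mouse weighted equally. Of the alternatives tried, thinning each cell to 2000 UMIs before clustering moved the difference the most, to 3.10 points. At that depth, 937 of the cluster 4 cells kept (64.4%) fell into one cluster of 3421 cells from both genotypes, so that cluster 4 was not separated.

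**Figure D1:**
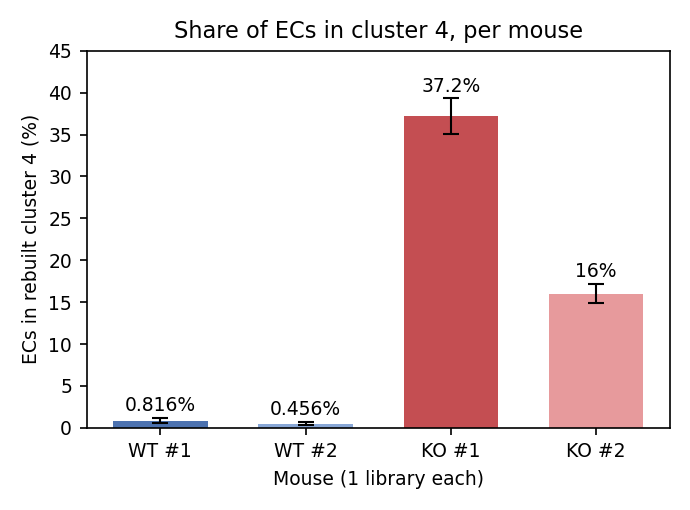
Share of each mouse's ECs in the rebuilt cluster 4, in percent, for the 2 *Angpt2*-WT and the 2 *Angpt2*-KO mice (1 library each). Bars show the share of one mouse and error bars its 95% confidence interval; both *Angpt2*-KO mice, at 37.2% and 16.0%, lie above both *Angpt2*-WT mice.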

Cells from 2 independent experiments distributed similarly across most clusters, indicating minimal batch effects (Figure 5C). 

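The distributions of a pair of mice over the 9 EC clusters were compared by the percentage of cells that would have to change cluster to make them equal. It was 8.5% between WT1 and WT2, and 25.4% between KO1 and KO2. Without cluster 4 it was 8.3% between the *Angpt2*-WT mice and 16.5% between the *Angpt2*-KO mice. Outside cluster 4, the largest gap between the *Angpt2*-WT mice was 4.8 percentage points, in the arterial-like cluster. Between the *Angpt2*-KO mice it was 13.3 points, in a capillary-like cluster that held 178 of the 1302 ECs outside cluster 4 of KO1 and 935 of the 3469 of KO2. Between mice of different genotype, also outside cluster 4, 13.1% to 21.3% of cells lay in different clusters, a range that includes the value between the *Angpt2*-KO mice. Same-numbered mice had the same sex. If they also formed the experiments, which was inferred from the numbers, experiment and sex cannot be told apart.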

The cells were predominantly organized in an arteriovenous zonation pattern, as judged by the distribution of markers for arterial, capillary, and venous brain ECs, as previously described (19) (Figure 5D). 

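Zonation was read from 5 marker genes left out of the EC clustering, as CPM without TMM normalization. *Bmx* was at 261 ± 39.1 CPM (SD, n = 4 mice) in the arterial-like cluster of 1562 cells, and at 13.6 ± 6.18 CPM in the venous-like cluster of 554 cells. *Nr2f2* was at 452 ± 56.6 CPM in that venous-like cluster, against 12.1 ± 8.04 CPM in the arterial-like cluster, and *Slc38a5* at 761 ± 109 against 30.1 ± 7.24 CPM. *Ivns1abp* was at 332 ± 88.2 and 636 ± 172 CPM in the capillary-like clusters of 2584 and 1969 cells, above its 154 ± 79.3 CPM in the arterial-like and 22.4 ± 6.44 CPM in the venous-like cluster. In the same order, *Slc16a1* was at 460 ± 110, 707 ± 92.2, 147 ± 27.7 and 410 ± 88.3 CPM, so that it did not set the first capillary-like cluster apart from the venous-like cluster. The largest cluster, with 3086 cells, had a venous-like score, but it was led by the stress genes *Fosb*, *Hspa1a*, *Hspa1b*, *Junb* and *Jund*, and its *Nr2f2* was at 131 ± 29.2 CPM. A cluster of 2498 cells, led by *Unc5b*, *Sema3g* and *Efnb2*, took no name, because it scored as capillary but arterial genes led it. The clusters of 149 and 109 cells were led by the pericyte genes *Rgs5* and *Vtn* and by the platelet genes *Pf4* and *Ppbp*.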

The *Angpt2* KO–dominated cluster 4 displayed capillary identity. 

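Over all 4 mice, the 1479 cells of cluster 4 had a mean standardized score of 0.57 for the capillary markers, −0.53 for the arterial markers and −0.97 for the venous markers. *Ivns1abp* was at 519 ± 91.4 CPM in them (SD, n = 4 mice, without TMM normalization), *Bmx* at 10.5 ± 1.46 CPM and *Nr2f2* at 17.9 ± 14.0 CPM. Within the *Angpt2*-KO mice, *Nr2f2* was lower in cluster 4 than in the other ECs (log2 fold change −3.90, adjusted p = 5.08e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as was *Bmx* (−2.20, SE 0.108, adjusted p = 5.9e-15). *Ivns1abp* was higher (0.88, SE 0.066, adjusted p = 4.02e-11). Against the capillary-like ECs alone, the log2 fold change of *Ivns1abp* was −0.14 and not called, so that its rise is relative to ECs of other zones. *Ivns1abp* was also called between genotypes, over all ECs and outside cluster 4, in every alternative, so it does not mark the zone alone. *Slc16a1* was at 278.2 and 234.7 CPM in cluster 4 of KO1 and KO2 (without TMM normalization). This is below its mean in both capillary-like clusters, so this marker does not place cluster 4 with them.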

A searchable database with gene expression patterns for all genes across clusters in *Angpt2*-WT and -KO ECs is available, providing gene-by-gene bar plot visualization (https://andaloussimaelab.org/publications/ang2/database.html).

To provide initial insight into the type of genes and gene functions associated with *Angpt2* KO–dominated cluster 4, we performed differentially expressed gene (DEG) analysis between cluster 4 and the other endothelial clusters (0–3, 5, and 6) (Supplemental Table 4). 

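Within the *Angpt2*-KO mice, UMIs summed over cluster 4 were compared with those summed over all other ECs of the same mouse, with the mouse as a term. Of 10980 genes that took no part in the clustering, 1416 were called higher and 1283 lower in cluster 4. DESeq2, the alternative that moved the count the most, called 770 genes, all of them among these. Without the mouse as a term, 1306 genes were called. Against the capillary-like ECs alone, 483 genes were called higher and 841 lower, and 980 of these were shared with the comparison against all other ECs. All 116 cluster 4 markers of Supplemental Table 3 were called higher, with a median log2 fold change of 0.88 (range 0.25 to 2.63). Of the 42 genes that Supplemental Table 4 lists as upregulated in every calculation, 41 were tested and all 41 called higher (median 1.12). The 1 tested gene of the 3 it lists as downregulated was called lower (−0.60). Of 31 tested genes fixed by name, 19 were called higher and 9 lower, and the count of 28 was the same adjusted over the list alone. The study chose these genes and both tables on these libraries, so these counts are not independent evidence.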

Gene Ontology (GO) analysis (using the biological process sub-ontology) of upregulated DEGs in cluster 4 revealed enrichment of terms associated mainly with angiogenesis and ECM organization (Figure 5E and Supplemental Table 5). 

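All 36 genes that Supplemental Table 5 lists for its GO terms were called higher in cluster 4, with a median log2 fold change of 1.12 (range 0.58 to 3.22). The 8 genes of extracellular matrix organization had a median of 1.30 (0.58 to 2.21). Among them, *Nid1* rose by 1.90 on the log2 scale (SE 0.069), *Lamc1* by 1.39 (SE 0.068), *Hspg2* by 1.33 (SE 0.065) and *Serpinh1* by 0.94 (SE 0.068), with adjusted p from 7.07e-18 (*Nid1*) to 2.39e-11 (*Serpinh1*) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 10 genes of angiogenesis had a median of 1.19 (0.81 to 3.22), and included *Plxnd1* (1.29), *Sparc* (0.96), *Cxcl12* (0.89) and *Myh9* (0.81). No enrichment was computed, because the listed genes had been selected as upregulated in the same cells.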

One of the upregulated DEGs specifying the GO term “angiogenesis” was *Nrp1* encoding neuropilin-1 (NRP1), which was upregulated also at the protein level. 

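*Nrp1* (ENSMUSG00000025810) lies on chromosome 8 of GRCm38 from 128358604 to 128503363, on the plus strand. Within the *Angpt2*-KO mice, it was at 673 ± 2.94 CPM in cluster 4 (SD, n = 2 mice; 7035 UMIs in KO1 and 3384 in KO2), and at 368 ± 21.1 CPM in the other ECs. The log2 fold change was 0.87 (SE 0.067, adjusted p = 5.98e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and stayed between 0.81 and 0.92 with either mouse left out. Over all ECs of a mouse, *Nrp1* was at 470 ± 63.7 CPM in *Angpt2*-KO and 197 ± 31.4 CPM in *Angpt2*-WT mice, a log2 fold change of 1.25 (SE 0.163, adjusted p = 0.00558 from the same test). Both *Angpt2*-KO mice lay above both *Angpt2*-WT mice. With cluster 4 left out, the log2 fold change between genotypes was 0.92 (SE 0.135, adjusted p = 0.0141). Cluster 4 cells that the clustering did not recognise may be among these ECs. Of ECs with 2000 to 4000 UMIs, 10.0% in KO1 and 7.12% in KO2 were placed in cluster 4. Between 8000 and 12000 UMIs, 54.25% and 35.5% were. The value therefore does not show a rise in ECs of another kind.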

NRP1 IF was low in WT capillaries (in comparison with arterioles and venules) but elevated in *Angpt2*-KO regions with malformed vasculature (Figure 5, F and G). The NRP1 IF was also higher in perivascular cells surrounding the malformations and located outside the collagen type IV (COLIV) basement membrane sleeve (Figure 5G), which could be attributed to expression in abnormal mural cells (Figure 3), fibroblasts (Figure 3), or microglia/perivascular macrophages (Figure 4) that envelop the malformed vessels in *Angpt2*-KO mice.

*Angpt2* was among the significantly upregulated genes in cluster 4, which may appear paradoxical since the gene is inactivated (Figure 5H and Supplemental Table 4). However, the *Angpt2*-KO mice used in this study carry a selective deletion of exon 4, which encodes a critical part of the ANGPT2 protein (25), whereas 10x Genomics sequencing chemistry is designed to capture the 3′ end of the mRNA through poly(A) priming, and would therefore be expected to detect *Angpt2* mRNA molecules lacking exon 4. To test this assumption, we conducted qPCR analysis for all eight *Angpt2* exons in isolated brain microvascular fragments from *Angpt2*-WT and -KO mice (Figure 5I). These analyses confirmed deletion of exon 4 in *Angpt2*-KO brain but also revealed a modest upregulation of the mutant *Angpt2* transcript, which is not surprising considering the angiogenic phenotype in *Angpt2*-KO mice (Figure 5I).

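In the *Angpt2*-KO mice, *Angpt2* was at 128 ± 6.20 CPM in cluster 4 (SD, n = 2 mice; 1297 UMIs in KO1 and 664 in KO2) and at 13.7 ± 0.457 CPM in the other ECs, a log2 fold change of 3.22 (SE 0.083, adjusted p = 6.68e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all ECs, the mean was 52.8 ± 16.5 CPM in *Angpt2*-KO and 10.4 ± 0.754 CPM in *Angpt2*-WT mice, a log2 fold change of 2.34 (SE 0.209, adjusted p = 0.00195). The few cluster 4 cells of *Angpt2*-WT mice held the transcript as well. Without the 72 cells that separate from cluster 4 at a higher resolution, it was found in 26 of 46 cells of *Angpt2*-WT mice (56.5%, 95% confidence interval 41.1 to 71.1) and in 652 of 1361 cells of *Angpt2*-KO mice (47.9%, 45.2 to 50.6). Outside cluster 4, 289 of 7740 ECs of *Angpt2*-WT mice (3.73%) and 294 of 4771 ECs of *Angpt2*-KO mice (6.16%) had a UMI of *Angpt2*. In microglia-like cells, which stand in for the background of free RNA, the share was 0.957% in WT1, 1.82% in WT2, 2.25% in KO1 and 1.44% in KO2. Their median depths were 4535, 4051, 6283 and 3483 UMIs, against 5397, 4511, 6099.5 and 3561 UMIs in the ECs outside cluster 4. Outside cluster 4, *Angpt2* differed by 0.72 between genotypes on the log2 scale (SE 0.158, adjusted p = 0.0607), and was not called. With same-numbered mice as a block it was called (0.73, adjusted p = 0.0168; range over its alternatives 0.000935 to 0.069). Cluster 4 cells that the clustering did not recognise may be among the ECs outside cluster 4.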

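*Angpt2* (ENSMUSG00000031465) lies on chromosome 8 of GRCm38 from 18690263 to 18741562, on the minus strand. Its protein-coding transcript in GENCODE has 9 exons and 3560 bases. Exon 4 spans 18705651 to 18705883, with 233 bases. Between exon 4 and the 3′ end lie 2477 bases, of which the last exon, from 18690263 to 18692208, holds 1946. Since 233 is not a multiple of 3, loss of exon 4 shifts the reading frame. By the annotated frame, the first stop codon then follows 196 codons, in exon 5, instead of 496 codons. *Angpt2* lies within *Mcph1* (chromosome 8, 18595131 to 18803189), which is on the opposite strand, and how the authors' counting used the strand is not stated. The UMIs are counts per gene, so they do not show which exons a molecule held.

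**Figure D2:**
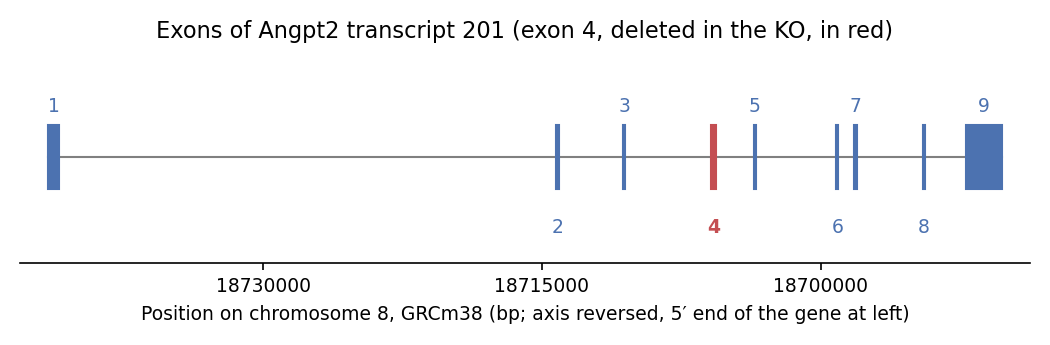
Exons of the protein-coding *Angpt2* transcript on chromosome 8 of GRCm38, drawn to scale against the position in bases, with the 5′ end of the gene at the left and exon 4 in red. Exon 4 lies upstream of exon 9, the last exon, by which the 3′ end is counted.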

### Endothelial angiogenic heterogeneity in Angpt2-KO malformed vessels.

To explore heterogeneity within *Angpt2*-KO cluster 4, we reclustered the dataset at a higher resolution (0.6), resulting in 12 clusters (Supplemental Figure 6A). This identified a subcluster 4i within cluster 4 (Figure 6A and Supplemental Table 6). 

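Cluster 4i was rebuilt as the first cluster, from resolution 0.6 upward, that held under 5% of the ECs and had the highest mean score for the tip cell list of Supplemental Figure 8A, without the tip cell genes that the text names. At resolution 0.8 this gave 72 cells. KO1 gave 51 of them (2.46% of its ECs, 95% confidence interval 1.84 to 3.22), KO2 gave 20 (0.484%, 0.296 to 0.747) and WT2 gave 1. WT1 had 0 among 3185 ECs, which allows a share of up to 0.0942%. The mean share was 1.47% ± 1.40 (SD, n = 2) in *Angpt2*-KO mice, with KO1 well above KO2. Cells of 4i held more UMIs than those of the remaining cluster 4 (4ii), with medians of 23778 against 9243 in KO1 and 19705.5 against 5867 in KO2. With all variable genes in the clustering 4i held 129 cells at resolution 0.6, and with count splitting 138.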

DEG analysis between 4i and 4ii (Figure 6B and Supplemental Table 7) revealed that cluster 4i exhibited a tip cell profile (including upregulated expression of, e.g., *Esm1*, *Apln*, *Mcam*, *Lamb1*) (11), presumably corresponding to the abundant tip cells observed in the malformed vascular regions (Figure 1, C and H). Indeed, IF stainings with ESM1 antibody labeled abundant tip cells, both with and without filopodia, in the malformed vessels (Figure 6C and Supplemental Figure 6B). In addition to previously reported tip cell transcriptomic profiles (11, 26, 27), we identified several additional tip cell markers, including *Col4a1* and *Col4a2* and *Vwf* (Figure 6B). 

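Within the *Angpt2*-KO mice, 9486 genes that took no part in the clustering were compared between 4i and 4ii, and 1077 were called higher and 1264 lower in 4i. DESeq2, the alternative that moved this count the most, called 351 higher and 352 lower. *Esm1* (ENSMUSG00000042379, chromosome 13 from 113209659 to 113218098) was at 2224 and 2215 CPM in 4i of KO1 and KO2, and at 139 and 164 CPM in 4ii (log2 fold change 3.89, SE 0.10, adjusted p = 3.16e-37 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Apln* (ENSMUSG00000037010, chromosome X from 48025146 to 48034853) was at 3938 and 3919 against 247 and 171 CPM (4.24, SE 0.105, adjusted p = 7.25e-38). *Mcam* (ENSMUSG00000032135, chromosome 9 from 44134469 to 44142727) was at 365 and 435 against 27.7 and 22.9 CPM (3.91, SE 0.127, adjusted p = 1.05e-32). *Lamb1* (ENSMUSG00000002900, chromosome 12 from 31265234 to 31329644) was at 653 and 676 against 51.3 and 38.8 CPM (3.85, SE 0.116, adjusted p = 4.91e-34). For each of the 4 genes the values of both mice in 4i lay above those in 4ii by more than their spread. All 88 tested genes of the 203 that Supplemental Table 7 lists as upregulated in 4i in every calculation were called higher (median log2 fold change 1.69), and all 160 tested of the 195 matched as downregulated were called lower (median −1.54). Of 30 tested genes fixed by name, 15 were called higher and 7 lower, and 22 were called adjusted over the list alone. The study chose these lists on these libraries, so they are not independent evidence. From the upregulated tip cell genes, the paper concludes that 4i has a tip cell profile, and it proposes that these cells correspond to the tip cells observed in the malformed vascular regions.

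**Figure D3:**
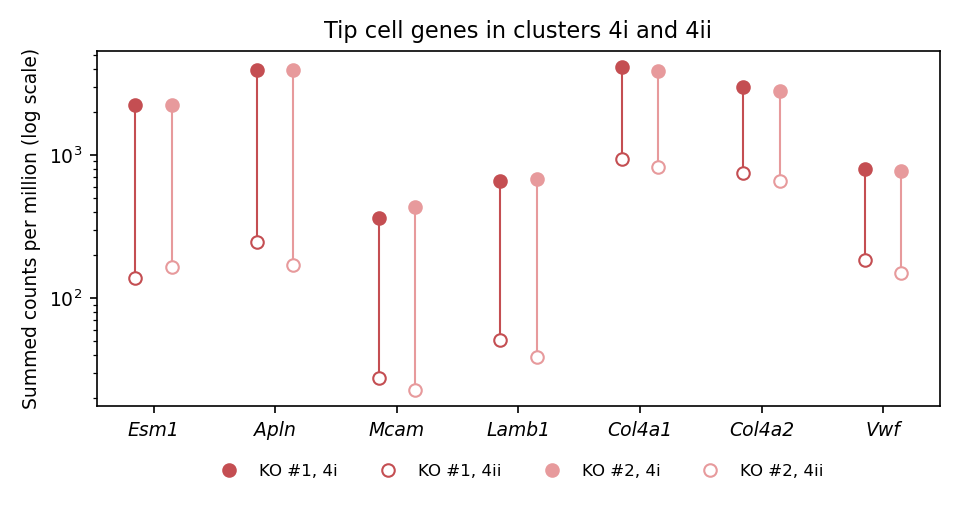
CPM on a log scale of tip cell genes in 4i (filled) and 4ii (open) of KO1 (dark) and KO2 (light), with 1 sum of cells per point and a line joining both sums of a mouse. For every gene drawn, the filled point of each mouse lies above its open point, as for *Esm1* with 2224 against 139 CPM in KO1.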

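*Col4a1* (ENSMUSG00000031502, chromosome 8 from 11198423 to 11312826) was at 4117 and 3879 CPM in 4i of KO1 and KO2, and at 943 and 829 CPM in 4ii (log2 fold change 2.18, SE 0.088, adjusted p = 2.69e-28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Col4a2* (ENSMUSG00000031503, chromosome 8 from 11312805 to 11449287) was at 2982 and 2793 against 745 and 660.5 CPM (2.04, SE 0.089, adjusted p = 8.85e-27). The genes overlap by their first exons on opposite strands, away from the counted 3′ ends. *Vwf* (ENSMUSG00000001930, chromosome 6 from 125546774 to 125686679) was at 798 and 774 against 184 and 151 CPM (2.22, SE 0.101, adjusted p = 5.85e-26). In cluster 4 as a whole against the other ECs of the *Angpt2*-KO mice, *Col4a1* was higher (1.11, adjusted p = 3.19e-12) and *Col4a2* as well (1.28, adjusted p = 7.14e-14), whereas *Vwf* was lower (−0.49, SE 0.083, adjusted p = 5.54e-05). The latter was −0.78 without KO1 and −0.245 without KO2. It was not called with DESeq2 or without the mouse as a term, and against the capillary-like ECs alone *Vwf* was higher in cluster 4 (1.26, adjusted p = 4.63e-14, the lowest over its alternatives, where the highest was 0.381).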

IF stainings using COLIV and VWF antibodies confirmed these transcriptional changes at the protein level (Figure 6, D and E). 

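The 10 genes of the GO term angiogenesis in Supplemental Table 5, each called higher in cluster 4 than in the other ECs of the *Angpt2*-KO mice, were compared between its subclusters. 8 of them were also called higher in 4i than in 4ii. *Plxnd1* rose by 1.40 on the log2 scale (SE 0.095) and *Sparc* by 1.44 (SE 0.083). *Ccn2* did not differ between 4i and 4ii (log2 fold change −0.08, SE 0.099, adjusted p = 0.638 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cxcl12* was lower in 4i (−2.58, SE 0.089, adjusted p = 2.31e-31).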

Biological process GO analysis of DEGs in both subclusters confirmed that 4i represents sprouting tip cells, and that the entire cluster 4 maintains an overall angiogenic transcriptional signature (Supplemental Figure 6C and Supplemental Table 8). 

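Cells with at least 1 UMI of *Mki67*, *Top2a*, *Ccna2*, *Ccnb1*, *Ccne1* or *Cenpf* were counted. Among ECs these were 25 of 3185 in WT1 (0.785%, 95% confidence interval 0.509 to 1.16), 35 of 4602 in WT2 (0.761%, 0.530 to 1.06), 42 of 2073 in KO1 (2.03%, 1.46 to 2.73) and 32 of 4130 in KO2 (0.775%, 0.531 to 1.09). The mean was 1.40% ± 0.885 (SD, n = 2) in *Angpt2*-KO and 0.773% ± 0.0173 (SD, n = 2) in *Angpt2*-WT mice, and the difference was within the spread between the *Angpt2*-KO mice (exact permutation test, two-sided p = 0.667, where 2 mice against 2 allow no p under 0.333). Without thinning it rested on KO1, the mouse with the most UMIs per cell, and the *Angpt2*-KO share was 0.775% without it. With each cell thinned to 2000 UMIs, which left out 709 ECs of *Angpt2*-KO and 735 of *Angpt2*-WT mice with fewer, the means were 0.427% ± 0.0436 in *Angpt2*-KO and 0.211% ± 0.124 in *Angpt2*-WT mice (SD, n = 2 each). Both *Angpt2*-KO mice (0.458% and 0.397%) then lay above both *Angpt2*-WT mice (0.299% and 0.124%), which gives the lowest possible p (exact permutation test, two-sided p = 0.333). In 4i, 2 of 71 *Angpt2*-KO cells (2.82%, 0.343 to 9.81) had such a UMI. *Mki67* (ENSMUSG00000031004) was found in 0 of these 71 cells, which allows a share of up to 4.23%, and in 2 of 1361 *Angpt2*-KO cells of 4ii. No cell type here is certain to lack these transcripts. Smooth muscle-like cells, taken as mostly not dividing after the counts were seen, had one in 2 of 266 (WT1, 0.752%), 2 of 188 (WT2, 1.06%), 2 of 52 (KO1, 3.85%) and 4 of 190 (KO2, 2.11%) cells, at medians of 7327.5, 7619.5, 11911.5 and 6184 UMIs against 5430, 4519, 7520 and 3886 in ECs. They are deeper than the ECs, so that this does not settle how much of the EC shares is free RNA. *Ccnd1*, a gene of the G1 phase, was found in 70 of the 71 *Angpt2*-KO cells of 4i (98.6%), 1224 of 1361 cells of 4ii (89.9%), 52.5% of other *Angpt2*-KO ECs and 25.7% of other *Angpt2*-WT ECs. Median depths in KO1 and KO2 were 23778 and 19705.5 UMIs in 4i, against 6099.5 and 3561 in other ECs. These shares alone therefore do not show a difference in level. After thinning to 2000 UMIs, KO1 and KO2 had *Ccnd1* in 80.4% and 80.0% of 4i, and in 67.5% and 69.65% of 4ii. Other ECs had it in 34.6% and 38.2% in KO1 and KO2, and in 11.8% and 13.35% in WT1 and WT2. This argues against depth as the source of the differences between cluster 4, other *Angpt2*-KO ECs and other *Angpt2*-WT ECs. Between 4i and 4ii the 95% confidence intervals overlapped. B cell-like cells, which were shallower than ECs, had *Ccnd1* in 3.30% (WT2) to 7.55% (WT1) of cells.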

Assessment of a range of cell cycle markers (28) confirmed our MKI67 IF analysis (Figure 1, I and J), showing that all tip cells and most of the ECs in *Angpt2*-KO mice were non-proliferative (Supplemental Figure 6D).

Increased angiogenesis in the malformed vasculature prompted us to analyze whether this was accompanied by vascular endothelial growth factor A (VEGFA) expression. Indeed, IF stainings revealed that strong VEGFA signal colocalized with the regions of vascular malformations in the *Angpt2*-KO brains (Figure 6, F and G, and Supplemental Figure 6E). It was upregulated in the CP and SS4–6 regions, where the biggest malformed regions are found. Additionally, the distinct VEGFA expression pattern also revealed small malformations throughout the brain. A subpopulation of SOX9^+^ astrocytes and some NEUN^+^ neurons colocalized with VEGFA expression (Figure 6G and Supplemental Figure 6E). Furthermore, VEGFA immunoreactivity delineated the ECs within the malformed vasculature of *Angpt2*-KO brains. 

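*Vegfa* (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369) had 43 UMIs in the ECs of WT1, 37 in WT2, 15 in KO1 and 23 in KO2. Its mean was 1.39 ± 0.413 CPM in *Angpt2*-WT (SD, n = 2 mice) and 0.857 ± 0.274 CPM in *Angpt2*-KO mice (SD, n = 2), a log2 fold change of −0.69 (SE 0.408, adjusted p = 0.422 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A UMI of *Vegfa* was found in 0.942% and 0.717% of the ECs of WT1 and WT2 and in 0.434% and 0.509% of those of KO1 and KO2. B cell-like cells had it in 1 of 53, 0 of 91, 0 of 90 and 0 of 40 cells, at medians of 2943 (WT1), 2704 (WT2), 3658 (KO1) and 2130 (KO2) UMIs. These are too few cells to tell the EC shares from free RNA. In cluster 4 of the *Angpt2*-KO mice, 10 and 3 UMIs were found against 5 and 20 in the other ECs (log2 fold change 0.14, SE 0.617, adjusted p = 0.904), and its direction changed when a mouse was left out (−0.99 without KO1, 1.18 without KO2). In 4i, 3 of 71 *Angpt2*-KO cells held 9 UMIs, and in 4ii, 4 of 1361 cells held 4 UMIs, too few for a test. A difference between genotypes in ECs was not detectable at this depth.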

Because scRNA-seq did not show any upregulation of *Vegfa* in ECs, the detected protein was most likely derived from astrocytes and neurons (Figure 6G and Supplemental Figure 6E). Not surprisingly, the main receptor for VEGFA, KDR (VEGFR2), was also upregulated in the malformed vasculature (Figure 6H), as was the coreceptor NRP1 (Figure 5, F and G).

### Tie signaling pathway changes in response to vascular malformations.

ANGPT2 has been shown to signal either through the TEK/TIE2 receptor (5, 9, 10, 29) or via integrins (8, 30), in a context-dependent manner. To investigate how *Angpt2* deletion affects the two ANGPT signaling pathways, we first analyzed the expression patterns of genes involved in the ANGPT/TEK signaling pathway (https://www.gsea-msigdb.org/gsea/msigdb/cards/PID_ANGIOPOIETIN_RECEPTOR_PATHWAY). 

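*Tek* (ENSMUSG00000006386, chromosome 4 from 94739289 to 94874976) was at 36.1 ± 15.0 CPM in 4i (SD, n = 2 mice; 42 UMIs in KO1 and 19 in KO2) and at 221 ± 26.7 CPM in 4ii, a log2 fold change of −2.79 (SE 0.169, adjusted p = 1.66e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With either mouse left out it lay between −2.96 and −2.36. In cluster 4 as a whole, *Tek* was at 204 ± 36.1 CPM, against 427.5 ± 27.8 CPM in the other ECs of the *Angpt2*-KO mice (−1.08, SE 0.070, adjusted p = 1.83e-12). Over all ECs, it did not pass the threshold between genotypes (−0.40, SE 0.160, adjusted p = 0.228). *Tie1* (ENSMUSG00000033191, chromosome 4 from 118471191 to 118490061) was at 261 ± 21.6 CPM in 4i and 248 ± 19.3 CPM in 4ii, a difference within the spread between mice (0.07, SE 0.109, adjusted p = 0.685). Between cluster 4 and the other ECs, *Tie1* fell by 0.25 on the log2 scale (SE 0.064, adjusted p = 0.00439), but this was not called with DESeq2, without the mouse as a term or against the capillary-like ECs alone.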

Notably, *Tek* transcript levels were reduced in the *Angpt2* KO–dominated tip cell cluster 4i (Figure 7, A–C), in agreement with previous observations in postnatal retinal angiogenesis (8), while *Tie1* expression appeared unchanged (Figure 7A). IF staining confirmed these transcriptomic findings, with TEK antibody staining validating the observed TEK reduction in the tip cells in the regions with malformed vasculature (Figure 7, D and E). Interestingly, TIE1 immunostaining appeared higher in the malformed vessels. However, analysis at higher magnification showed non-vascular TIE1 staining in cells surrounding the malformations, which might represent ACTA2^hi^ACE2^lo^ abnormal mural cells since these cells reside within the COLIV sleeve (Figure 7H). 

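*Foxo1* (ENSMUSG00000044167, chromosome 3 from 52268336 to 52353221) was at 99.2 ± 22.1 CPM in 4i (SD, n = 2 mice; 189 UMIs in KO1 and 34 in KO2) and at 129 ± 17.2 CPM in 4ii. The log2 fold change was −0.23 (SE 0.139, adjusted p = 0.242 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it came from KO2, being −0.76 without KO1 and 0.002 without KO2. Between cluster 4 and the other ECs of the *Angpt2*-KO mice, *Foxo1* did not pass the threshold either (−0.11, SE 0.068, adjusted p = 0.282).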

Forkhead box O1 (FOXO1), a transcription factor known to drive *Angpt2* expression (31, 32), was slightly lower in cluster 4i (Figure 7A; see also the online database), and immunostainings revealed strong nuclear staining in the regions with malformed vasculature (Figure 7E). Translocation of FOXO1 to the nucleus is indicative of decreased TEK phosphorylation (31), which is also in agreement with the upregulated *Angpt2* mRNA expression in *Angpt2*-KO brains (Figure 5, H and I). In retinal angiogenesis, *Angpt2* signaling has been reported to occur via integrins (8). We therefore examined the expression of all identified integrins (Itg) across all clusters. While *Itga4* and *Itgb1* displayed differential expression in the *Angpt2* KO–dominated EC cluster 4 compared with WT cells, *Itgb3* and *Itgav* showed specific upregulation in the tip cell–specific subcluster 4i (Figure 7, F and G). 

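Of 27 integrin genes, 13 were tested between cluster 4 and the other ECs of the *Angpt2*-KO mice, with 6 called higher and 3 lower, and 10 between 4i and 4ii, with 8 called higher and 1 lower. *Itga4* (ENSMUSG00000027009, chromosome 2 from 79255426 to 79333123) was at 369 ± 32.8 CPM in cluster 4 and 60.1 ± 10.6 CPM in the other ECs (SD, n = 2 mice; log2 fold change 2.63, SE 0.070, adjusted p = 1.22e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Itgb1* (ENSMUSG00000025809, chromosome 8 from 128685654 to 128733200) was higher in cluster 4 as well (0.69, SE 0.069, adjusted p = 1.13e-08). Over all ECs of *Angpt2*-KO against *Angpt2*-WT mice, *Itga4* was at 169 ± 69.5 against 17.5 ± 2.68 CPM (3.27, SE 0.272, adjusted p = 0.00184), and *Itgb1* at 765 ± 116 against 445 ± 22.2 CPM (0.78, SE 0.157, adjusted p = 0.0266). Between 4i and 4ii, *Itgb3* (ENSMUSG00000020689, chromosome 11 from 104608000 to 104670476) was at 57.7 and 68.8 against 4.42 and 4.24 CPM in KO1 and KO2 (3.81, SE 0.267, adjusted p = 6.58e-18), on 95 and 28 UMIs in 4i. *Itgav* (ENSMUSG00000027087, chromosome 2 from 83724397 to 83806916) was at 58.3 and 49.2 against 22.6 and 21.8 CPM (1.31, SE 0.203, adjusted p = 6.9e-07). *Itga4* (2.17) and *Itgb1* (1.57) were called higher in 4i too, as were *Itga9* (3.82), *Itga5* (1.77), *Itga3* (1.69) and *Itga1* (0.38), whereas *Itga6* was lower (−0.49). In cluster 4 as a whole, which contains 4i, *Itgb3* (2.57) and *Itgav* (0.46) were also called higher, *Itgav* not with DESeq2, with count splitting or against the capillary-like ECs alone. *Itga5* (0.73) and *Itga6* (0.20) were the other integrin genes called higher there, and *Itga2b* (−1.07), *Itga3* (−0.84) and *Itgb4* (−2.29) the ones called lower.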

IF stainings with ITGB1 antibody confirmed the transcriptional findings (Figure 7H).

We have previously shown that expression of ANGPT2 in the adult brain vasculature is virtually nonexistent (11–13); therefore we investigated its spatiotemporal expression in the WT postnatal brains. These analyses revealed a transient expression window, with ANGPT2 peaking at P15–20 and becoming largely undetectable by P60 (Figure 7, I and J, and Supplemental Figure 7, A and B). It was low in hippocampus and cortex and highest in basal ganglia. These findings indicate that the angiogenic phenotype and related vascular abnormalities are probably established during postnatal brain development.

### Transcriptional changes in different BBB leakage models.

Previously, we demonstrated that the pericyte-deficient *Pdgfb^ret/ret^* mouse model, which exhibits BBB permeability to tracers of 1–200 kDa (11, 18, 33), also shows increased vascular sprouting without concurrent endothelial proliferation (11). ScRNA-seq analysis of ECs from *Pdgfb^ret/ret^* mouse brains revealed that ECs lacking pericyte contact retain a general BBB-specific gene expression profile but acquire a venous-shifted molecular pattern and exhibit extensive changes in growth factor and regulatory protein expression (11). To obtain initial insight into potential similarities between *Angpt2*-KO malformed ECs and *Pdgfb^ret/ret^* transformed ECs, we extracted the marker genes from *Pdgfb^ret/ret^* transformed ECs (11) and studied their expression in *Angpt2*-KO cluster 4 malformed cells. 

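The gene lists printed in Supplemental Figure 8A were tested as sets between cluster 4 and the other ECs of the *Angpt2*-KO mice with limma's fry, and their adjusted p is over the 3 lists. The median log2 fold change of all genes reported from this comparison was −0.005. Of the 62 tip cell, 48 transformed and 58 venous names listed, 57, 42 and 55 matched a gene of the counts, and only these formed the sets. Of the 57 matched tip cell genes, all were higher and called, with a median of 1.66, although the set test did not pass the threshold (adjusted p = 0.0514). Of the 42 matched genes of the transformed ECs, 41 were higher and called (median 1.23, adjusted p = 0.0334). Of the 55 matched venous genes, 10 were called higher and 30 lower (median −0.38, adjusted p = 0.0334). Against the capillary-like ECs alone, the alternative that moved the venous list the most, its median was 0.11 and the set test gave an adjusted p of 0.379 (range over its alternatives 0.000529 to 0.379). With camera and an estimated correlation between genes, none of the 3 sets passed (adjusted p = 0.0778 to 0.0965). *Fgfbp1* (ENSMUSG00000048373, chromosome 5 from 43978858 to 43981779) was at 86.0 and 58.1 CPM in cluster 4 of KO1 and KO2 against 20.2 and 13.5 CPM in their other ECs (log2 fold change 2.10, SE 0.089, adjusted p = 2.11e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccn2* (ENSMUSG00000019997, chromosome 10 from 24595442 to 24598683) was at 567 and 429 against 128 and 88.3 CPM (2.21, SE 0.068, adjusted p = 2.17e-19), and *Bmp6* (ENSMUSG00000039004, chromosome 13 from 38345107 to 38500302) at 37.9 and 37.5 against 8.12 and 7.27 CPM (2.29, SE 0.120, adjusted p = 2.16e-14). Within cluster 4, *Fgfbp1* was lower in 4i than in 4ii (−2.64, SE 0.240, adjusted p = 1.4e-13).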

While both mouse mutants shared a similar, albeit not identical, tip cell profile (Supplemental Figure 8A and Supplemental Table 9), including the upregulated expression of several growth factors and growth factor–regulatory proteins (e.g., *Fgfbp1*, *Ccn2*, *Bmp6*), *Angpt2*-KO ECs maintained a capillary signature without the venous shift observed in *Pdgfb^ret/ret^* vessels. 

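Within the *Angpt2*-KO mice, *Vwa1* (ENSMUSG00000042116, chromosome 4 from 155768149 to 155774698) was at 966 ± 32.6 CPM in cluster 4 (SD, n = 2 mice) and 648 ± 34.7 CPM in the other ECs (log2 fold change 0.58, SE 0.067, adjusted p = 1.77e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against the capillary-like ECs alone it was 0.44 higher and not called. *Slc38a5* (ENSMUSG00000031170, chromosome X from 8271133 to 8280179) was at 92.5 ± 0.653 CPM in cluster 4 and 316 ± 2.13 CPM in the other ECs (−1.77, SE 0.068, adjusted p = 2.96e-17). *Slc16a1* (ENSMUSG00000032902, chromosome 3 from 104638668 to 104658462) was at 259 ± 29.5 and 493 ± 62.9 CPM (−0.93, SE 0.066, adjusted p = 1.3e-11). In 4i both were lower again than in 4ii, with log2 fold changes of −3.40 for *Slc38a5* and −3.31 for *Slc16a1* (−2.01 without KO1). Over all ECs of *Angpt2*-KO against *Angpt2*-WT mice, none of these 3 genes passed the threshold, with log2 fold changes of 0.54 for *Vwa1* (adjusted p = 0.0877), −0.46 for *Slc38a5* (0.339) and −0.33 for *Slc16a1* (0.353).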

We next examined the expression of 64 BBB markers regulated by Wnt signaling (34, 35) in *Angpt2*-KO cluster 4 and found that all except four remained expressed at normal levels; two were upregulated (*Vwa1*, *Nrp1*) and two were downregulated (*Slc38a5*, *Slc16a1*) (Supplemental Figure 8B). Also, this result was similar between *Pdgfb^ret/ret^* transformed ECs and *Angpt2*-KO cluster 4 malformed cells, suggesting that vascular malformation and angiogenic sprouting can occur on top of a largely intact BBB gene expression profile.

## Discussion

Elevated ANGPT2 levels have been observed in various mouse models of brain vascular defects (11–14) as well as in human glioblastoma (15, 16) and stroke (17). Also, constitutive *Angpt2* loss leads to vascular abnormalities and BBB leakage (11). In this study, we extended these analyses to gain deeper insight into the nature of vascular malformations and BBB leakage in *Angpt2*-KO mice.

Our findings revealed that *Angpt2* KO leads to vascular malformations primarily in 2 regions: the SS layers 4–6 and the CP. These malformed vessels were dilated and surrounded by avascular areas of increased size. Further detailed analysis of cleared brain sections showed that while some vessels were abnormally dilated and bulged, the majority formed slightly dilated, intertwined structures resembling loose, ball-like vessel networks. The intertwined nature of the tangled vessels made it challenging to measure and quantify the vascular length in the malformed vasculature of *Angpt2*-KO brain, and we therefore quantified EC numbers using the nuclear EC-specific marker ERG. Despite the presence of increased avascular areas in *Angpt2*-KO regions with malformed vasculature, the EC numbers did not differ in these regions between the *Angpt2*-WT and -KO mice. The tangled vessels were characterized by abundant tip cells laden with protruding filopodia, yet this was not accompanied by the formation of regular angiogenic sprouts, or by EC proliferation; the latter was also confirmed by scRNA-seq. We have previously observed vascular sprouting without increased EC proliferation in adult pericyte-deficient mice (11). The tip cell signature partly overlapped with previously proposed tip cell markers (11, 26, 27); however, there were also several notable differences, such as expression of Col4a1, Col4a2, and Vwf. Whether these differences are real or are caused by method bias requires further analyses. Importantly, the malformed vasculature was surrounded by distinct subsets of VEGFA^+^ astrocytes and neurons, and its receptor VEGFR2 (KDR) (36, 37) and coreceptor NRP1 (38) were upregulated in the malformed ECs when compared with the non-malformed vasculature. NRP1 was also upregulated in perivascular cells surrounding the malformations. Whether disturbances of ANGPT2/VEGFA/VEGFR2/NRP1 signaling are the leading cause of vascular malformations and BBB permeability in *Angpt2*-KO brains remains to be determined.

We show that *Angpt2*-KO brain regions with malformed vasculature exhibit permeability to exogenous tracers ranging from 1 to 70 kDa, as well as to erythrocytes. Additionally, we consistently detected 1 kDa A488-cadaverine extravasation in areas with macroscopically normal-appearing vessels. In our previous work, we reported reduced CLDN5 expression in *Angpt2*-KO brain vessels (11). However, in the current study, using improved IF protocols, we observed that CLDN5 distributed along EC junctions comparably to CDH5 distribution despite the irregular junctional morphology in malformed vessels.

Previously, we reported that pericyte-deficient mice exhibited BBB leakage of tracers ranging from 1 to 200 kDa (11, 13, 18). Therefore, it was unexpected that the malformed vessels in *Angpt2*-KO mice, which showed leakage of both 1 kDa A488-cadaverine and 70 kDa TMR-dextran, were characterized by abnormally high mural cell coverage. Notably, the normal-appearing vasculature within regions showing only A488-cadaverine leakage also lacked signs of pericyte loss, although subtle but consistent changes in pericyte morphology were observed. Our vascular cell isolation protocol for scRNA-seq was designed to enrich primarily ECs, recovering only limited numbers of mural cells. Thus, the analysis of mural cell heterogeneity by scRNA-seq was limited by low cell numbers. Nevertheless, the observation that both pericyte deficiency and excessive mural cell coverage can lead to BBB leakage suggests the existence of an optimal threshold for pericyte coverage necessary to maintain BBB integrity.

The tangled vessels in the malformation regions were not only covered by mural cells but also completely ensheathed by fibroblasts, thick ECM sleeves rich in COLIV and LAMA1, reactive microglia/macrophages, and AQP4^–^ and GFAP^+^ astrocyte end-feet. Despite the observed vascular leakage, we observed no signs of seizures or increased lethality in these mice, in contrast to loss of *Cldn5*-dependent leakage (12). It is possible that these additional cellular layers and the increased ECM serve a protective role for surrounding neurons. Alternatively, the leakage may occur primarily through transcytosis — a mechanism previously reported to be tolerated and non-lethal in experimental mice (11, 18) — whereas leakage through disrupted tight junctions has been associated with lethality (12). Another noteworthy finding was the partial mislocalization of AQP4 away from astrocyte end-feet, which may suggest disrupted water transport in these end-feet; however, this phenomenon was not explored further in the current study. While GFAP^+^ reactive astrocytes were predominantly localized to areas with malformed vasculature showing 70 kDa TMR-dextran leakage, they also extended into regions with dilated but otherwise normal-appearing vessels. In contrast, GFAP expression was not elevated in areas with leakage of only 1 kDa A488-cadaverine. In summary, these findings suggest a complex glial and ECM response to vascular abnormalities, which warrants further investigation.

TEK, the primary ANGPT2 receptor, displayed a weaker expression pattern in regions with malformed vasculature, with reduced or absent levels in sprouting ECs. Also, the nuclear translocation of FOXO1 in ECs suggests that TEK phosphorylation is decreased (31). In contrast, TIE1 expression remained unchanged in the endothelium; however, we could detect its expression in non-endothelial cells in the *Angpt2*-KO malformed regions. Several integrins were upregulated in tip cells of the malformed vessels, though their functional significance remains unclear. Strikingly, *Angpt2*-KO brain regions with malformed vasculature exhibited increased mural cell coverage, underscoring the importance of ANGPT2 in endothelial-pericyte crosstalk. While pericyte-derived ANGPT1 signaling via TEK is known to regulate vascular remodeling, maturation, and stabilization (3, 4), the role of endothelial cell–derived ANGPT2 in pericyte signaling remains unknown. It is important to note that we were analyzing 2- to 3-month-old constitutive-KO mice and that ANGPT2 is normally low or missing in the brain at this age. While transcriptomic analysis provided insights into the malformed vasculature phenotype, it does not reveal the cell-autonomous function of ANGPT2 in brain ECs. We assume that further mechanistic insights in ANGPT2-regulated signaling pathway(s) should be revealed through detailed follow-up studies at the relevant postnatal ages using constitutive- and conditional-KO mice. Furthermore, additional research is needed to determine whether the observed increase in perivascular cell coverage and astrocyte/microglia reactivity results from BBB leakage, as seen in *Cldn5^iECKO^* mice (12), or whether other molecular or cellular mechanisms are involved.

In conclusion, we have uncovered an unexpected cerebrovascular function of ANGPT2, the absence of which not only affects the vascular endothelium but has profound consequences also for the organization of mural cells, perivascular fibroblasts, astrocytes, and microglia. Our results further uncover distinct modes of BBB leakage and tracer handling by brain parenchymal cells.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar findings were obtained for both sexes.

### Experimental mice.

The *Angpt2* constitutive KO allele was generated by crossing of *Angpt2^flox^* mice (25) with a *Pgk*-Cre mouse line (39). The heterozygote *Angpt2* mice were backcrossed at least 10 generations with C57BL6/J (The Jackson Laboratory) mice. The experimental mice were created through heterozygous breedings, and their WT littermates were used as controls at 2–3 months of age. C57BL6/J mice were used for ANGPT2 expression analyses. Experiments have been reported in compliance with the ARRIVE 2.0 guidelines (40). All efforts were made to minimize animal suffering. The blinded analyses were impossible due to striking vascular phenotypes in *Angpt2* KO.

### IF stainings.

Mice were anesthetized with 20 mg/mL ketamine and 2 mg/mL xylazine in 1× phosphate-buffered saline (PBS), followed by transcardial perfusion with Hanks balanced salt solution (HBSS) and 4% formalin prior to brain collections. The brains were postfixed in 4% formalin for 4 hours at 4°C and cut into 75 μm sagittal sections with vibratome (Microm HM650V, Thermo Fisher Scientific). The mice used for CLDN5, ZO1, ACE2, ACTA2, NRP1, KDR, TIE1, TEK, and ITGB1 immunostainings were perfused with HBSS followed by 1% formalin, and the brains were collected and incubated in ice-cold 100% methanol for 2–4 hours at 4°C and sectioned after gradual rehydration (75%, 50%, 25%, 0% methanol in PBS, each step 20 minutes at 4°C). The sections were incubated in permeabilization and blocking buffer (PBS with 1% bovine serum albumin [BSA], 5% normal donkey serum [catalog 017-000-121, Jackson ImmunoResearch], 0.75% Triton X-100) overnight at 4°C. Primary antibodies (diluted in 0.5% BSA, 0.25% Triton X-100 in PBS) were incubated 48–72 hours at 4°C, followed by an overnight secondary antibody incubation at 4°C. The antibodies used are listed in Supplemental Table 1. The stained sections were mounted in ProLong Gold antifade reagent (catalog P36930, Thermo Fisher Scientific). Images were taken with a Leica TCS SP8 confocal microscope (Leica Microsystems), and are shown in the figures as maximum-intensity projections of *Z*-stacks or as single planes. Detailed images (Figure 3, B and G, and Figure 4J) were taken with a ×63 objective with the recommended settings according to the Nyquist calculator (https://svi.nl/Nyquist-Calculator). The images were then deconvoluted using Huygens Essential software with the express deconvolution tool. Image analysis was done using Fiji (ImageJ, NIH), image brightness levels and sizing were adjusted using Adobe Photoshop v25.11, and figures were built using Adobe Illustrator v27.5.

### Tissue clearing.

After IF staining, 250-μm-thick sections were optically cleared using the F-CUBIC protocol (41). The sections were incubated at room temperature in F-CUBIC solution [10 wt% formamide, 25 wt% urea, 25 wt% *N*,*N*,*N*′,*N*′-tetrakis (2-hydroxypropyl)ethylenediamine, and 15 wt% Triton X-100 in water] until sections became transparent (10–30 minutes). All image stacks were taken with a Leica TCS SP8 confocal microscope (Leica Microsystems). Sequential 2-dimensional image stacks were 3D-rendered using Imaris (Bitplane) and vessel volume outlines generated with the surface tool. 3D volumes are depicted in Supplemental Video 1 and the original 2D image stacks in Supplemental Video 2. Maximum projection of the volume outlines is shown in Figure 1.

### Quantifications.

A minimum of 4 fields from 2 sections per mouse were analyzed from malformed regions (SS4–6, CP) and non-malformed regions (SS1–3, MO) with Fiji.

For avascular space and GFAP^+^ and TEK^+^PECAM1^+^ areas, maximum-intensity projections of *Z*-stacks were thresholded, using the same threshold value for both *Angpt2*-WT and -KO images. Subsequently, binary image areas (μm^2^) per field were measured. For avascular area, PECAM1^+^ capillary area was subtracted from the total field area.

ERG^+^ cells, tip cells with filopodia, and MKI67^+^, MKI67^+^ERG^+^, and AIF1^+^ cells were counted manually from maximum-intensity projections of *Z*-stacks.

The mean distance between vessels per field was calculated from PECAM1 binary images used to create distance maps in Fiji.

### BBB permeability assessment.

Seventy-kilodalton TMR-dextran (catalog D1818, Thermo Fisher Scientific) was injected into the retrobulbar sinus (125 μg/g body weight) and circulated overnight. The following day, 1 kDa A488-cadaverine (catalog A30676, Invitrogen) was injected in the other eye (10 μg/g body weight) and circulated 2 hours. Anesthetized mice were perfused as mentioned above, and brains were processed for IF staining. For tracer area quantifications, 6 fields from 2 sections per mouse were analyzed from each malformed region (SS4–6, CP), and 1 field from 1 section per mouse from each non-malformed region (AI, ORB, MO1–3, VIS, SS1–3). The areas were measured as explained in *Quantifications*.

### Microvascular fragment isolation for scRNA-seq and qPCR.

The cerebra were collected and the microvascular fragments were isolated as previously described (24) with minor modifications before 10x Genomics scRNA-seq; between primary and secondary dissociation steps, samples were kept at 4°C.

### qPCR.

mRNA from microvascular fragments was extracted using the RNeasy microprep kit (catalog 74034, QIAGEN). cDNA was synthesized with iScript Reverse Transcription Supermix (catalog 1708840, Bio-Rad), and TaqMan assays were performed from 80 ng of cDNA per mouse. *Gapdh* was used as a housekeeping gene. Specific probes used are listed in Supplemental Table 1.

### ScRNA-seq.

Single-cell suspensions (viability >92% assessed with LUNA-FL Dual Fluorescence cell counter, Logos Biosystems) were processed using a Next GEM Single Cell 3′ Reagent kit v3.1 with dual index (10x Genomics). cDNA libraries from about 5,000 cells per sample were subsequently sequenced on a NextSeq 2000 sequencer (Illumina) with P3 100-cycle flow cell.

Data were demultiplexed and aligned to the mouse genome (GRm38/mm10) using Cell Ranger v6.1.2 software (10x Genomics) and loaded into R software (v4.1.1, R Core Team) using the Seurat R package (v4.3.0) (42, 43). Low-quality transcriptomes (detected genes ≤500, detected mitochondrial genes ≥10%) were removed. Seurat pipeline was used to compute principal component analysis (PCA) (*n* = 50), clusters (resolution = 0.2), and uniform manifold approximation and projection (UMAP) distribution. Before in-depth analysis, generally accepted markers to identify clusters of ECs were used. Thereafter, 14,120 EC transcriptomes were selected for downstream analysis (PCA, *n* = 50; clusters, resolution = 0.4 or 0.6). Cluster-enriched marker genes were identified using the FindAllMarkers() function (min.pct = 0.5, logfc.threshold = 0.5). DEGs in cluster 4 were identified with the FindMarkers() function comparing cluster 4 with each other cluster separately, with an equal number of cells selected from both groups using the sample() function. Model-based analysis of single-cell transcriptomics (MAST) test (MAST R package version 1.20.0) was used for calculation of adjusted *P* values. Genes from each comparison with average log_2_ fold change ≥ 0.5 *o*r ≤ –0.5 and adjusted *P* value ≤ 0.05 were selected, and common genes were identified using VennDiagram (R package v1.7.3). To identify DEGs between clusters 4i and 4ii, 5 repeated analyses with an equal number of cells selected from both groups were performed, and common DEGs were identified as described above.

Seurat DimPlot(), FeaturePlot(), and VlnPlot() functions were used for data visualization. Seurat DoHeatmap() or the pheatmap() function of the Pretty Heatmaps R package (v1.0.12) was used to create heatmaps. Fractions of cells per cluster were shown as bar plots using the ggplot2 R package, with normalized values, calculated from the overall cell number per genotype per sample.

GO analysis was performed using the clusterProfiler R package (v4.2.2) (44). Biological process sub-ontology terms were probed, using the enrichGO() function with all expressed genes of the EC dataset as reference (universe), minGSSize = 10, masGSSize = 500, pAdjustMethod = Benjamini-Hochberg, and p/qvalueCutoff = 0.05. Then, the simplify() function was used (cutoff = 0.7), and the top 10 terms were visualized using the dotplot() function from the clusterProfiler package.

Bar plots in the online database were obtained from first raw counts per cell normalized to 50,000 counts library size. Thereafter, cells from each cluster were divided by their genotype, and SPIN algorithm (/backspin -I input.cef -o output.cef -f 1000 -b both) (45) was applied to order cells according to their gene expression patterns (genes with ≥100 total counts). The SPIN-ordered cells were then recombined per cluster and visualized using the barplot() R function.

### ANGPT2 spatiotemporal expression analysis.

Brain cerebral cortex, hippocampus, and basal ganglia from C57BL6/J mice at P1, P15, P20, P30, and P60 (1–3 fields per section from 2 sections per mouse) were stained for ANGPT2 and PECAM1. ERG^+^ cells and ANGPT2^+^ERG^+^ cells were manually counted with Fiji.

### Statistics.

The data are shown as mean ± SD. To study normality, Shapiro-Wilk and Kolmogorov-Smirnov tests were used. Normally distributed 2-group comparisons were tested for significance using the 2-tailed, unpaired Student’s *t* test with Welch’s correction. *P* ≤ 0.05 was considered statistically significant for all tests. Normally distributed multiple comparisons with 1 independent variable were tested for significance using the ordinary 1-way ANOVA with α = 0.05 and Tukey’s post hoc method to compare every mean with every other mean. Not normally distributed multiple comparisons were tested for significance using the Kruskal-Wallis test with α = 0.05 and Dunn’s post hoc method to compare the mean ranks between groups. Normally distributed multiple comparisons with multiple independent variables were tested for significance using the 2-way ANOVA with α = 0.05 and Tukey’s post hoc method to compare every mean with every other mean. No prior power calculations were performed.

### Study approval.

All animal experiment protocols were approved by the Uppsala Ethical Committee on Animal Research (5.8.18-03029/2020, 5.8.18-16497.2024) and carried out in accordance with the Committee’s guidelines.

### Data availability.

Data are available in public repositories (Gene Expression Omnibus, accession number GSE317102; and in searchable database: https://andaloussimaelab.org/publications/ang2/database.html); in the Supporting Data Values file; or upon request.

## Author contributions

MAM conceptualized the study. WL, EVL, LM, LH, PB, DES, FS, CF, JW, MV, and AN performed investigation. MAM, EVL, and WL wrote the original draft of the manuscript. MAM, EVL, WL, LM, and MJ reviewed and edited the manuscript. EVL, WL, and FS performed visualization. WL performed quantification. MAM supervised the study.

## Funding support

The following entities provided financial support.

- Swedish Research Council (2023-02655 to MAM).
- Leducq Foundation (23CVD02 to MAM).
- European Foundation for the Study of Diabetes (EFSD-BI-2023 to MJ).
- Swedish Kidney Foundation (F2021-0061, F2022-0046, and F2023-0064 to MJ).
- National Natural Science Foundation of China (82401605 to JW).
- China Scholarship Council (CSC 202006210088 to WL).

## Supplementary Material

Supplemental data

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supplemental table 8

Supplemental table 9

Supplemental video 1

Supplemental video 2

Supporting data values

## Figures and Tables

**Figure 1:**
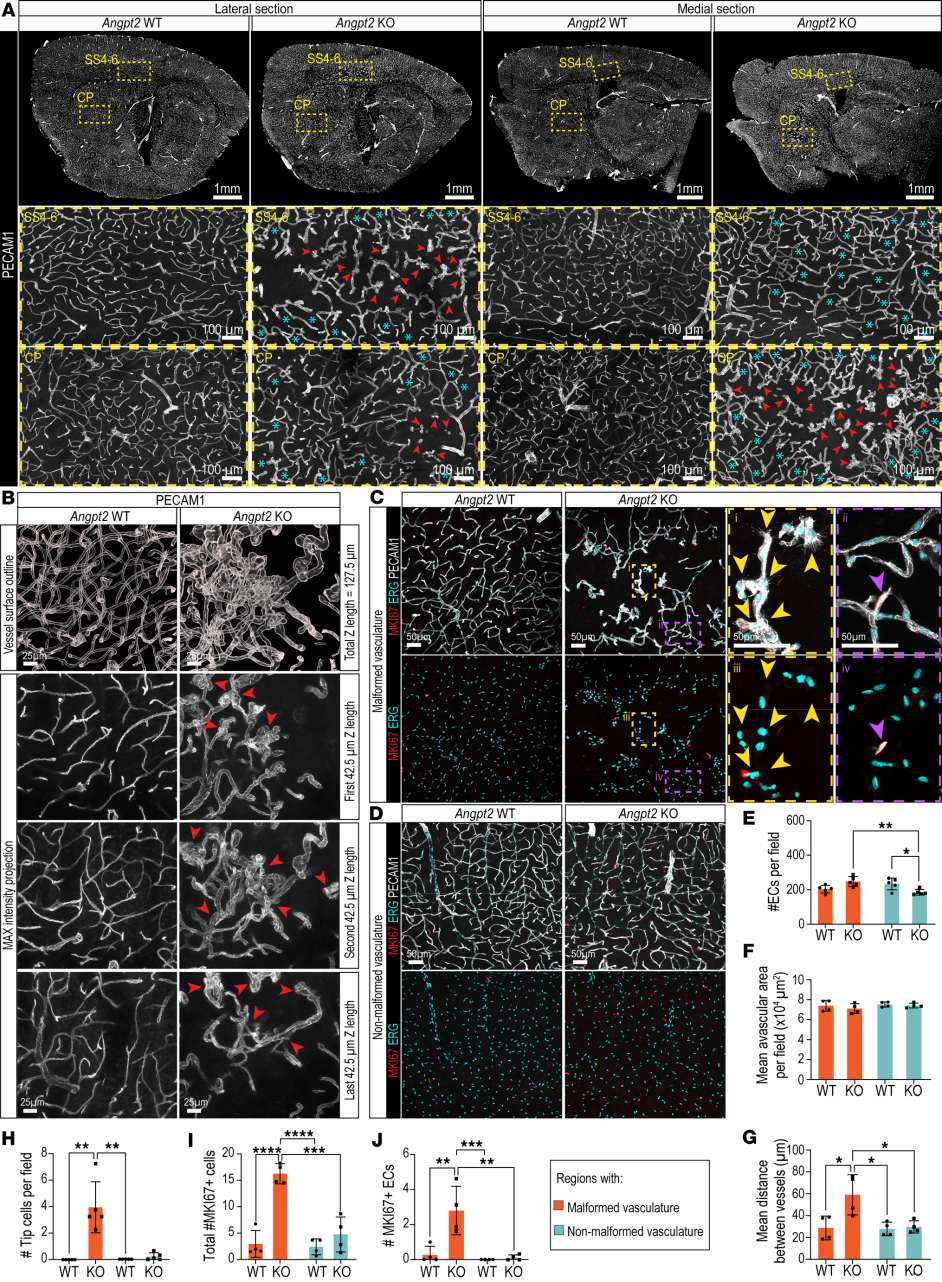
Vascular malformations and vascular sprouting in adult *Angpt2*-KO brains. (**A**) Representative tile scans of PECAM1 (gray) IF on sagittal sections of *Angpt2* WT (*n* = 24) and KO (*n* = 25). High-magnification images of SS4–6 and CP are shown. Ball-like abnormal vasculature (red arrowheads); dilated vessels surrounding ball-like structures (cyan asterisk). (**B**) IF of PECAM1 (gray) in CP of cleared 250-μm-thick brain sections (*n* = 2). Bulged and intertwined vessels (red arrowheads). Scale bars: 25 μm. (**C**) Representative images of ERG (cyan), PECAM1 (gray), and MKI67 (red) IF in CP (*n* = 4). Tip cells (yellow arrowheads) and proliferative ECs (purple arrowheads) CP are shown at higher magnification below. Scale bars: 50 μm. (**D**) Representative images of ERG (cyan), PECAM1 (gray), and MKI67 (red) IF in SS1–3 (*n* = 4). Scale bars: 50 μm. (**E**–**J**) Quantifications of malformed (orange bars) and non-malformed vasculature (light blue bars). (**E**) Quantification of EC number per field (*n* = 5). (**F**) Quantification of mean avascular area per field (*n* = 4). (**G**) Quantification of mean distance between vessels (*n* = 4). (**H**) Quantification of the number of tip cells per field (*n* = 5). (**I**) Quantification of the total number of MKI67^+^ cells per field (*n* = 4). (**J**) Quantification of the number of MKI67^+^ ECs per field (*n* = 4). (**H**) Data were not normally distributed, and a Kruskal-Wallis test was used to test significance. **P < 0.01. (**E**–**G**, **I**, and **J**) Data were normally distributed, and a 1-way ANOVA with Tukey’s multiple-comparison test was performed to evaluate significance. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Scale bars: 100 μm (**A**); 50 μm (**C**).

**Figure 2:**
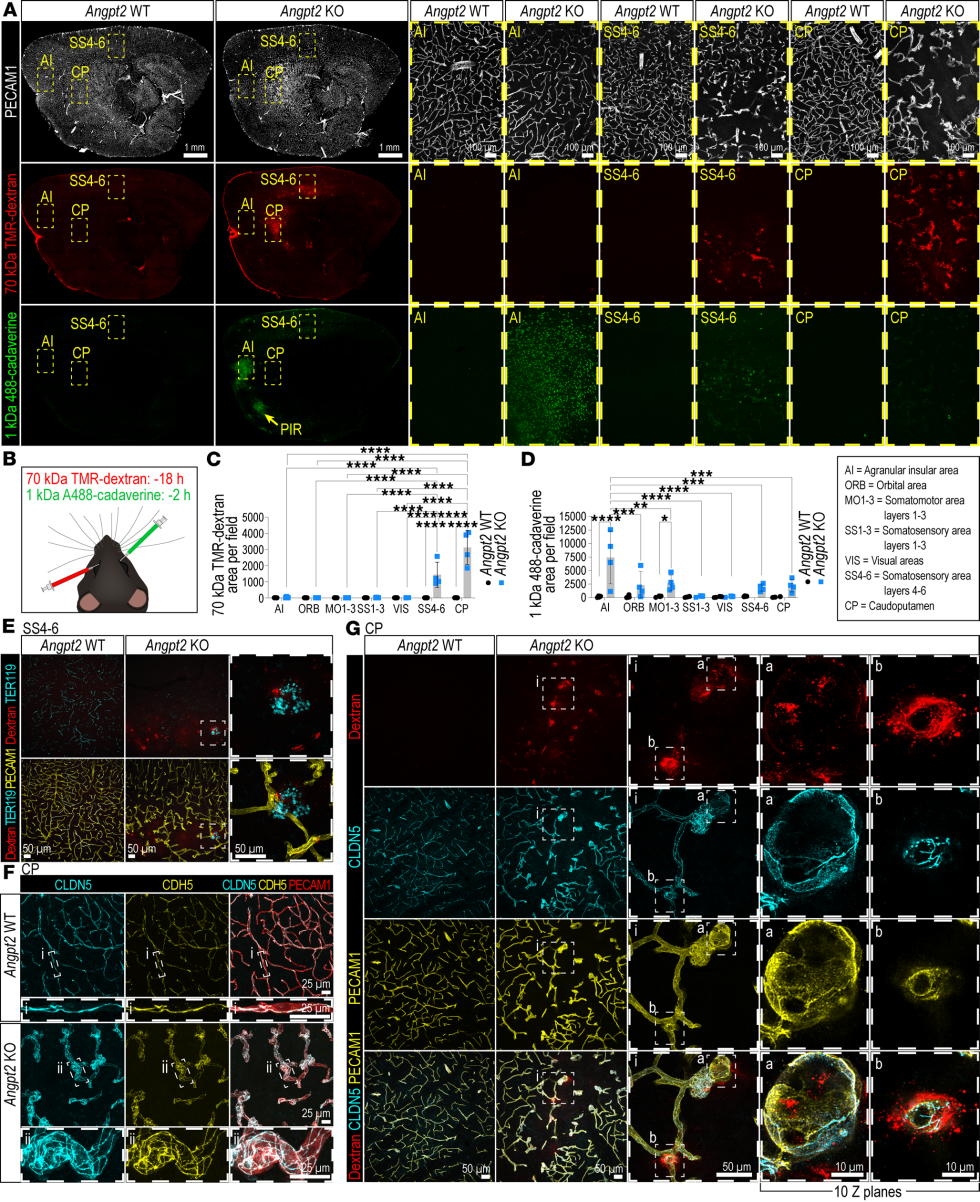
BBB permeability and endothelial junctions in *Angpt2-*KO brains. (**A**) Tile scans of PECAM1 (gray) IF with 70 kDa TMR-dextran (red) and 1 kDa A488-cadaverine (green) on sagittal sections (*n* = 4). High-magnification images of different modes of leakage in malformed (SS4–6, CP) and non-malformed vasculature (AI) are shown. Yellow arrow points to piriform area (PIR) with occasional A488-cadaverine leakage. (**B**) Illustration of intravenous retro-orbital approach used for tracer injection. (**C** and **D**) Quantification of 70 kDa TMR-dextran (**C**) and 1 kDa A488-cadaverine (**D**) leakage in different cortical regions (AI, ORB, MO, SS1–3, SS4–6, and VIS) and CP (*n* = 4). Data were normally distributed, and a 2-way ANOVA with Tukey’s multiple-comparison test was performed to evaluate significance. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. (**E**) Representative images of PECAM1 (yellow) and TER119 (cyan) IF and 70 kDa TMR-dextran (red) in SS4–6 from *Angpt2* WT (*n* = 5) and KO (*n* = 6). High-magnification images of red blood cell extravasation in malformed vasculature are shown. (**F**) Representative images of PECAM1 (red), CLDN5 (cyan), and CDH5 (yellow) IF in CP from *Angpt2* WT (*n* = 5) and KO (*n* = 6). High-magnification images of a regular vascular stretch in *Angpt2* WT and a dilated and tangled vascular stretch in *Angpt2* KO are shown. Scale bars: 25 μm. (**G**) Representative images of PECAM1 (yellow) and CLDN5 (cyan) IF and 70 kDa TMR-dextran (red) in CP (*n* = 4). High-magnification images of parenchymal dextran leakage in malformed vasculature are shown. Scale bars: 100 μm (**A**); 50 μm (**E**); 25 μm (**F**); 50 and 10 μm (**G**).

**Figure 3:**
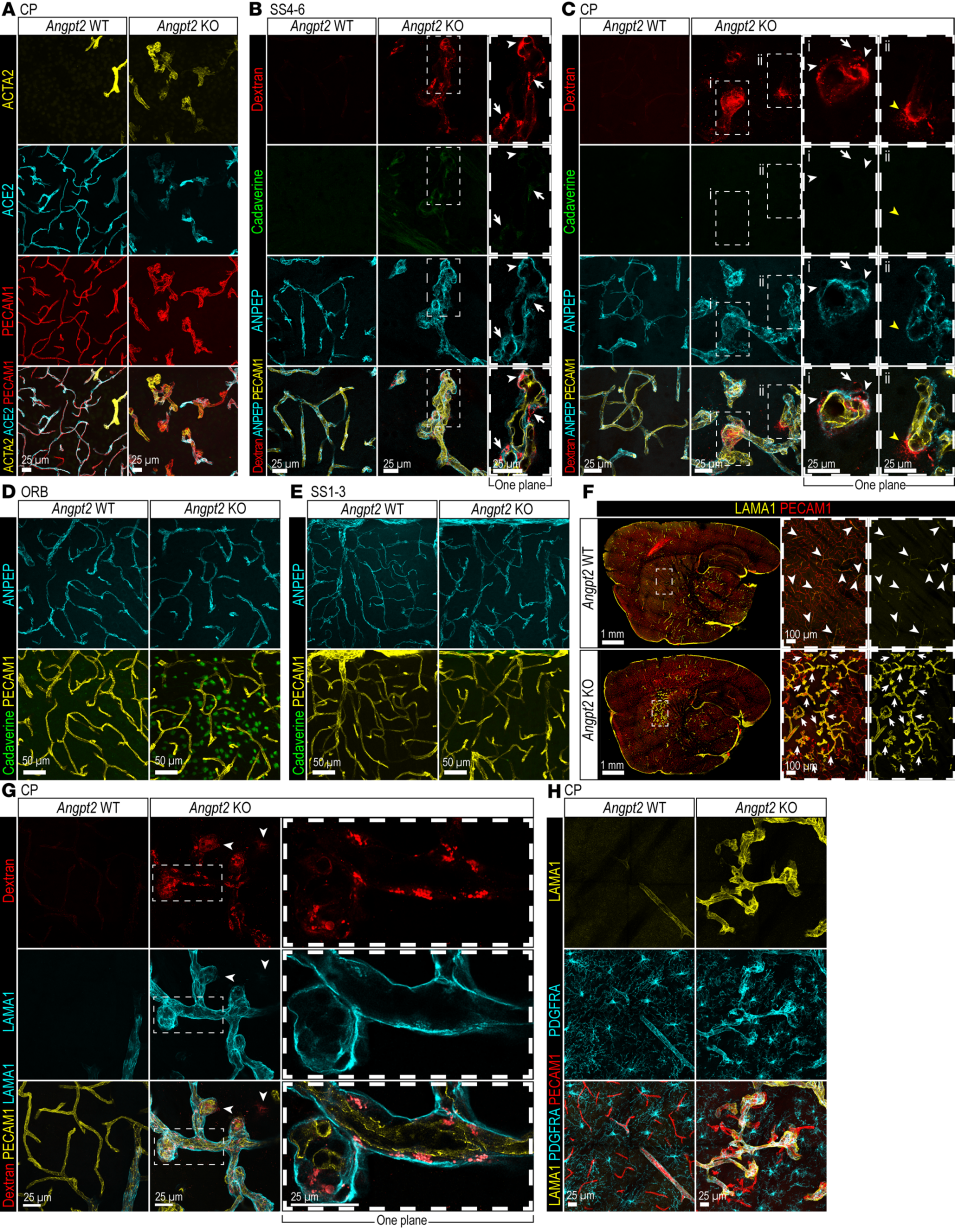
Phenotypes of brain perivascular cells in *Angpt2*-KO brains. (**A**) Representative images of ACE2 (cyan), ACTA2 (yellow), and PECAM1 (red) IF in CP from *Angpt2* WT (*n* = 5) and KO (*n* = 6). Scale bars: 25 μm. (**B** and **C**) Representative images of ANPEP (cyan) and PECAM1 (yellow) IF with 70 kDa TMR-dextran (red) and 1 kDa A488-cadaverine (green) in SS4–6 (**B**) and CP (**C**) (*n* = 4). High-magnification images of 1 *Z*-plane of the tangled vasculature with parenchymal dextran leakage are shown. ANPEP^+^ cells with dextran uptake (white arrowheads); ANPEP^–^ cells with dextran uptake (arrows). Parenchymal 70 kDa TMR-dextran leakage (yellow arrowheads). (**D** and **E**) Representative images of ANPEP (cyan) and PECAM1 (yellow) IF and 1 kDa A488-cadaverine (green) in ORB (**D**) and SS1–3 (**E**) (*n* = 4). Scale bars: 50 μm. (**F**) Representative tile scans of LAMA1 (yellow) and PECAM1 (red) IF on sagittal medial sections of *Angpt2* WT (*n* = 5) and KO (*n* = 6). High-magnification images of malformed vasculature covered by LAMA1^+^ sleeves in KO (arrows) and big vessels covered by LAMA1^+^ sleeves in WT (arrowheads) are shown. Scale bars: 1 mm. (**G**) Representative images of LAMA1 (cyan) and PECAM1 (yellow) IF and 70 kDa TMR-dextran (red) in CP (*n* = 3). Parenchymal TMR-dextran leakage outside LAMA1 sleeve (arrowheads). High-magnification images of 1 *Z*-plane of malformed vasculature covered by LAMA1^+^ sleeves are shown. Scale bars: 25 μm. (**H**) IF of LAMA1 (yellow), PDGFRA (cyan), and PECAM1 (red) in CP from *Angpt2* WT (*n* = 5) and KO (*n* = 6). Scale bars: 25 μm (**B** and **C**); 100 μm (**F**); 25 μm (**G**).

**Figure 4:**
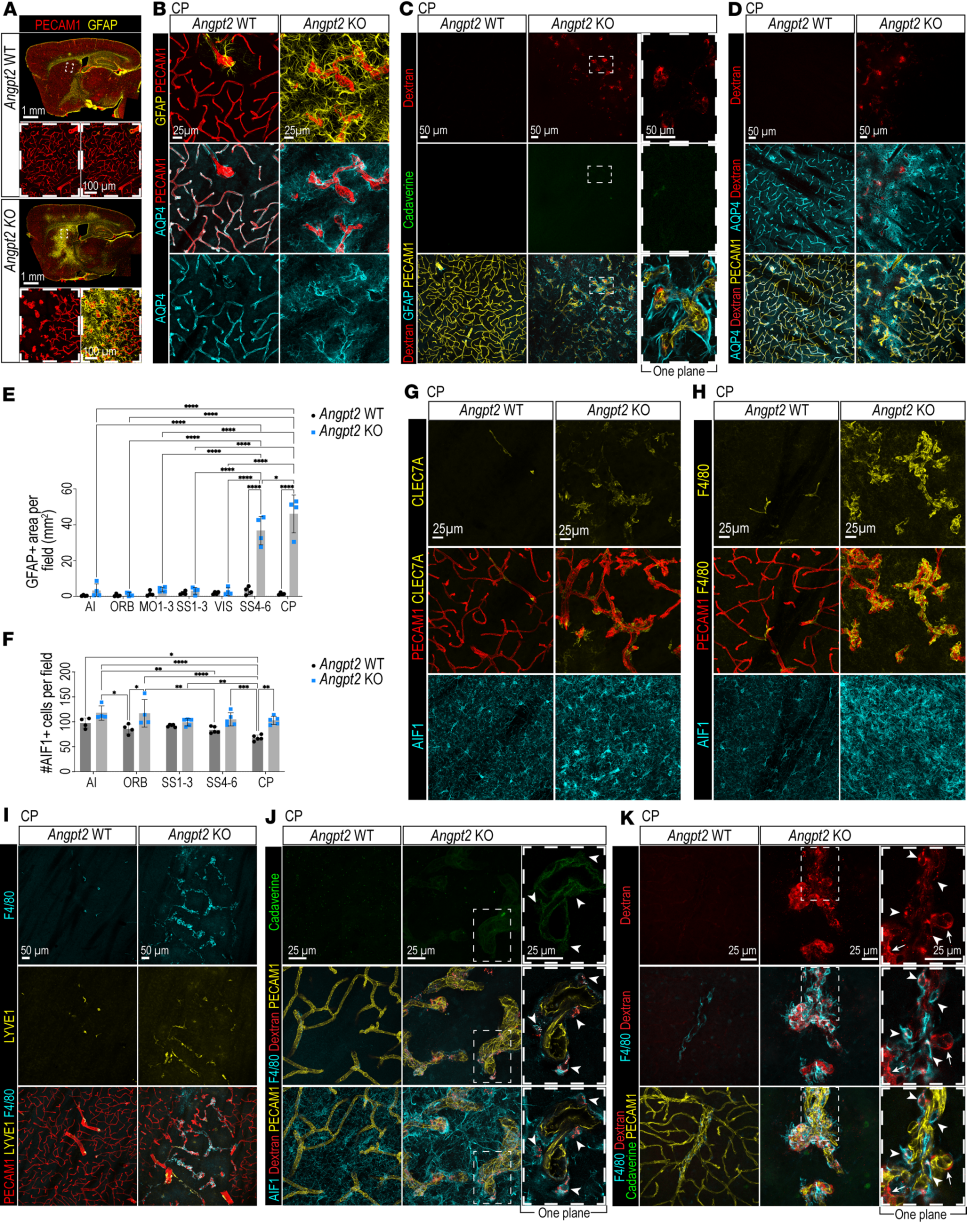
Glial phenotypes in *Angpt2*-KO brains. (**A**) GFAP (yellow) and PECAM1 (red) IF tile scans of Angpt2-WT (*n* = 5) and -KO (*n* = 6) brains. High-magnification: malformed vasculature in CP with reactive GFAP^+^ astrocytes. Scale bars: 1 mm. (**B**) GFAP (yellow), AQP4 (cyan), and PECAM1 (red) IF in CP from WT (*n* = 3) and KO (*n* = 4). Scale bars: 25 μm. (**C**) GFAP (cyan), PECAM1 (yellow), TMR-dextran (red), and A488-cadaverine (green) IF in CP (*n* = 4). High-magnification single *Z*-plane: malformed vasculature and TMR-dextran deposits in between GFAP^+^ astrocytes and ECs. Scale bars: 50 μm. (**D**) AQP4 (cyan), PECAM1 (yellow), and TMR-dextran (red) IF in CP (*n* = 4). Scale: 50 μm. (**E**) GFAP^+^ area quantification in cortical regions and CP (*n* = 4). (**F**) AIF1^+^ cell count per field in cortical regions and CP of WT and KO (AI and ORB, *n* = 4; SS and CP, *n* = 5). Data normally distributed; 2-way ANOVA with Tukey’s test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. (**G** and **H**) CLEC7A (yellow) (**G**), F4/80 (yellow) (**H**), AIF1 (cyan), and PECAM1 (red) IF in CP from WT (*n* = 3) and KO (*n* = 4). Scale bars: 25 μm. (**I**) LYVE1 (yellow), F4/80 (cyan), and PECAM1 (red) IF in CP from WT (*n* = 3) and KO (*n* = 4). Scale bars: 50 μm. (**J**) AIF1, F4/80 (cyan), PECAM1 (yellow), TMR-dextran (red), and A488-cadaverine (green) IF in CP (*n* = 4) showing TMR-dextran deposits colocalizing with F4/80^+^ and AIF1^+^ cells (arrowheads). Scale bars: 25 μm. (**K**) F4/80 (cyan), PECAM1 (yellow), TMR-dextran (red), and A488-cadaverine (green) IF in CP (*n* = 4). High-magnification single *Z*-plane: tangled vasculature with TMR-dextran deposits colocalizing with F4/80^+^ cells (arrowheads) or without (arrows). Scale bars: 25 μm.

**Figure 5:**
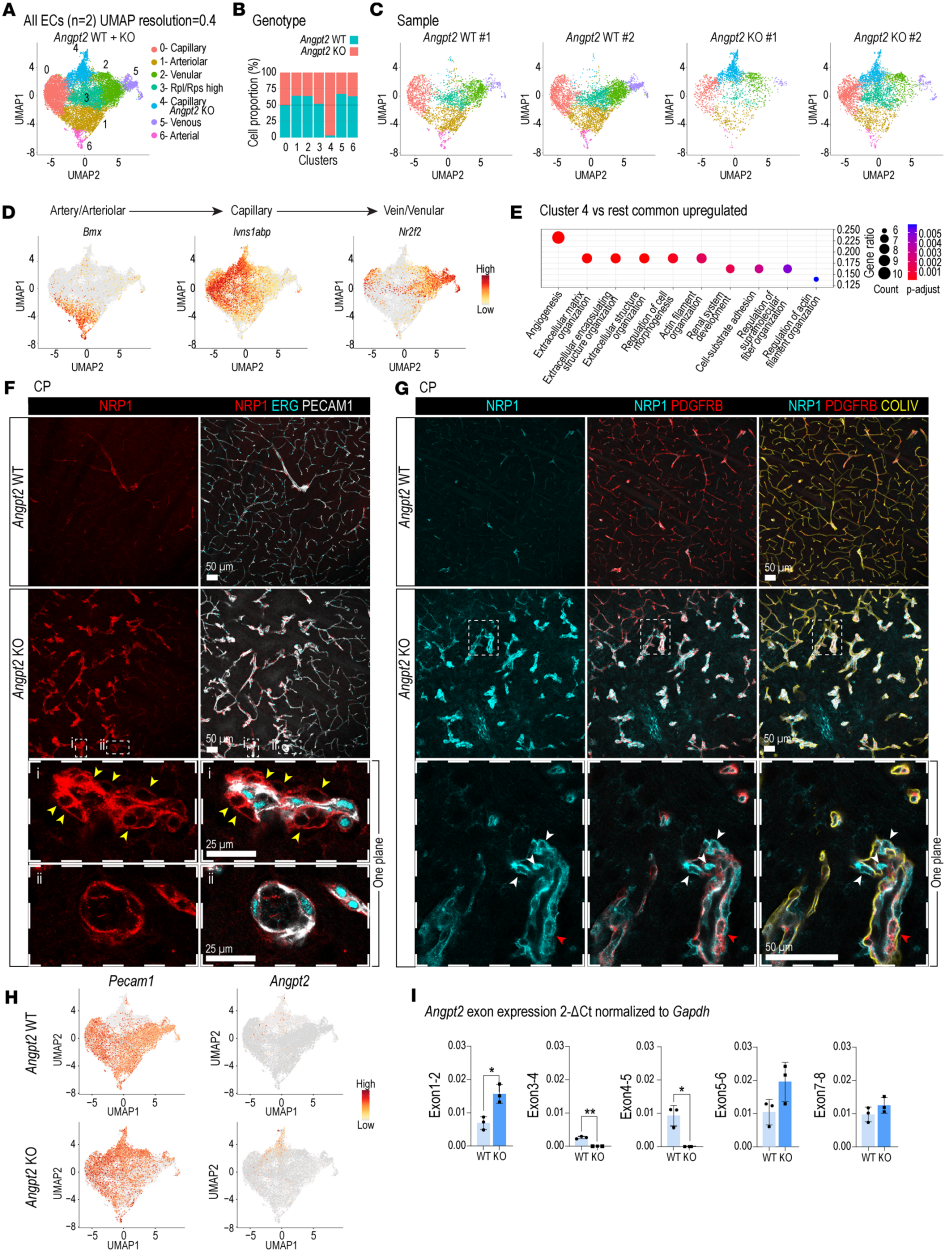
ScRNA-seq analysis in *Angpt2*-WT and -KO mice. (**A**) UMAP of EC dataset, clustered into 7 clusters (0 to 6) at a resolution of 0.4. (**B**) Proportion of ECs in each cluster (0 to 6). (**C**) UMAPs of the cell clusters from each sample. (**D**) UMAPs showing the expression of arteriovenous markers. (**E**) Top 10 GO biological process terms overrepresented in cluster 4. Count = number of genes per term. (**F**) Representative images of NRP1 (red), ERG (cyan), and PECAM1 (gray) IF in CP (*n* = 3). High-magnification images of 1 *Z*-plane magnification of tangled vasculature with EC and perivascular NRP1 expression (yellow arrowheads [i] and NRP1^+^ dilated vasculature [ii]). Scale bars: 25 μm (**F**); 50 μm (**G**). (**G**) Representative images of NRP1 (cyan), PDGFRB (red), and COLIV (yellow) IF in CP (*n* = 3). High-magnification images of 1 *Z*-plane magnification of the dilated vasculature. NRP1^+^/PDGFRB^+^ cells (red arrowheads); NRP1^+^ cells outside the collagen sleeve (white arrowheads). Scale bars: 50 μm. (**H**) UMAPs of *Angpt2* expression. (**I**) Relative mRNA expression of *Angpt2* exons in adult brain microvascular fragments from WT (light blue) and KO (dark blue) mice (*n* = 3). Shown values are 2^–ΔCt^ of *Gapdh*. Data were normally distributed, and a Welch’s *t* test was performed to evaluate significance. *P < 0.05, **P < 0.01.

**Figure 6:**
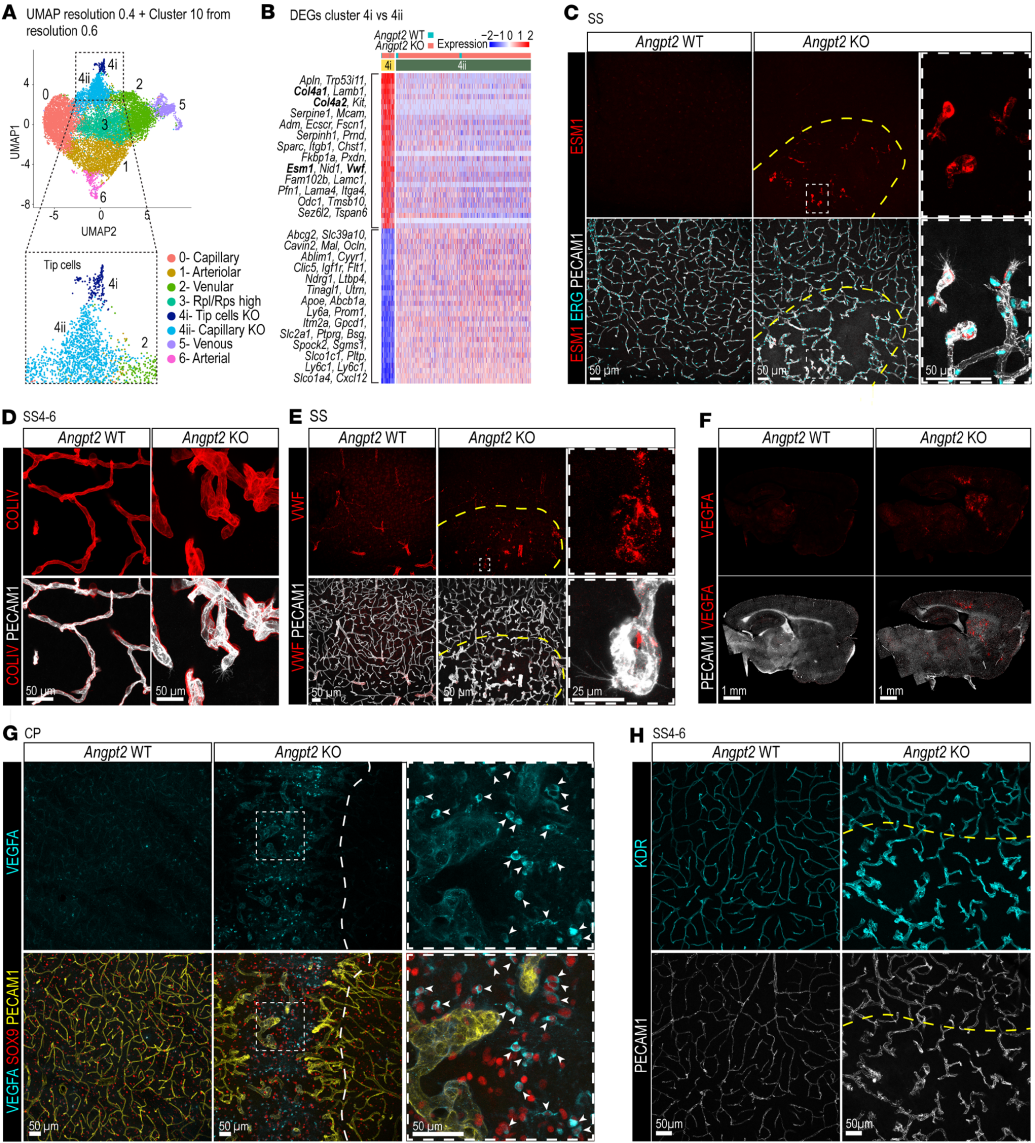
Characterization of angiogenic transcriptional changes in *Angpt2*-WT and -KO brains. (**A**) UMAP of EC dataset, clustered into 8 clusters after further cell separation of cluster 4 (4i and 4ii) using resolution = 0.6 (see Supplemental Figure 6A). (**B**) Top 30 genes from DEG comparison between cluster 4i and 4ii (see Supplemental Table 6). (**C**) Representative images of ESM1 (red), ERG (cyan), and PECAM1 (gray) IF in SS (*n* = 3). High-magnification images of filopodia^+^ and -negative tip cells expressing ESM1. Scale bars: 50 μm (**C** and **G**); 25 µm (**E**). (**D**) Representative images of COLIV (red) and PECAM1 (gray) IF in SS4–6 (*n* = 3). High-magnification images of malformed vasculature with tip cells. Scale bars: 50 μm. (**E**) Representative images of VWF (red) and PECAM1 (gray) IF in SS4–6 (*n* = 3). High-magnification images of VWF expression in tangled malformed vasculature with filopodia. Scale bars: 50 μm. (**F**) Representative images of VEGFA (red) and PECAM1 (gray) IF in medial sagittal sections (*n* = 5). Scale bars: 1 mm. (**G**) Representative images of VEGFA (cyan), PECAM1 (yellow), and SOX9 (red) IF in CP (*n* = 5). High-magnification images of a region with malformed vasculature; SOX9/VEGFA^+^ astrocytes (arrowheads). Scale bars: 50 μm. (**H**) Representative images of KDR (cyan) and PECAM1 (gray) IF in SS4–6 of *Angpt2*-WT and -KO brains (*n* = 3). Scale bars: 50 μm. Dashed lines in **C**, **E**, **G**, and **H** mark rough boundaries between malformed and non-malformed vasculature.

**Figure 7:**
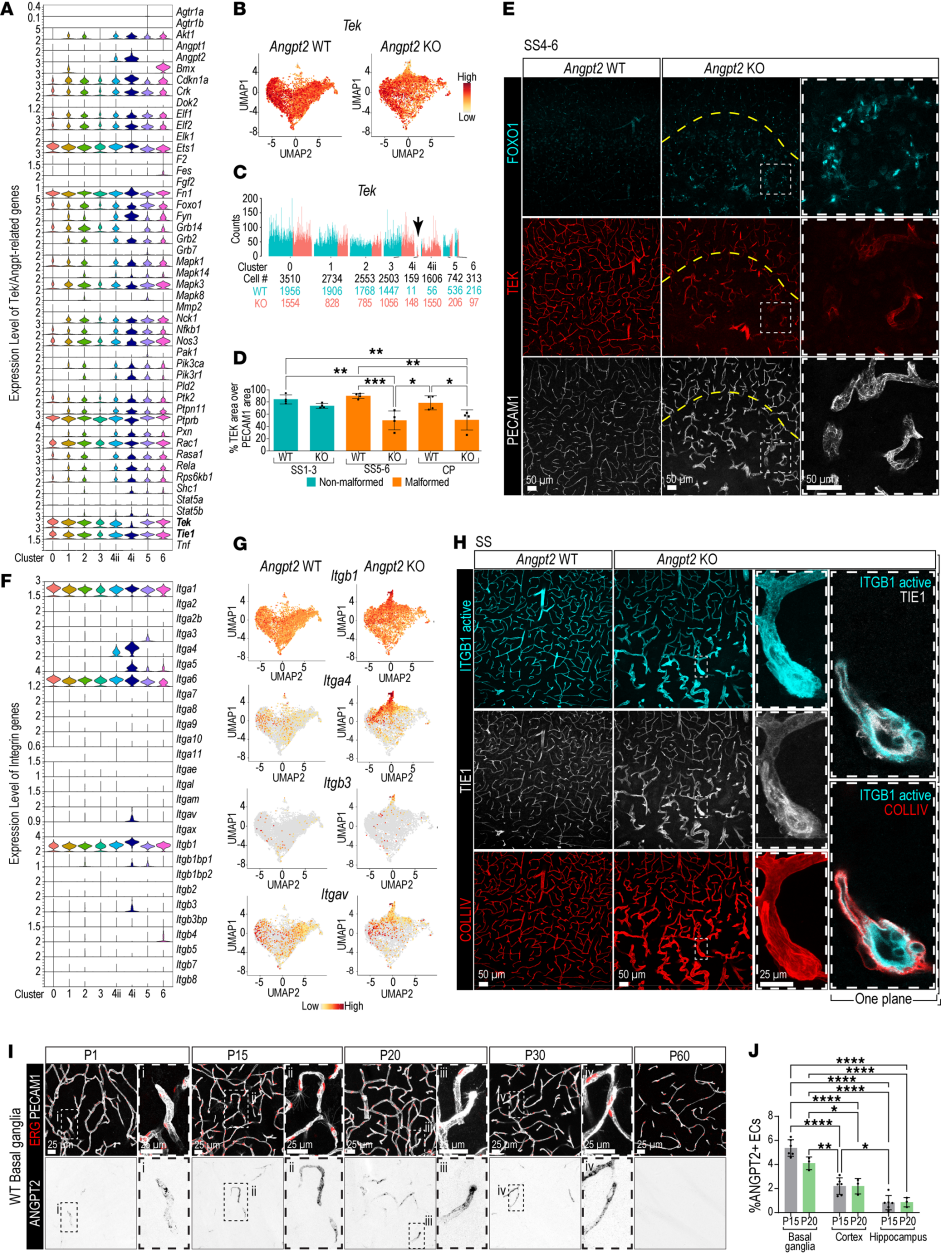
Characterization of Angpt/Tek and integrin changes in *Angpt2*-WT and -KO brains. (**A**) Violin plot of Tek/Angpt2-related gene expression in different EC clusters. (**B**) UMAPs of *Tek* expression. (**C**) Bar plots illustrating *Tek* expression. Cluster 4i with low *Tek* expression (arrow). (**D**) Percentage TEK/PECAM1 area in non-malformed and malformed regions (*n* = 4). Data were normally distributed, and a 1-way ANOVA with Tukey’s multiple-comparison test was performed to evaluate significance. *P < 0.05, **P < 0.01, ***P < 0.001. (**E**) Representative images of TEK (red), FOXO1 (cyan), and PECAM1 (gray) IF in SS4–6 (*n* = 3). High-magnification images of regions with malformed vasculature, low TEK expression, and nuclear FOXO1 expression. Dashed line marks rough boundary between malformed and non-malformed vasculature. Scale bars: 50 μm (**E**); 25 μm (**H** and **I**). (**F**) Integrin-encoding genes in different EC clusters. (**G**) UMAPs illustrating *Itgb1*, *Itga4*, *Itgb3*, and *Itgav* expression. (**H**) Representative images of active-ITGB1 (cyan), TIE1 (gray), and COLIV (red) IF in SS (*n* = 3). High-magnification images of malformed vessel with high active-ITGB1 expression in perivascular and endothelial cells. One *Z*-plane overlay of active ITGB1 with TIE1 and COLIV. Scale bars: 50 μm. (**I**) Spatiotemporal ANGPT2 expression in C57BL/6J at P1–60. ERG (red), PECAM1 (gray), ANGPT2 (black). High-magnification images of the ANGPT2^+^ vasculature (*n* = 3). Scale bars: 25 μm. (**J**) Quantification of ANGPT2^+^ ECs in P15 (gray) and P20 (green) C57BL/6J in basal ganglia, cortex, and hippocampus (*n* = 3). Data were normally distributed, and a 2-way ANOVA with Šidák’s multiple-comparison test was performed to evaluate significance. *P < 0.05, **P < 0.01, ****P < 0.0001.

## References

[1] Profaci CP (2020). The blood-brain barrier in health and disease: important unanswered questions. J Exp Med.

[2] Saharinen P (2017). Therapeutic targeting of the angiopoietin-TIE pathway. Nat Rev Drug Discov.

[3] Jeansson M (2011). Angiopoietin-1 is essential in mouse vasculature during development and in response to injury. J Clin Invest.

[4] Suri C (1996). Requisite role of angiopoietin-1, a ligand for the TIE2 receptor, during embryonic angiogenesis. Cell.

[5] Gale NW (2002). Angiopoietin-2 is required for postnatal angiogenesis and lymphatic patterning, and only the latter role is rescued by Angiopoietin-1. Dev Cell.

[6] Hackett SF (2000). Angiopoietin 2 expression in the retina: upregulation during physiologic and pathologic neovascularization. J Cell Physiol.

[7] Hackett SF (2002). Angiopoietin-2 plays an important role in retinal angiogenesis. J Cell Physiol.

[8] Felcht M (2012). Angiopoietin-2 differentially regulates angiogenesis through TIE2 and integrin signaling. J Clin Invest.

[9] Kim M (2016). Opposing actions of angiopoietin-2 on Tie2 signaling and FOXO1 activation. J Clin Invest.

[10] Korhonen EA (2016). Tie1 controls angiopoietin function in vascular remodeling and inflammation. J Clin Invest.

[11] Mäe MA (2021). Single-cell analysis of blood-brain barrier response to pericyte loss. Circ Res.

[12] Vazquez-Liebanas E (2024). Mosaic deletion of claudin-5 reveals rapid non-cell-autonomous consequences of blood-brain barrier leakage. Cell Rep.

[13] Vazquez-Liebanas E (2022). Adult-induced genetic ablation distinguishes PDGFB roles in blood-brain barrier maintenance and development. J Cereb Blood Flow Metab.

[14] Zhou X (2023). ANG2 blockade diminishes proangiogenic cerebrovascular defects associated with models of hereditary hemorrhagic telangiectasia. Arterioscler Thromb Vasc Biol.

[15] Xie Y (2021). Key molecular alterations in endothelial cells in human glioblastoma uncovered through single-cell RNA sequencing. JCI Insight.

[16] Xie Y (2024). Single-cell dissection of the human blood-brain barrier and glioma blood-tumor barrier. Neuron.

[17] Callegari K (2023). Molecular profiling of the stroke-induced alterations in the cerebral microvasculature reveals promising therapeutic candidates. Proc Natl Acad Sci U S A.

[18] Armulik A (2010). Pericytes regulate the blood-brain barrier. Nature.

[19] Vanlandewijck M (2018). A molecular atlas of cell types and zonation in the brain vasculature. Nature.

[20] Barclay KM (2024). An inducible genetic tool to track and manipulate specific microglial states reveals their plasticity and roles in remyelination. Immunity.

[21] Siret C (2022). Deciphering the heterogeneity of the Lyve1^+^ perivascular macrophages in the mouse brain. Nat Commun.

[22] Butovsky O, Weiner HL (2018). Microglial signatures and their role in health and disease. Nat Rev Neurosci.

[23] Paolicelli RC (2022). Microglia states and nomenclature: a field at its crossroads. Neuron.

[24] Bjornholm KD (2023). A robust and efficient microvascular isolation method for multimodal characterization of the mouse brain vasculature. Cell Rep Methods.

[25] Thomson BR (2014). A lymphatic defect causes ocular hypertension and glaucoma in mice. J Clin Invest.

[26] del Toro R (2010). Identification and functional analysis of endothelial tip cell-enriched genes. Blood.

[27] Strasser GA (2010). Microarray analysis of retinal endothelial tip cells identifies CXCR4 as a mediator of tip cell morphology and branching. Blood.

[28] Lupu IE (2025). Direct specification of lymphatic endothelium from mesenchymal progenitors. Nat Cardiovasc Res.

[29] Souma T (2018). Context-dependent functions of angiopoietin 2 are determined by the endothelial phosphatase VEPTP. Proc Natl Acad Sci U S A.

[30] Bae H (2020). Angiopoietin-2-integrin α5β1 signaling enhances vascular fatty acid transport and prevents ectopic lipid-induced insulin resistance. Nat Commun.

[31] Daly C (2004). Angiopoietin-1 modulates endothelial cell function and gene expression via the transcription factor FKHR (FOXO1). Genes Dev.

[32] Kim I (2000). Angiopoietin-1 regulates endothelial cell survival through the phosphatidylinositol 3′-kinase/Akt signal transduction pathway. Circ Res.

[33] Vanlandewijck M (2015). Functional characterization of germline mutations in PDGFB and PDGFRB in primary familial brain calcification. PLoS One.

[34] Phoenix TN (2016). Medulloblastoma genotype dictates blood brain barrier phenotype. Cancer Cell.

[35] Sabbagh MF, Nathans J (2020). A genome-wide view of the de-differentiation of central nervous system endothelial cells in culture. Elife.

[36] Gerhardt H (2003). VEGF guides angiogenic sprouting utilizing endothelial tip cell filopodia. J Cell Biol.

[37] Simons M (2016). Mechanisms and regulation of endothelial VEGF receptor signalling. Nat Rev Mol Cell Biol.

[38] Gelfand MV (2014). Neuropilin-1 functions as a VEGFR2 co-receptor to guide developmental angiogenesis independent of ligand binding. Elife.

[39] Lallemand Y (1998). Maternally expressed PGK-Cre transgene as a tool for early and uniform activation of the Cre site-specific recombinase. Transgenic Res.

[40] Percie du Sert N (2020). Reporting animal research: explanation and elaboration for the ARRIVE guidelines 2.0. PLoS Biol.

[41] Liu L (2022). F-CUBIC: a rapid optical clearing method optimized by quantitative evaluation. Biomed Opt Express.

[42] Satija R (2015). Spatial reconstruction of single-cell gene expression data. Nat Biotechnol.

[43] Butler A (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat Biotechnol.

[44] Wu T (2021). clusterProfiler 4.0: a universal enrichment tool for interpreting omics data. Innovation (Camb).

[45] Tsafrir D (2005). Sorting points into neighborhoods (SPIN): data analysis and visualization by ordering distance matrices. Bioinformatics.

# Supplementary material for: Loss of angiopoietin-2 leads to region-specific brain malformations and blood-brain barrier leakage
**Source:** JCI Insight. 2026 Feb 19;11(7):e198256. doi: 10.1172/jci.insight.198256
**Supplement:** Supplemental data

**A**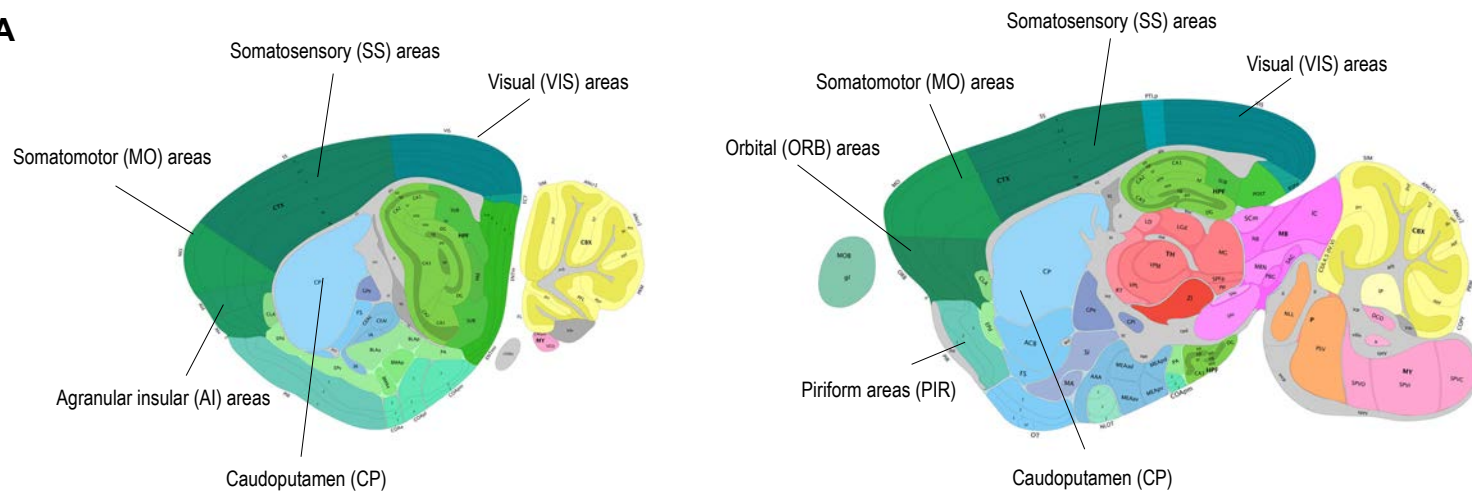**B**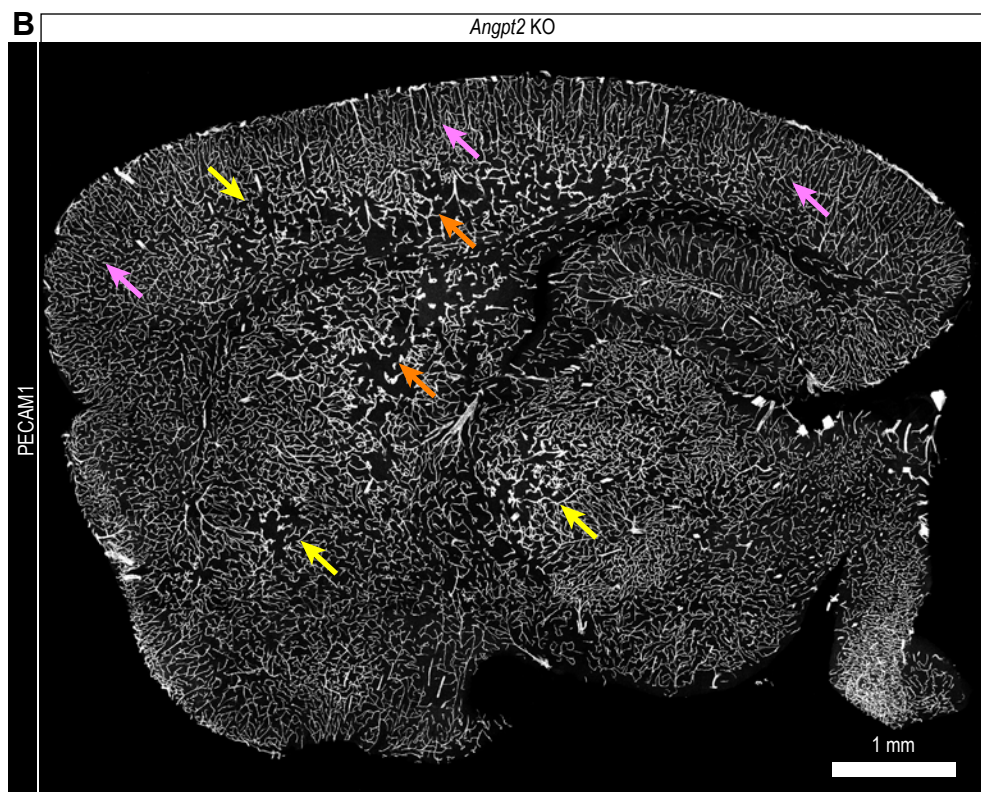

**Supplemental Figure 1. A)** Anatomical regions of interest highlighted on sagittal sections from Allen Mouse Brain Atlas depicting lateral (left) and medial section (right) ([mouse.brain-map.org/experiment/show/100042147](http://mouse.brain-map.org/experiment/show/100042147)). **B)** Example of rare malformations found outside the SS and CP in *Angpt2* KO brains. PECAM1 immunostaining is shown in white. Orange arrows mark malformed vessels in the consistently abnormal areas (SS4-6 and CP). Yellow arrows mark malformed vessels in the non-consistently abnormal areas (MO, the thalamus and the nucleus accumbens). Pink arrows mark the regions with consistently normal vascular morphology (SS cortex layer 1, VIS and rostral part of MO cortex).

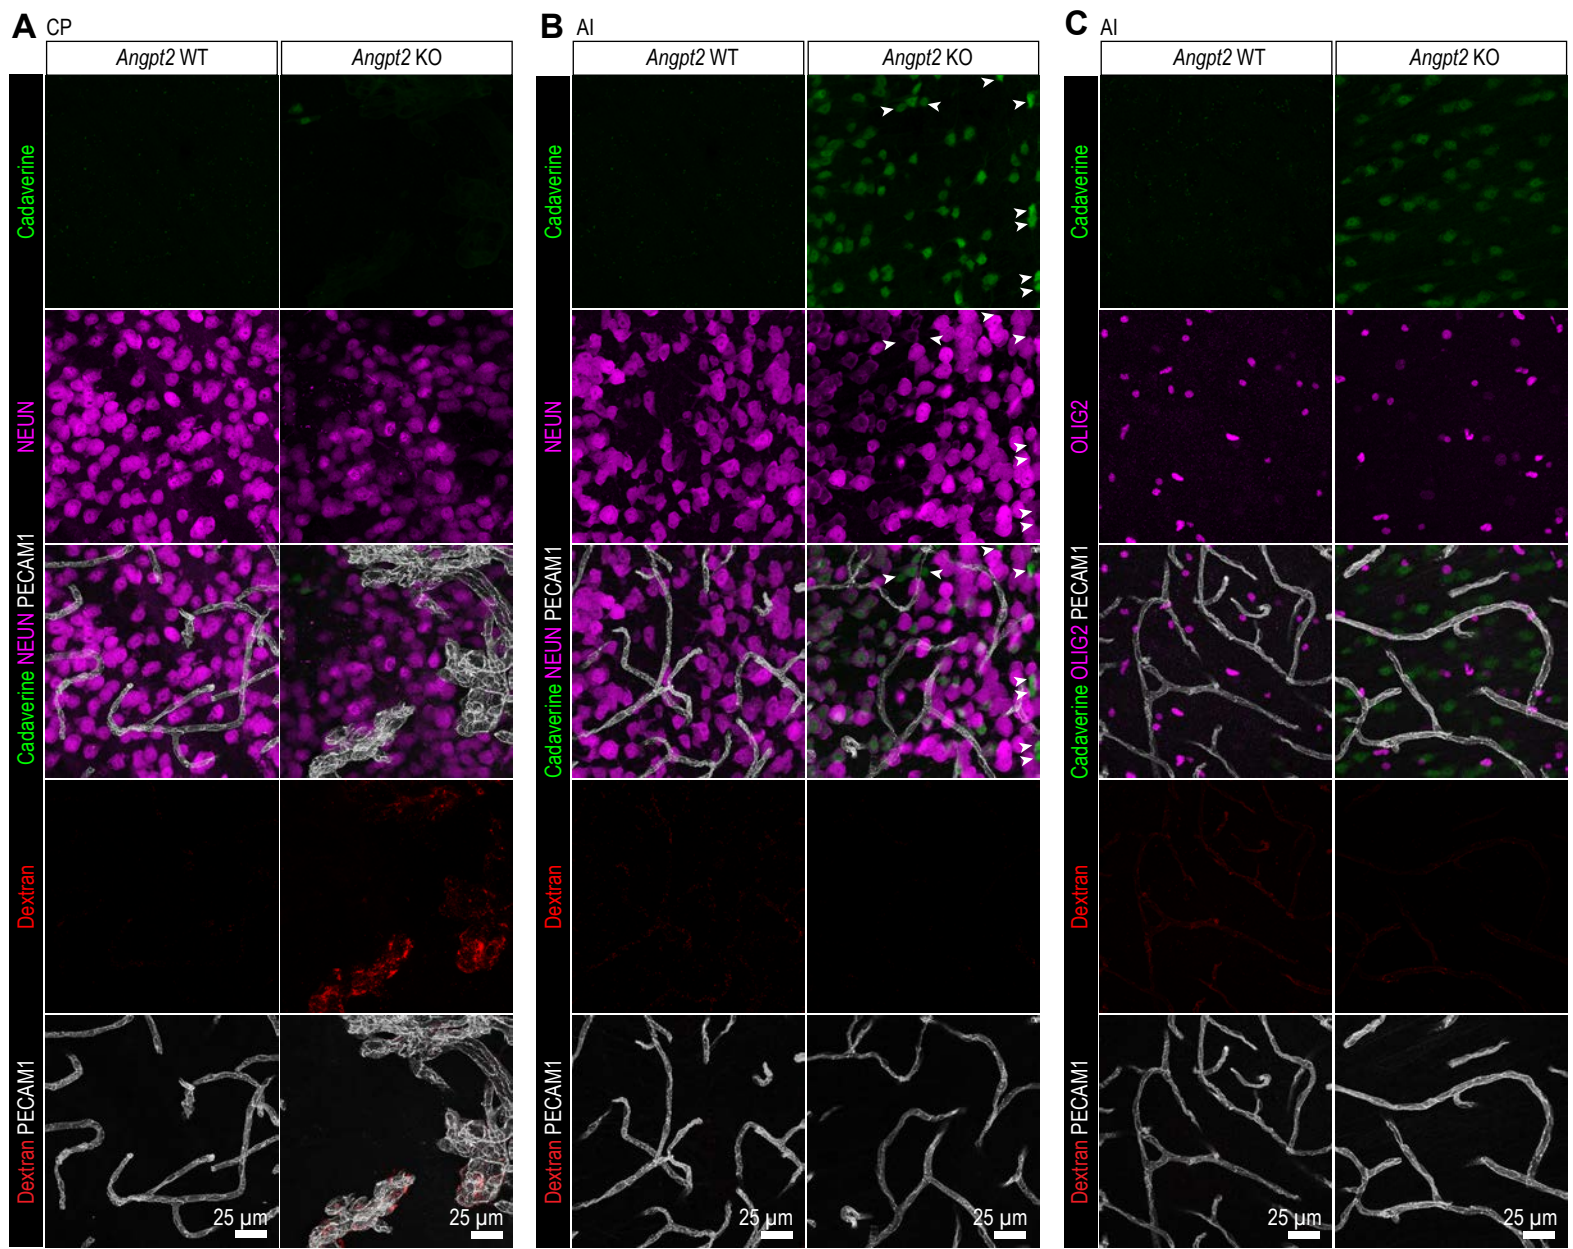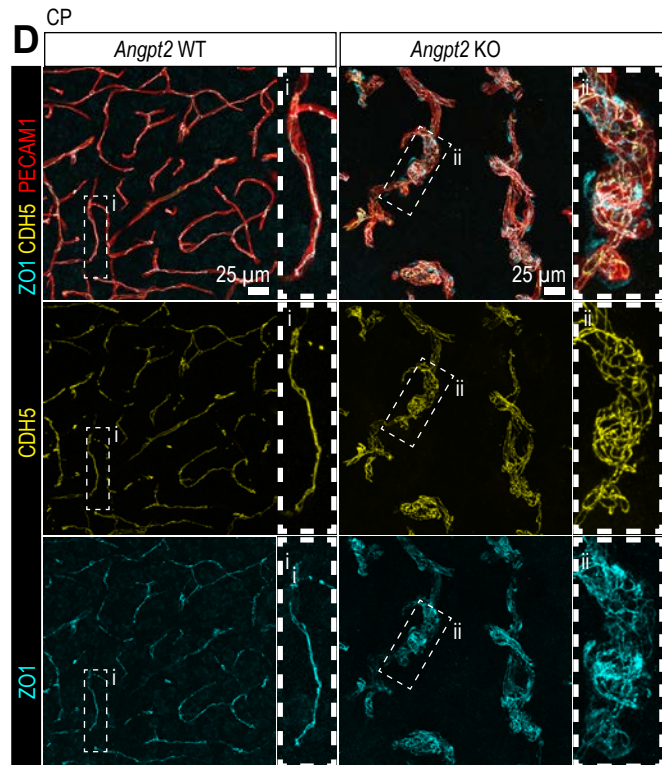

**Supplemental Figure 2.** BBB permeability and endothelial junction characterization in constitutive *Angpt2* KO brains. **A, B)** Representative images of the immunostaining of PECAM1 (grey), NEUN (magenta) on 70 kDa TMR-dextran (red) and 1 kDa A488-cadaverine (green) injected mice in *Angpt2* WT and KO brains (n=4). CP (A), AI (B). **C)** Representative images of the immunostaining of PECAM1 (grey) and OLIG2 (magenta) on 70 kDa TMR-dextran (red) and 1 kDa A488-cadaverine (green) injected mice in AI of *Angpt2* WT and KO brains (n=4). **D)** Immunostaining of PECAM1 (red), ZO-1 (cyan) and CDH5 (yellow) in CP of *Angpt2* WT and KO brains (*Angpt2* WT n=5; *Angpt2* KO n=6). Insets show higher magnification of malformed blood vessel in *Angpt2* KO and normal blood vessel in *Angpt2* WT.

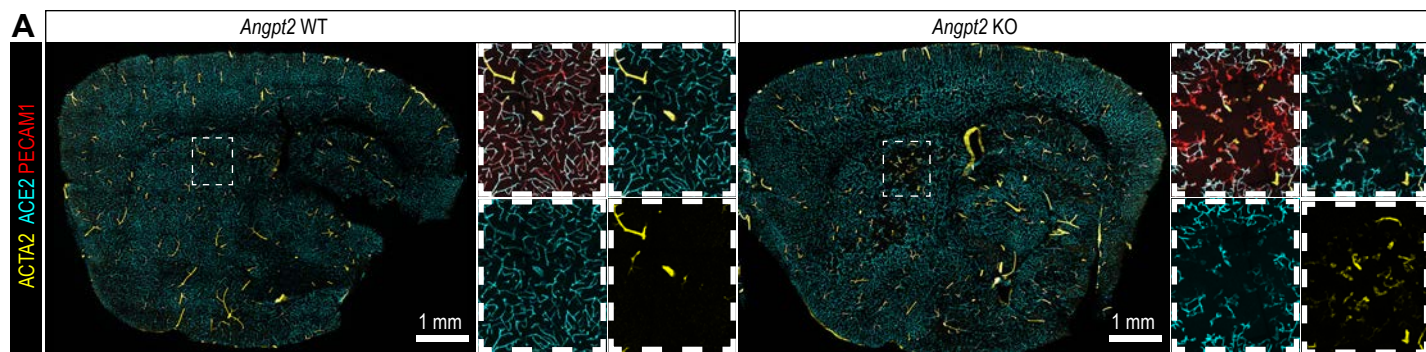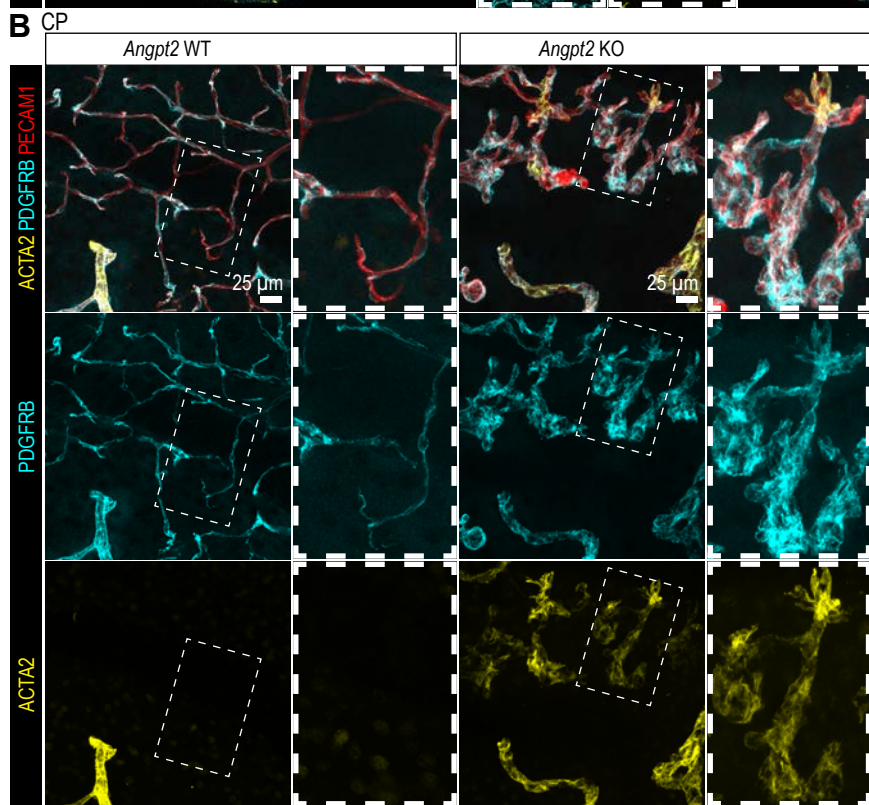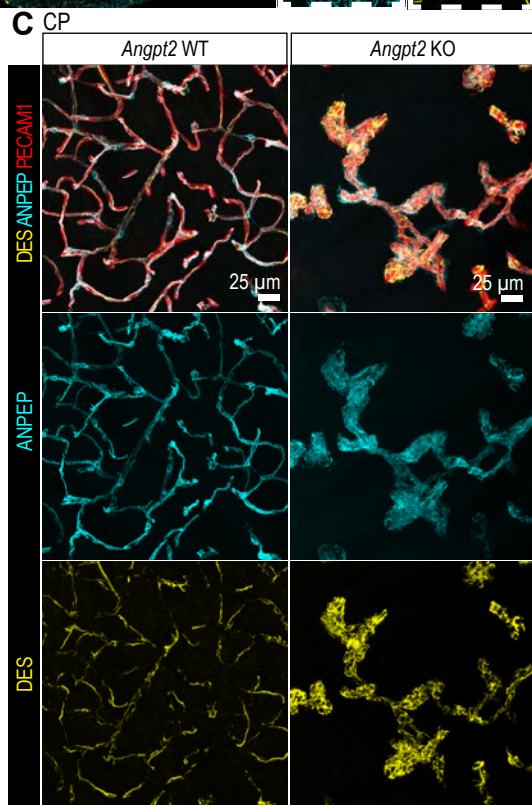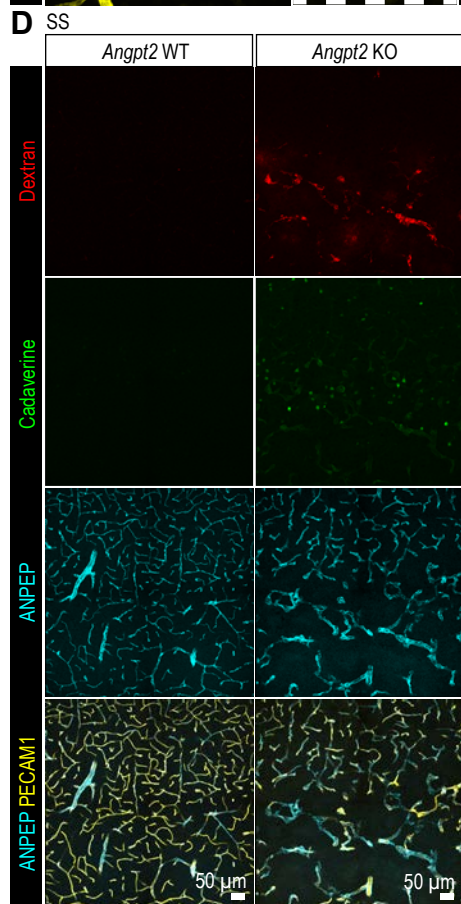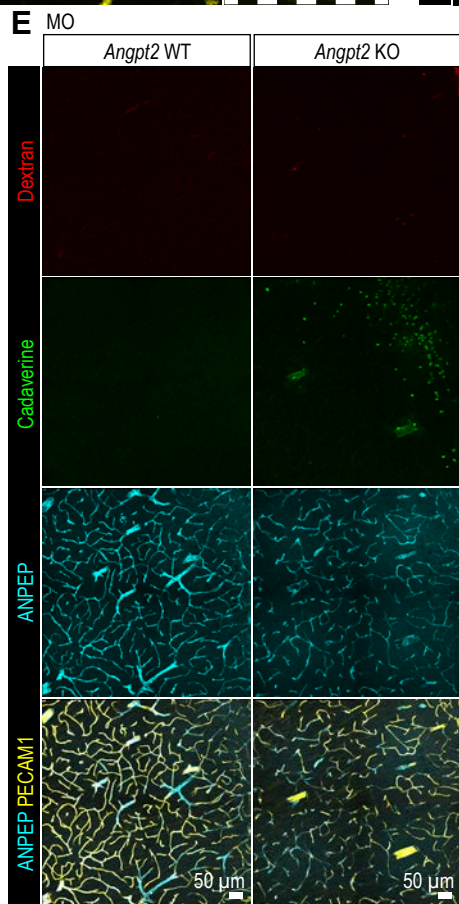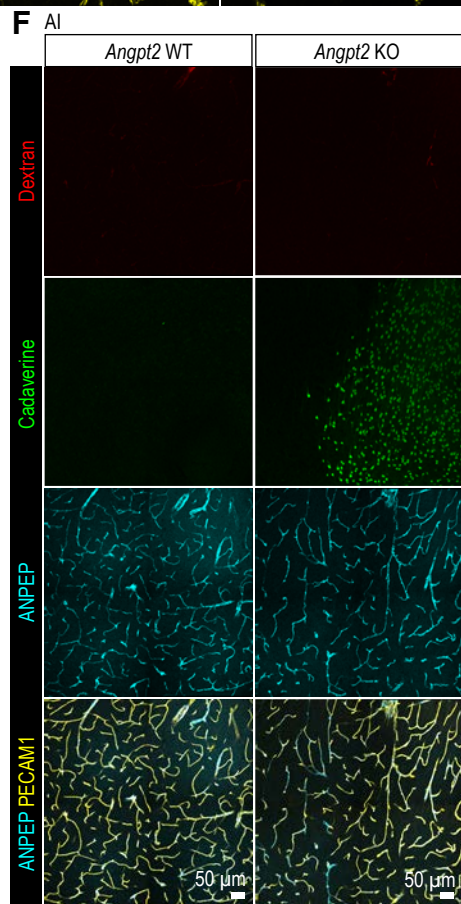

**Supplemental Figure 3.** Brain perivascular cells phenotypes in adult *Angpt2* KO brains. **A)** Representative tile scans of ACTA2 (yellow) and ACE2 (cyan) immunostainings of sagittal sections from *Angpt2* WT and KO brains (*Angpt2* WT n=5; *Angpt2* KO n=6). **B)** Immunostaining of ACTA2 (yellow), PDGFRB (cyan) and the endothelial marker PECAM1 (red) from CP of *Angpt2* WT and KO brains (*Angpt2* WT n=5; *Angpt2* KO n=6). **C)** Representative images of the immunostaining of ANPEP (cyan), DESMIN (yellow) and PECAM1 (red) from CP of *Angpt2* WT and KO brains (*Angpt2* WT n=5; *Angpt2* KO n=6). **D-F)** Representative images of the immunostaining of ANPEP (cyan) and PECAM1 (yellow) on 70 kDa TMR-dextran (red) and 1 kDa A488-cadaverine (green) injected brains from *Angpt2* WT and KO brains (n=4). SS (D), MO (E) and AI (F).

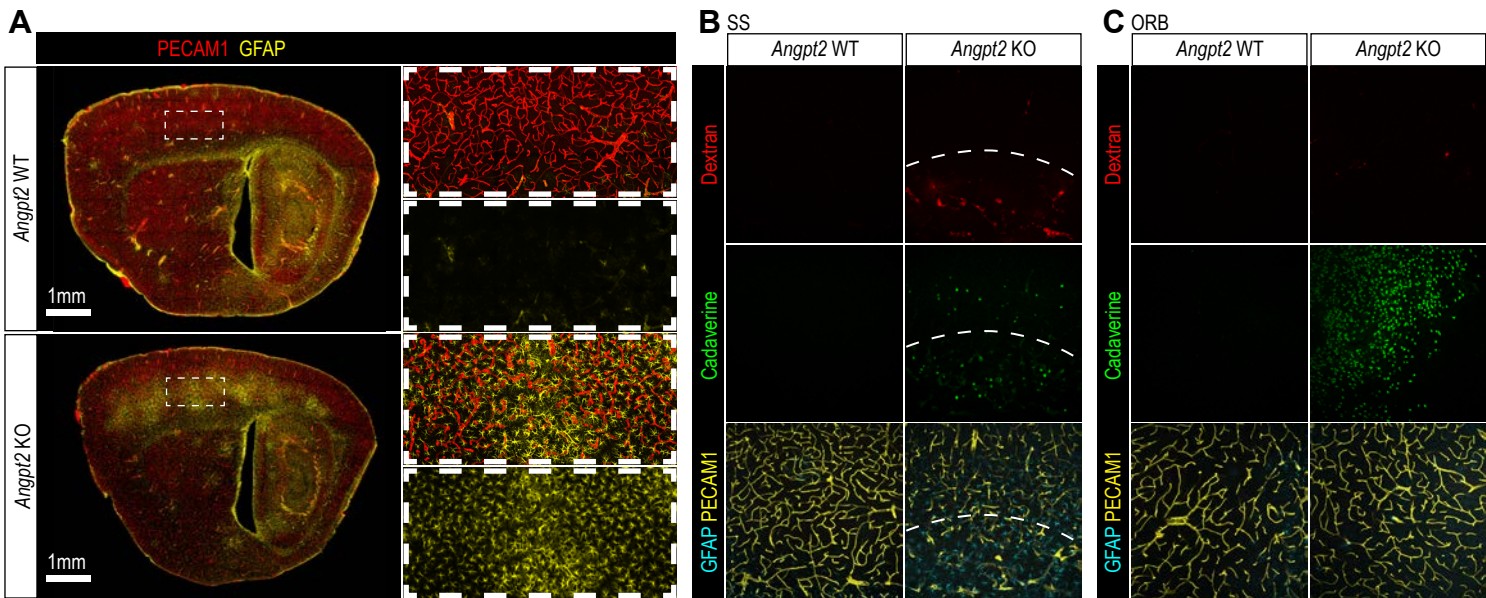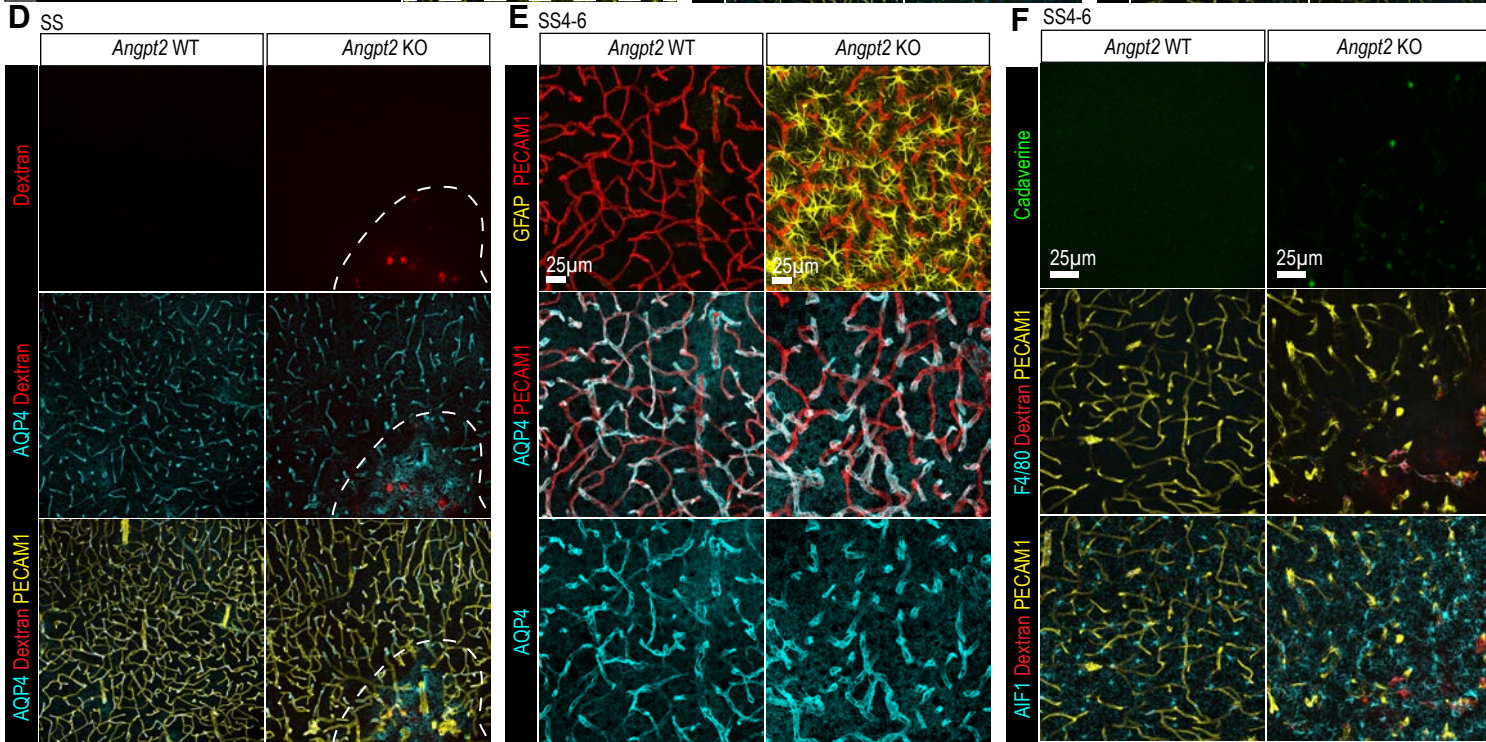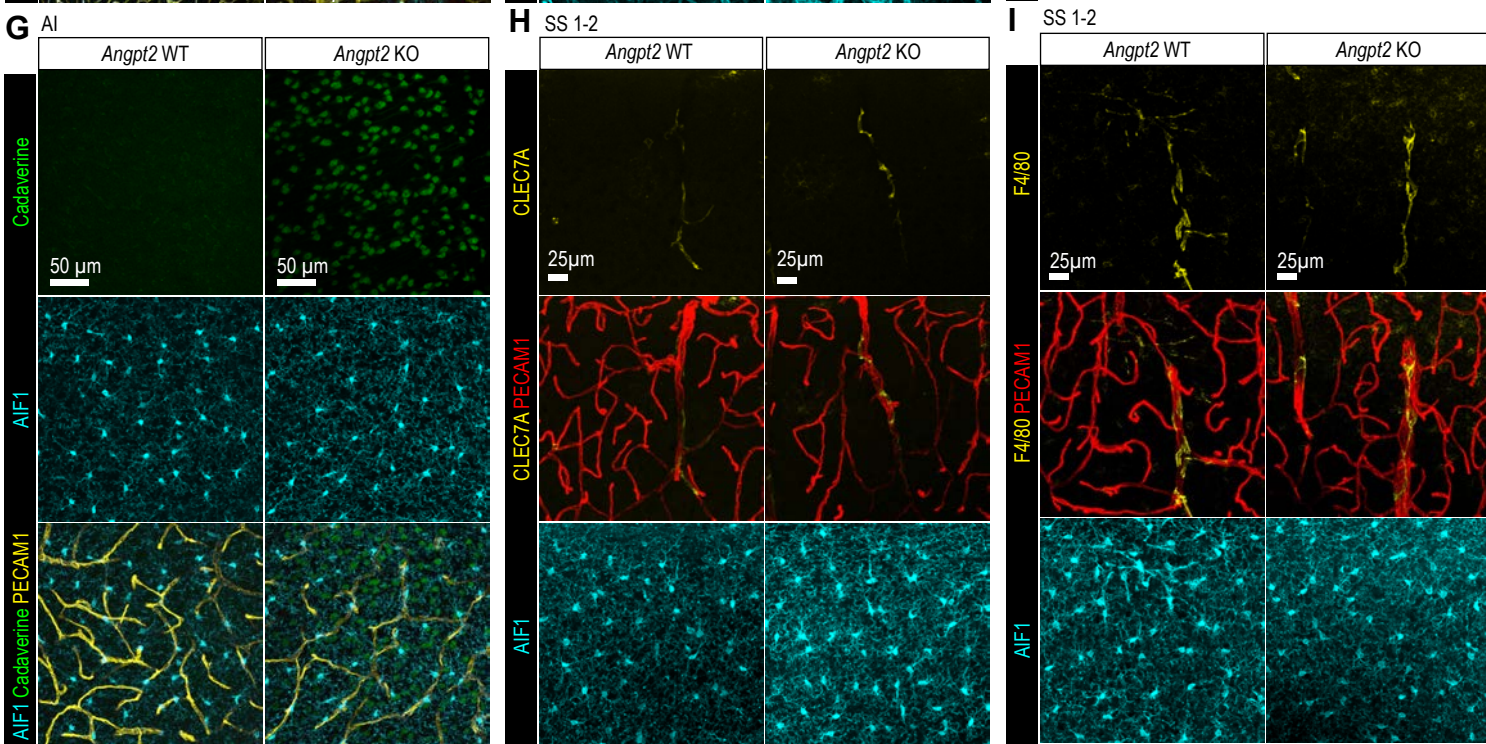

**Supplemental Figure 4.** Glial phenotypes in *Angpt2* KO brains. **A)** Representative tile scans of GFAP (yellow) and PECAM1 (red) immunostainings on sagittal lateral sections of adult *Angpt2* WT and KO brains (*Angpt2* WT n = 9; *Angpt2* KO n = 10). Insets show the magnifications of astrocytes in *Angpt2* KO WT brains. **B,** **C)** Representative images of the immunostaining of GFAP (cyan) and PECAM1 (yellow) in SS (B) and ORB (C) of adult *Angpt2* WT and KO brains injected with 1 kDa A488-cadaverine and 70 kDa TMR-dextran (n = 4). **D)** Representative images of the immunostainings of the astrocyte end-feet marker AQP4 (cyan), the endothelial marker PECAM1 (yellow) and 70 kDa TMR-dextran (red) in SS area visualizing both the malformed and surrounding non-malformed vasculature from *Angpt2* KO brains and corresponding region in the WT brain (n = 4). **E)** Representative images of the immunostaining of the astrocyte marker GFAP (yellow), the astrocyte end-feet marker AQP4 (cyan) and the endothelial marker PECAM1 (red) on SS layer 4-6 from *Angpt2* WT and KO brains (n = 4). **F)** Representative images of the immunostainings of the microglial marker AIF1 (cyan), perivascular macrophage marker F4/80 (cyan), the endothelial marker PECAM1 (yellow), 70 kDa TMR-dextran (red) and 1 kDa A488-cadaverine (green) in SS4-6 from *Angpt2* WT and KO brains (n = 4). **G)** Representative images of the immunostainings of AIF1 (cyan) and PECAM1 (yellow) with 1 kDa A488-cadaverine leakage in AI (n = 4). **H)** Representative images of the immunostaining of CLEC7A (yellow), AIF1 (cyan) and PECAM1 (red) in SS1-2 from *Angpt2* WT and KO brains (*Angpt2* WT n = 5; *Angpt2* KO n = 6). **I)** Representative images of the immunostaining of F4/80 (yellow), PECAM1 (red), and AIF1 (cyan) in SS1-2 of adult *Angpt2* WT and KO brains (n = 4).

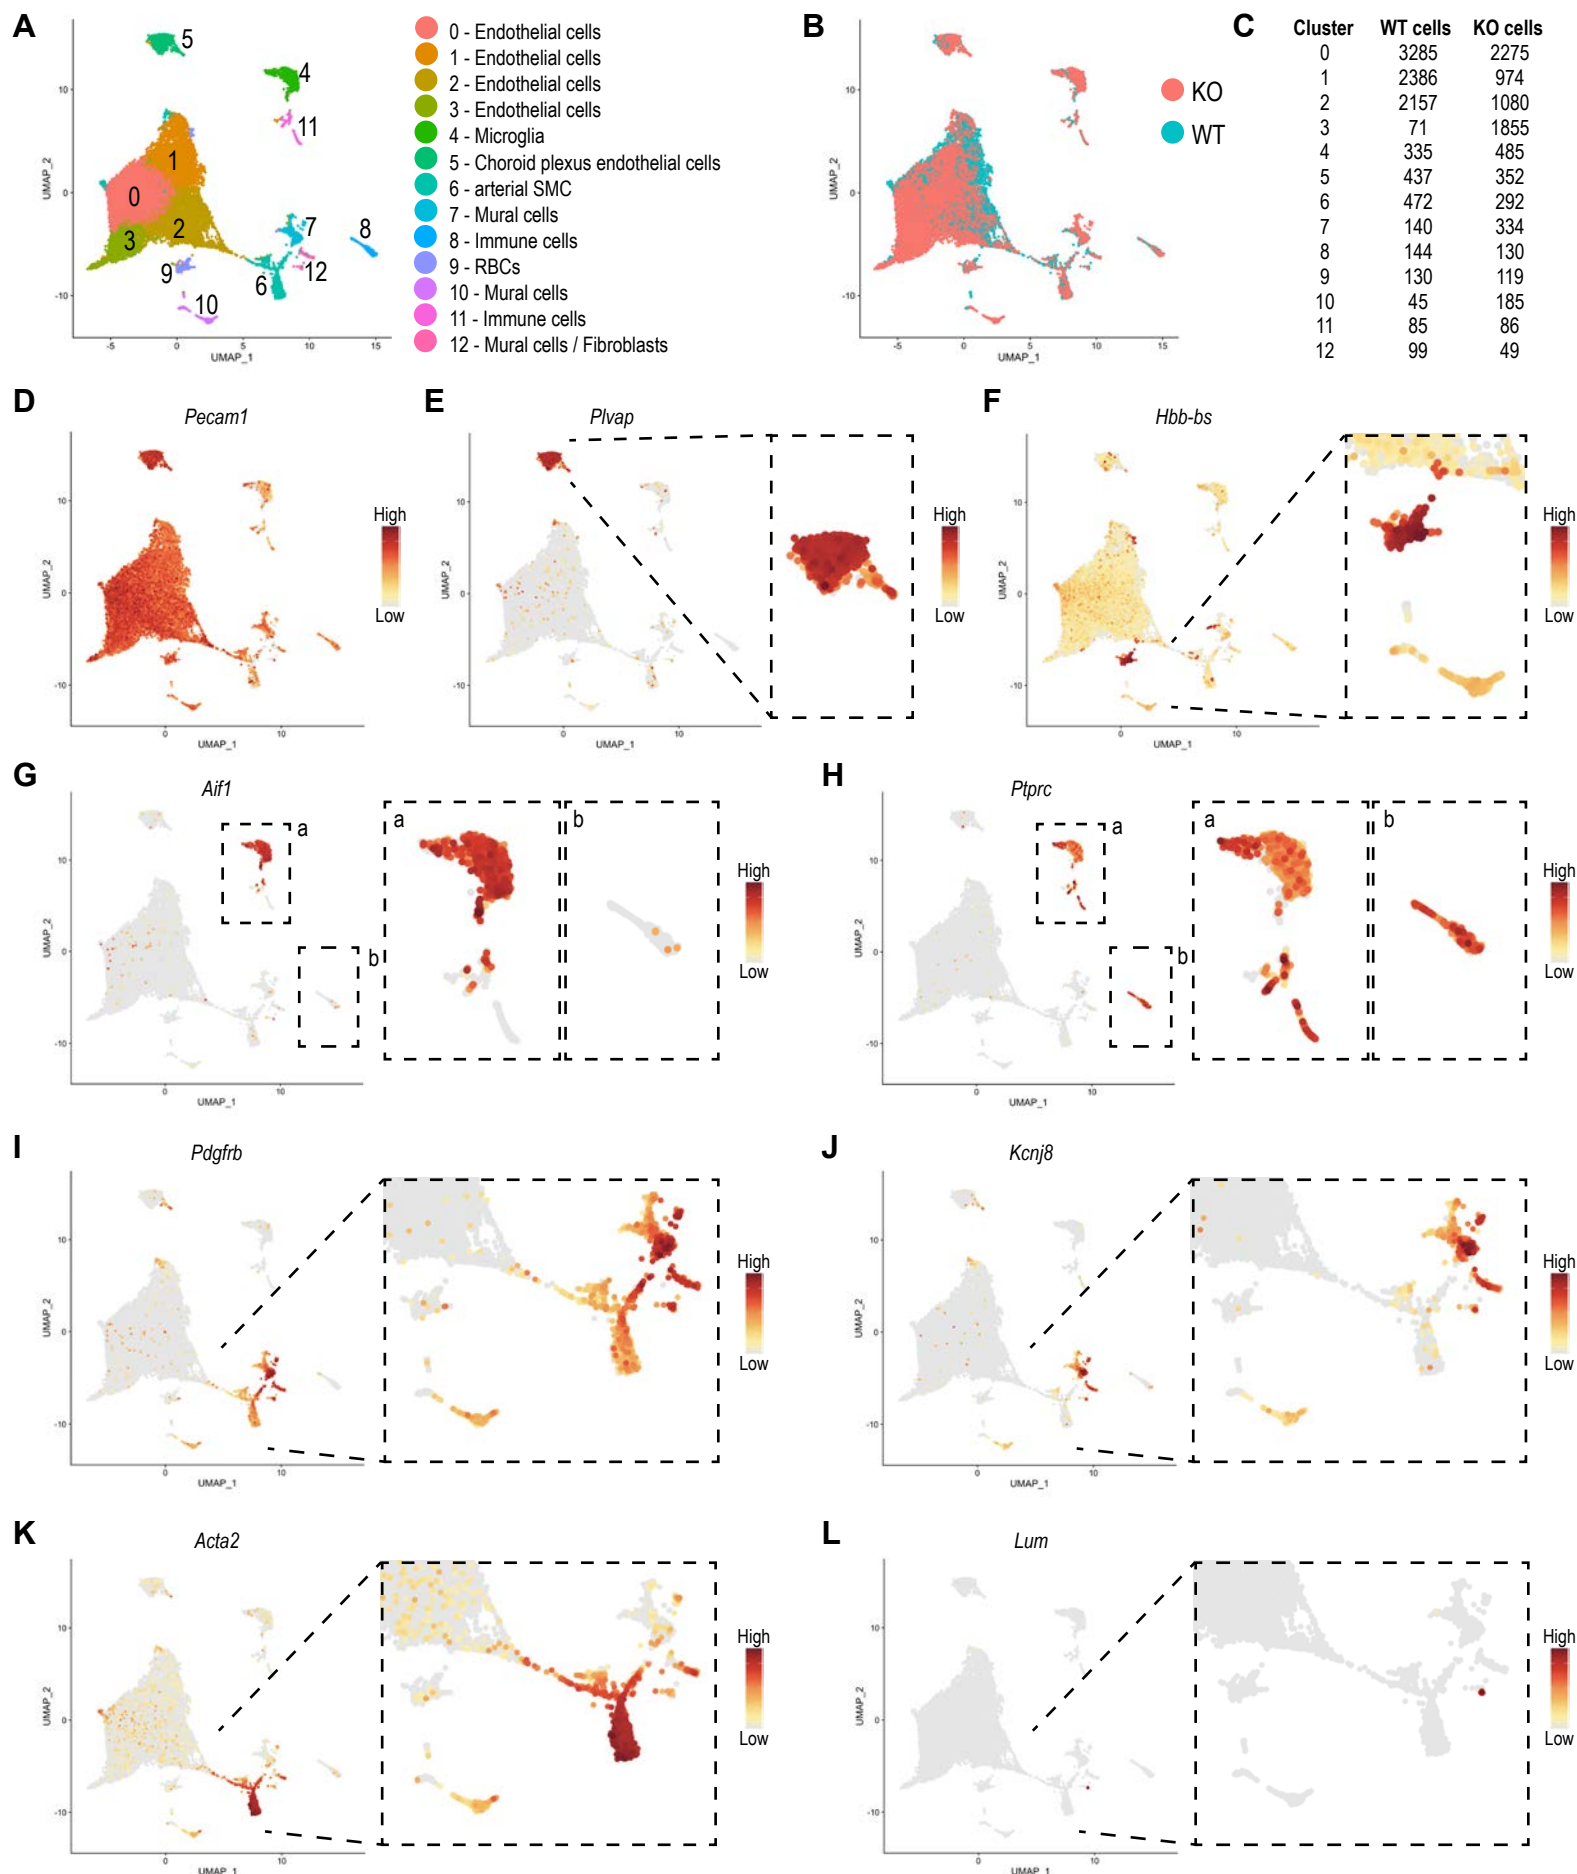

**Supplemental Figure 5.** scRNAseq analysis of isolated microvascular cell clustering, marker expression, and differentially expressed genes in *Angpt2* WT and KO mice. **A)** Uniform Manifold Approximation and Projection (UMAP) of vascular cell dataset, clustered into thirteen clusters (0–12). **B)** UMAPs illustrating the distribution of cells from *Angpt2* WT and KO samples. **C)** Total cell number in each cluster per genotype. **D–L)** Marker gene expression: **D)** pan-endothelial marker *Pecam1*, **E)** fenestrated endothelial marker *Plvap*, **F)** erythrocyte marker *Hbb-bs*, **G)** microglial marker *Aif1*, **H)** immune cell marker *Ptprc*, **I–K)** mural cell markers *Pdgfrb*, *Kcnj8*, *Acta2*, and **L)** fibroblast marker *Lum*.

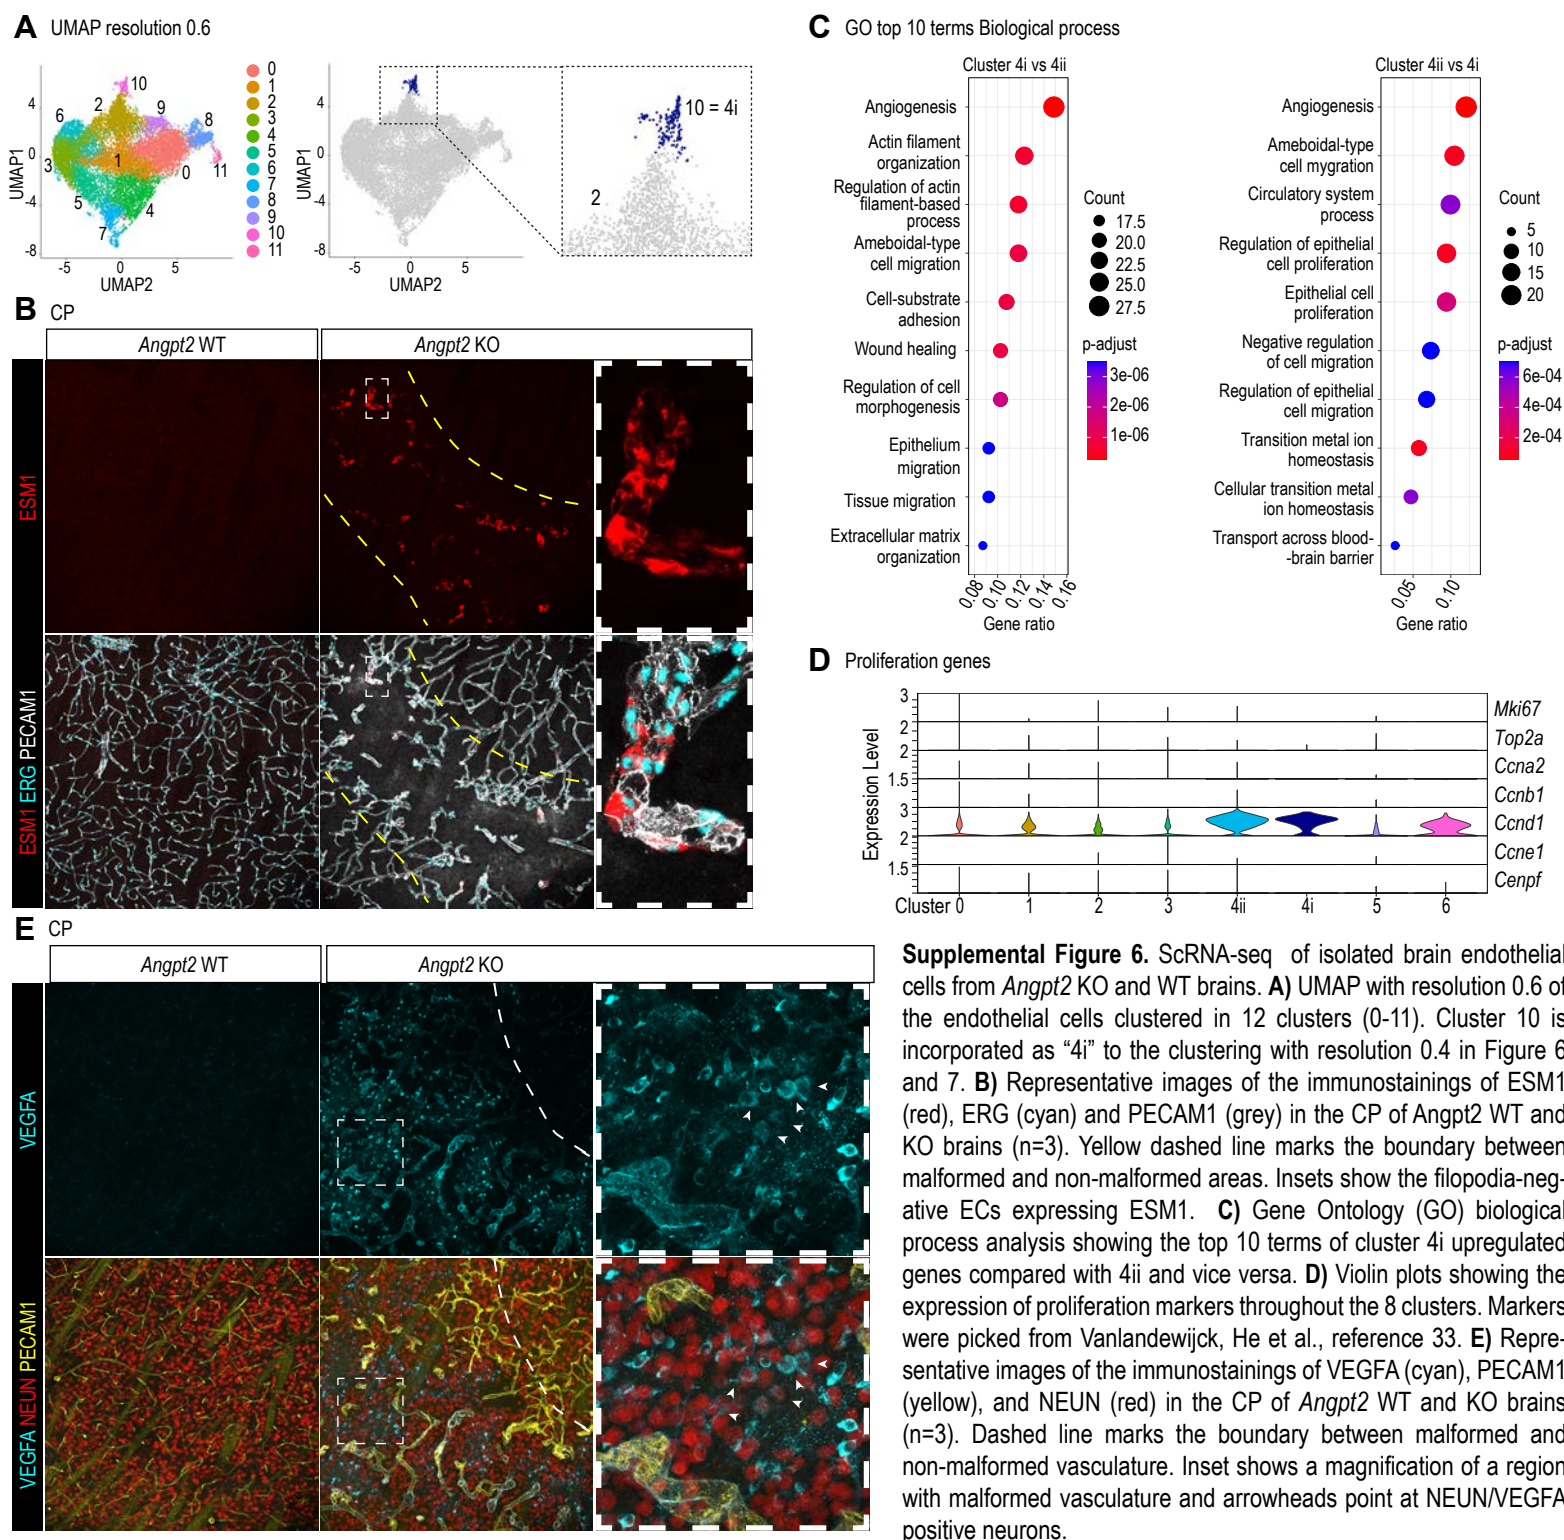

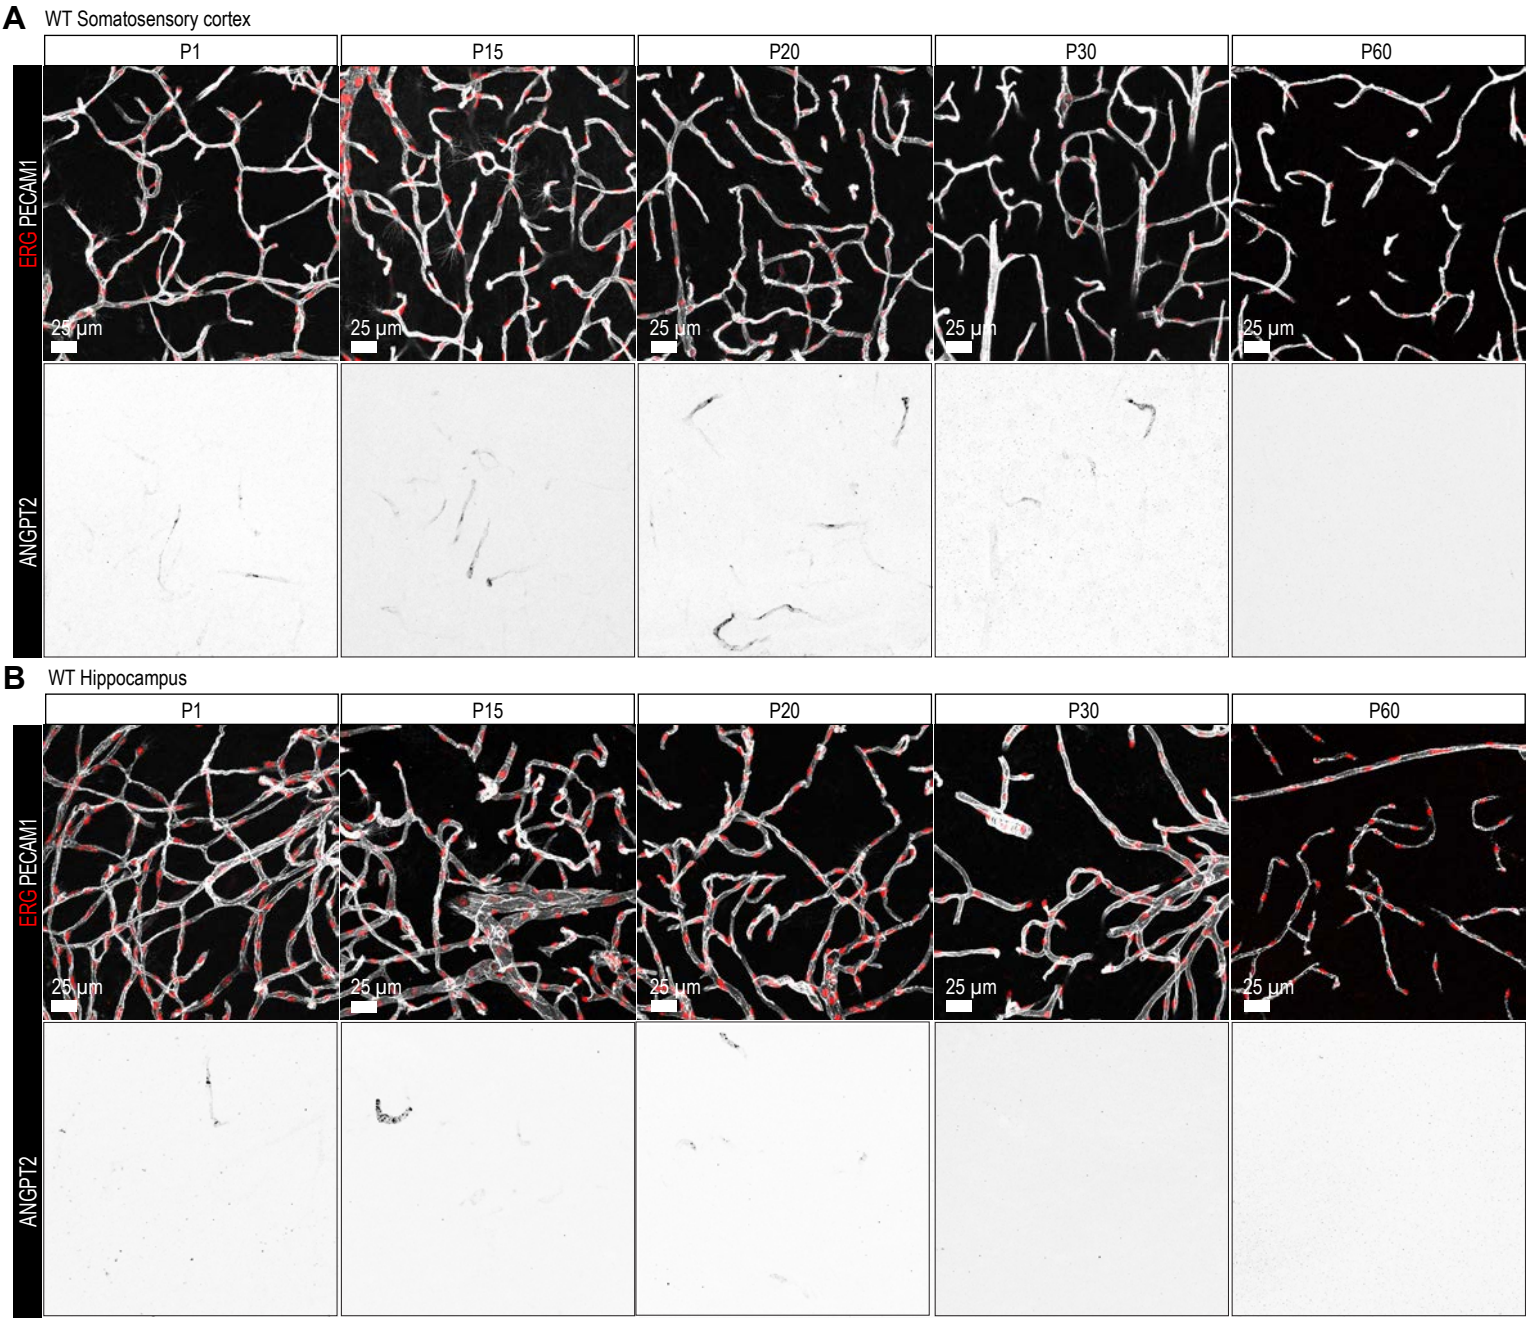

**Supplemental Figure 7.** Spatiotemporal ANGPT2 expression analysis in C57Bl6/J postnatal brains at P1-60 in SS **(A)** and hippocampus **(B)**. Representative images of immunostainings of ERG (red), PECAM1 (grey), ANGPT2 (black) (n=3).

# A) *Pdgfrb*<sup>Ret/Ret</sup> transformed/angiogenic genes

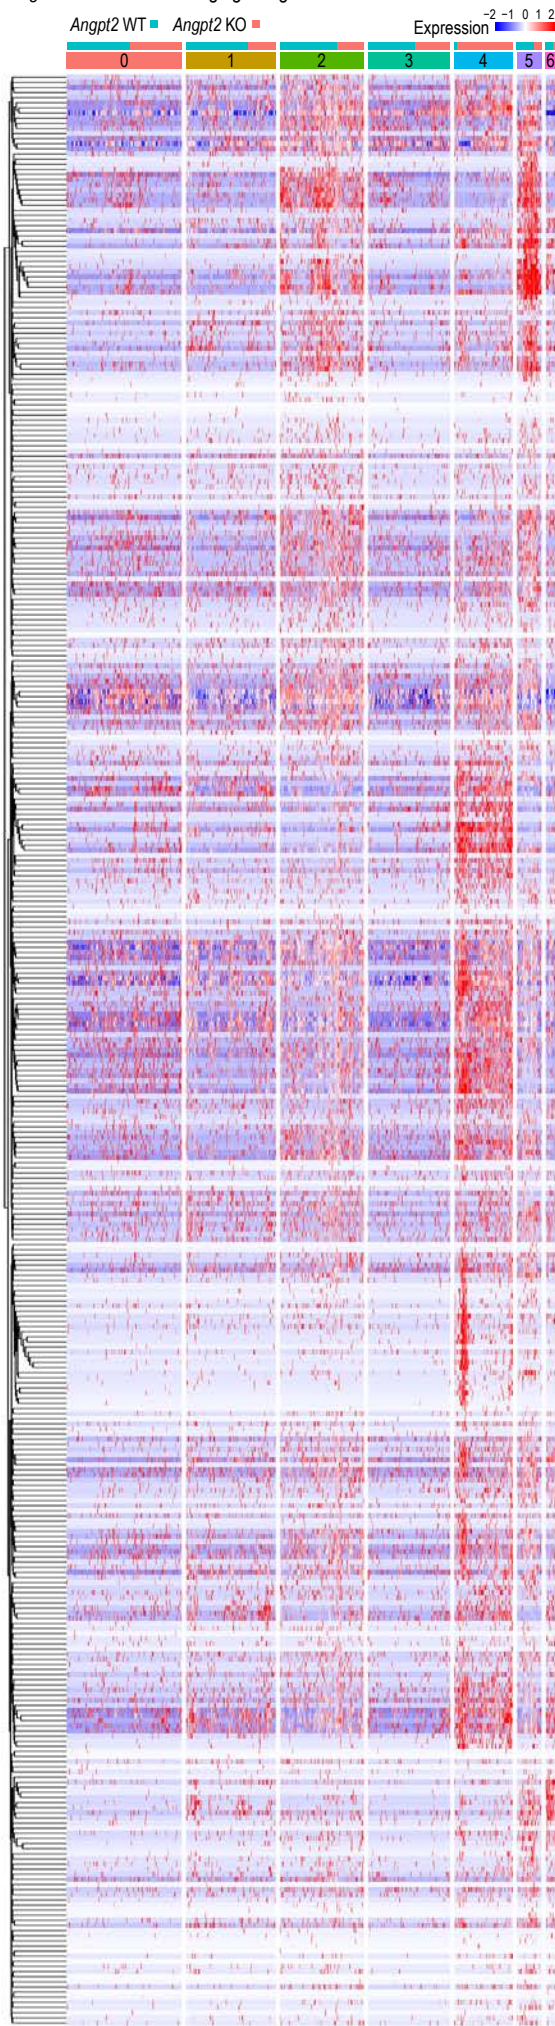

## Venous:

*Arl6, Smarcd2, Pim3, Elf4ebp1, Zcchc10, Ddah1, Cebpd, Ctl2a2, Serpinb6b, Apod, Pomc, Myl4, Nxn, Apoe, Cd320, Cdk6, Gmp6a, Slc1a3, Nexmif, Usp53, Fmo2, Fmo1, Car14, Hs3st1, Ctsc, Flrt2, Limd2, Plxnb2, Arhgap20, Hacd4, Clec14a, Lcn2, Tmem176a, Tmem176b, Lbp, Nkd2, Adh1, Ptgs2, Myof, Vwf, Vcam1, Cfh, Nrp2, Gpr182, Stard5, Sult5a1, Rcan1, Mpp6, Cited2, Mafb, Bambi, Rgs16, Socs3, Ppp1r15a, Cxcl1, Phlda1, Csf1, Icam1*

## Transformed:

*Klhl6, Pde4a, Lurap1, Enpp2, Tec, Ivnslabp, Dll4, Ablim3, Sl3gal5, Camk2n1, Col4a3, Fgfbp1, Meox1, Ccnd1, Ica11, Angpt2, Ccn2, Cpe, Rhbd12, Bcl2, Chst2, Pde4b, Gpr85, Tpm1, Myh10, Map4k4, Coro1c, Adamts9, Lamc1, Myh9, Col4a2, Nid2, Sema6d, Plxa2, Limch1, Amotl2, Tmod2, Galnt15, Mapk6, Phactr1, Tnfrsf1, Adgrl3, Abcg1, Arhgap18, Lama4, Prdm1, Nid1, Plxnd1*

## Tip cells:

*Gimap4, Lxn, Ppic, Nectin2, Ubtd1, Marcks1, Chst7, Ador2a, Trf, Fam102b, Sirpa, Cd82, Mcam, Adm, Pxdn, Prnd, Fscn1, Chst1, Trp53i11, Kit, Apln, Lamb1, Fxyd6, F2r, Tubb6, Gng2, Lcp2, Gpx3, C1qln6, Wscd1, Litaf, Sat1, Gem, Ptpn12, Vasp, Slc23a2, Ppm1j, Slc16a6, Odc1, Arhgef7, Pcdh12, Sox4, Smad1, Bcl6b, Mycn, Eph2, Sgk1, Maff, Tmem154, Kcnq1, Kctd17, Ercc1, Lysmd2, Rnd1, Lpar6, Edn1, Ccn1, Myct, Ehd4, Rnd3, Bmp6, Lhfp*

# B) BBB-specific genes

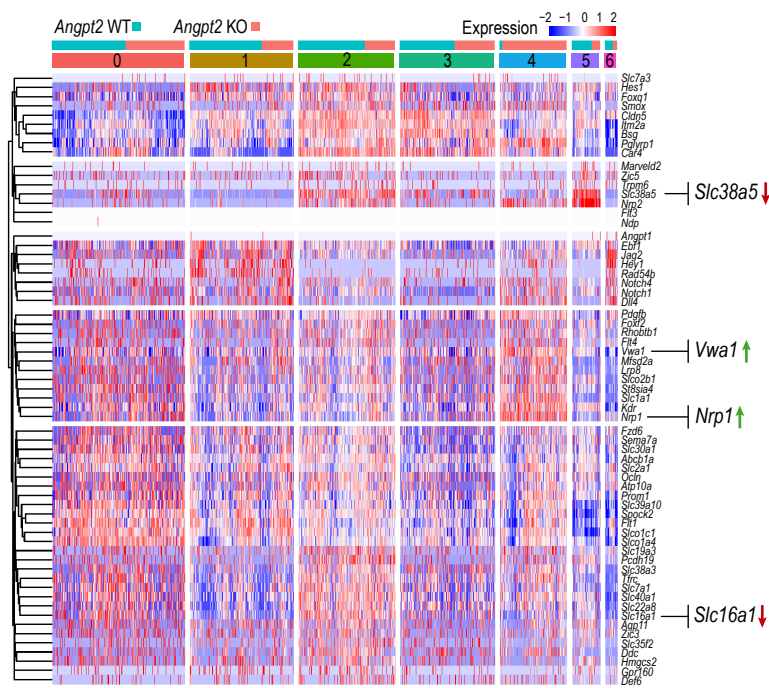

**Supplemental Figure 8.** Transcriptomic comparison of malformed brain endothelial cells. **A)** Heatmap showing the expression of *Pdgfrb*<sup>Ret/Ret</sup> transformed/angiogenic genes in the *Angpt2* WT and KO endothelial cell clusters 0-6. The selection of *Pdgfrb*<sup>Ret/Ret</sup> transformed/angiogenic genes was based on Mäe et al., reference 11. **B)** Heatmap of expression of BBB-specific genes in clusters 0-6. Selection of genes was based on Phoenix et al, Sabbagh et al., references 34, 35. Red arrows pointing down refer to the genes that were significantly downregulated in cluster 4 compared to the rest of the clusters and green arrows pointing up mean the genes that were significantly upregulated.

How the deposited data were processed for this re-analysis (not part of the article)

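Single-cell RNA was measured with 10x Genomics 3′ chemistry in vascular fragments from the cerebra of 4 mice of 3 months, 2 *Angpt2*-WT (WT1, WT2) and 2 *Angpt2*-KO (KO1, KO2), with 1 library per mouse. The deposited values are UMI counts per gene and barcode that the authors made with Cell Ranger on GRCm38, without normalization, for 32286 genes and the barcodes called as cells. Their gene identifiers were checked against GENCODE annotation M21 for GRCm38, which holds 32235 of them (99.84%). Stainings, qPCR and human samples were left out, because only sequencing counts of the mouse libraries were analysed.

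Cells were kept with more than 500 genes and under 10% mitochondrial UMIs, as the paper states, which left 17999 of 19809 barcodes with 140111604 UMIs. Depth ranged from 31753395 (KO2) to 42903731 (WT2) UMIs per library. The median number of genes per cell was 2196 in WT1, 2082 in WT2, 2778 in KO1 and 1866 in KO2. With this depth a transcript that no cell of a group shows may still be in it, up to the share that 3 counts would give. Shares of cells have exact 95% binomial intervals, which cover counting error only.

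The computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Seurat 5.3.0, and Python 3.11.15 with scanpy 1.11.5 (for Scrublet) and matplotlib 3.10.9. Cells were log-normalized and clustered on 2000 variable genes and 50 principal components, at resolution 0.2 for all cells and 0.4 for ECs. The paper's versions of R and Seurat differ from these. A cluster took the name of the cell type whose listed markers had the highest mean standardized score, where at least 3 of them were each found in 25% or more of its cells. It stayed unnamed where its 10 leading genes held more markers of another type. For ECs, *Pecam1*, *Cdh5*, *Kdr*, *Tek*, *Cldn5*, *Flt1* and *Tie1* were the markers. Zones were named from the mean standardized score of arterial, capillary and venous markers, and stayed unnamed by the same rule. A difference in cell numbers from the study may come from these rebuilt names.

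Cells of a cluster were chosen by the same counts that are then compared, so the genes tested between EC clusters took no part in the EC clustering, and listed genes were left out of it. Leading genes that only describe a cluster may have taken part. Of 303 listed genes, 289 matched a gene of the counts. They were the genes that the text names, the cluster 4 markers of Supplemental Table 3, the genes of the GO terms in Supplemental Table 5, the lists of Supplemental Figure 8A and all integrin genes. Cluster 4 was the cluster with the highest mean score of cluster 4 markers that the text does not name, and 4i the first cluster from resolution 0.6 upward with under 5% of ECs and the highest score for tip cell genes. Supplemental Tables 2 and 6 were available only in part and were not used.

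UMIs were summed per mouse and group of cells. Sums were compared with edgeR's quasi-likelihood test after its default filter on low counts and TMM normalization, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Genotypes were compared in ECs, in ECs outside cluster 4, in microglia-like cells and in pericyte-like cells. Cluster 4 was compared with other ECs, and 4i with 4ii, within the *Angpt2*-KO mice with the mouse as a term, so that effects of a library cancel. Lists were tested with limma's fry. Differences in shares between mice were tested by exact permutation, where 2 mice against 2 allow no two-sided p under 0.333.

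On simulated counts in which 200 genes were changed, edgeR recovered 79.6% of 2-fold and 94.9% of 4-fold changes in ECs, with 5 false calls among 13286 genes. In microglia-like cells it recovered 43.8% and 93.8% with 18 false calls among 8930 genes, in pericyte-like cells 53.6% and 96.8% with 6 among 9549, in ECs outside cluster 4 76.5% and 94.9% with 9 among 13041, in cluster 4 84.8% and 96.0% with 12 among 12096, and in 4i 69.8% and 86.6% with 8 among 10348.

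Genes reported by name were fixed by a rule. They are the genes that the paper names in its sequencing results or for its vessel stainings, and for each genotype comparison the 5 genes with the largest rise and the 5 with the largest fall among the called genes whose 2 *Angpt2*-KO values lay on the same side of both *Angpt2*-WT values. The comparisons, tests, markers, gene rule and most alternatives were set before the data were examined.

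The same-numbered mice were taken as pairs, since the paper names 2 independent experiments and the numbers go with sex. The differences between mice 1 and mice 2 within each genotype were checked across 13438 genes, which are not independent replicates, with a Pearson correlation of 0.10 and a Spearman correlation of −0.13 (−0.13 and −0.13 without the sex-linked genes). This check does not bear out a shared effect of the pair, so genotypes were compared without a block and the block was an alternative. The others were DESeq2, no filter on low counts, a stricter filter on cells (more than 1000 genes, under 5% mitochondrial UMIs), thinning of each cell to 2000 UMIs, leaving out each mouse, other resolutions, 30 principal components, clustering on all variable genes, count splitting, all 4 mice with at least 10 cluster 4 cells, the capillary-like ECs as comparison group, no term for the mouse, and camera with an estimated correlation. Chosen after the data were seen were a crossed pairing, removal of the 688 cells with the highest Scrublet scores, other random starts of the clustering, and thinning before clustering.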

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

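Chosen only after the result was seen were the tests for *Angpt2* in fenestrated endothelial-like and smooth muscle-like cells and for the microglia-like cells, and for the further cluster the tests of marker position, of free RNA, of doublets among other ECs and of cells with many UMIs.

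*Angpt2* differed between genotypes in opposite directions in different cell types. Against its rise in *Angpt2*-KO brain ECs, the genotype effect differed by −4.30 on the log2 scale in fenestrated endothelial-like cells (SE 0.258, adjusted p = 3.23e-07 for the interaction by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by −4.07 in smooth muscle-like cells (SE 0.312, adjusted p = 8.03e-06). In fenestrated endothelial-like cells *Angpt2* was at 83.0 and 58.8 CPM in WT1 and WT2 and 16.4 and 19.5 CPM in KO1 and KO2, and in smooth muscle-like cells at 53.5 and 27.7 against 15.8 and 8.76 CPM. Within each of these types alone it did not pass the threshold (adjusted p = 0.129 and 0.133), where 0 of 9820 and 1 of 10252 genes were called and 391 and 550 genes had an unadjusted p under 0.05. In pericyte-like cells no clear difference was seen, with 86.1 and 59.4 CPM in *Angpt2*-WT and 92.4 and 68.8 CPM in *Angpt2*-KO mice, without TMM normalization. Of these cells 30.1% and 17.6% in WT1 and WT2 and 32.2% and 23.6% in KO1 and KO2 had *Angpt2*, or 18.2%, 13.1%, 11.1% and 13.0% after thinning to 2000 UMIs, which left out 33 *Angpt2*-WT and 58 *Angpt2*-KO cells with fewer. RNA of ECs in these droplets was not subtracted.

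For fenestrated endothelial-like cells, the values argue against free RNA, since the lowest *Angpt2* level of their *Angpt2*-WT sums was 5.87 times the highest of the microglia-like and B cell-like sums. They argue against depth, because after thinning to 2000 UMIs, which left out 44 *Angpt2*-WT and 52 *Angpt2*-KO cells with fewer, the lowest *Angpt2*-WT share of fenestrated endothelial-like cells with *Angpt2* still lay 5.78 percentage points above the highest *Angpt2*-KO share. Without thinning the shares were 30.9% and 22.4% in WT1 and WT2 and 13.4% and 11.3% in KO1 and KO2. In smooth muscle-like cells the margins were smaller, so that free RNA and depth are less clearly set aside there. *Angpt2* was at 26.8 CPM in those of WT2, against 9.76 CPM in B cell-like cells of WT2 (without TMM normalization). The share with *Angpt2* was 21.28% in WT2 and 21.15% in KO1, or 6.11% and 3.85% after thinning. Another mixture of cells in the fenestrated endothelial-like group cannot be told apart. There 3.98% of genes had an unadjusted p under 0.05 and no gene was called, but the changes this comparison can find were not simulated. Decay of the mutant transcript stays open as well. The stop codon that the loss of exon 4 brings into frame lies 509 bases before the last exon junction, where decay could act, but UMIs per gene do not show decay, and it cannot be told apart from a lower transcription of the gene in these cells. Regulation by genotype in the cell types is a further open explanation and was not tested.

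At resolution 0.8, a further cluster of 349 ECs came almost only from *Angpt2*-KO mice (98.9%). The paper's text does not describe it, and Supplemental Table 6 was available only in part. Without its 3 cells that lay in cluster 4, it held 7.04% of the ECs of KO1 (95% exact confidence interval 5.98 to 8.23) and 4.75% of those of KO2 (4.12 to 5.44), against 0.0314% in WT1 and 0.0652% in WT2. Against other *Angpt2*-KO ECs, 394 genes were called higher and 452 lower of 10229.

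Cluster 4 cells with few UMIs are excluded by the median log2 ratio of −0.79 of the cluster 4 markers to their level in cluster 4, and by medians of 16995 and 11525 UMIs in KO1 and KO2 against 9603 and 5998 in cluster 4. These medians were up to 1.92 times those of cluster 4, which by itself doublets could give, but doublets with cluster 4 cells would place its markers midway, and they stood at 12.5% of the way from other ECs to cluster 4. A large number of UMIs alone does not make the cluster, since 0.176% of the 1702 *Angpt2*-WT ECs with at least 10000 UMIs fell into it, against 20.6% of the 1148 *Angpt2*-KO ECs. Free RNA from cluster 4 cells is excluded as the whole source, since it would move genes toward their level in cluster 4, and 34.3% of the called genes (290 of 846) moved away from it in both *Angpt2*-KO mice. Doublets of ECs that both genotypes have are excluded, since they would form in *Angpt2*-WT libraries too, where at most 0.0652% of the ECs of a mouse fell into it. Doublets of ECs that are found in *Angpt2*-KO mice alone, other than cluster 4 cells, were not tested. The highest Scrublet scores were held by 3.22% of its cells, 1.26% of cluster 4 cells and 2.05% of other *Angpt2*-KO ECs. Genotype, as the design's other explanation, was not tested apart from these.

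The paper identified a microglia cluster in its sequencing, but its text describes differences of these cells between genotypes from staining. In microglia-like cells, 3 of 9223 genes were called between genotypes, all higher in *Angpt2*-KO mice, and 607 genes had an unadjusted p under 0.05. With same-numbered mice as a block 14 genes were called. *S100a8* had a log2 fold change of 8.41 (adjusted p = 0.000424 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 1 UMI in *Angpt2*-WT and 641 in *Angpt2*-KO mice, ratio 376 with a 95% counting interval of 67.3 to 14900) and *S100a9* of 7.96 (adjusted p = 2.2e-05; 1 and 509 UMIs, ratio 299, 53.4 to 11800). All 1150 UMIs of both genes in *Angpt2*-KO mice came from 4 of 544 cells, 1 from KO1 and 3 from KO2, and 622 from a single cell. This is what a few granulocytes, or droplets that joined one with a microglial cell, would give, although 1 of the 4 cells had *Retnlg*, another granulocyte gene, so that a few stray cells may account for both genes.

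*Ube2c*, a cell cycle gene, had a log2 fold change of 4.25 in these cells (adjusted p = 0.0101 by the same test, higher in both *Angpt2*-KO than in both *Angpt2*-WT mice; 3 UMIs in *Angpt2*-WT and 103 in *Angpt2*-KO mice, ratio 20.2, 6.71 to 99.3). Microglia-like cells with a UMI of 6 cell cycle genes were 1.91% in WT1, 3.03% in WT2, 4.12% in KO1 and 5.42% in KO2. After thinning to 2000 UMIs, which left out 81 *Angpt2*-WT and 87 *Angpt2*-KO cells with fewer, the lowest *Angpt2*-KO share lay −0.555 percentage points from the highest *Angpt2*-WT share, at 0.633% and 2.22% in WT1 and WT2 and 1.67% and 3.69% in KO1 and KO2, so that for the share of cells a difference in depth cannot be told apart from more dividing cells with so few cells. The lowest *Angpt2*-KO level per UMI of the 6 genes was 2.01 times the highest *Angpt2*-WT one, although KO2 had the fewest UMIs per cell (median 3483, against 4535 in WT1 and 4051 in WT2). A level per UMI already takes depth into account, so it is no separate test of depth. The levels also spread widely within a genotype. *Mki67*, for example, was at 4.04 and 26.1 CPM in WT1 and WT2 and 39.6 and 186.7 CPM in KO1 and KO2, without TMM normalization. More dividing cells in *Angpt2*-KO mice stays open.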

How the results depend on the processing

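Chosen only after the results were seen were the crossed pairing of mice, the removal of the cells with the highest Scrublet scores, the other random starts, the thinning before clustering, the *Pdgfb ret/ret* lists without a term for the mouse, and leaving out single mice for the shares of cells. The removal of cells that Scrublet marks was not run, since it marked 5 of 17999 cells.

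The difference between genotypes in the share of ECs in cluster 4 kept its direction in every alternative tried. It lay between 24.7 and 28.3 percentage points with another resolution, 30 principal components, all variable genes in the clustering, count splitting, the highest Scrublet scores removed and 5 random starts, and between 15.4 and 36.6 points with one mouse left out. With each of 12546 ECs thinned to 2000 UMIs before clustering, which left out 735 *Angpt2*-WT and 709 *Angpt2*-KO ECs with fewer, it was 3.10 points, because the clustering no longer separated cluster 4, and 146 of its cells (10.0%) stayed in a cluster of 153. The depth of a cell therefore limits which cells are recognised as cluster 4. A rise of its marker *Itga4* can be seen without clustering. With the thinned counts of all ECs, *Itga4* was found in 22.4% and 14.6% of the cells of KO1 and KO2 against 4.09% and 3.07% in WT1 and WT2 (47.6%, 24.8%, 10.5% and 7.98% without thinning), and the genotype comparison over ECs still called 522 genes, of which 447 were shared.

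With DESeq2 the genes called between cluster 4 and other ECs fell to 770, those between 4i and 4ii to 703, and those between genotypes in pericyte-like cells to 257, while those in ECs outside cluster 4 rose to 417 and those in microglia-like cells to 11 (2 higher and 9 lower, none of the 3 called by edgeR). Without the filter on low counts, 945 genes were called outside cluster 4, 825 in pericyte-like cells and 140 in microglia-like cells. Without the mouse as a term, 1306 genes were called in cluster 4, and against capillary-like ECs 1324. With a block of same-numbered mice, 1237 genes were called in ECs (779 shared), 427 outside cluster 4 and 14 in microglia-like cells. The crossed pairing gave 1231, 579 and 7 genes, which in each comparison is also more than without a block, so the rise is no evidence that the pairs share an effect. In pericyte-like cells 426 genes were called with the block and 767 with the crossed pairing, against 523 without. Without the cells with the highest Scrublet scores, 12 genes were called in microglia-like cells. For these counts the cause was not tested.

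The block turned only *Bmx* in ECs (−0.54, adjusted p = 0.0323; range over its alternatives 0.0177 to 0.261) and *Angpt2* outside cluster 4 into called genes, and changed no other named gene. A pair of named genes reversed against capillary-like ECs, *Ivns1abp* (−0.14) and *Vwf* (1.26), and the cause was not tested beyond the choice of cells.

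The *Pdgfb ret/ret* lists kept their direction, apart from the venous list against capillary-like ECs (0.11). The transformed list did not pass with camera (1.23), against capillary-like ECs (0.95) or with count splitting (1.09), nor did the venous list with camera (−0.38) or count splitting (−0.305). The tip cell list passed without the mouse as a term (1.68). The cause was not tested. The mean share of *Angpt2*-KO ECs with a cell cycle gene was 0.427% after thinning and from 0.775% to 2.03% with one *Angpt2*-KO mouse left out, where fewer UMIs per cell leave fewer such cells.

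Of 1310 other values under alternatives with all mice, 1245 kept their direction and side of the threshold, 35 lost and 20 gained the call, and 10 values without a call moved. DESeq2 accounted for 11 of the losses and 6 of the gains, and the capillary-like group for 6 of the losses.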

Differences from the paper's values

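None of the alternatives named here was chosen after the results were seen. The paper's numbers of cells, ECs and clusters, and its percentage of cluster 4 cells from *Angpt2*-KO mice, were within 1.5 times of those computed. The remaining values are Seurat's average log2 fold changes over cells.

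For *Nrp1* in cluster 4 against other ECs the value was 0.93, against the paper's 0.99 in Supplemental Table 3. With all variable genes in the clustering it was 0.97, within the difference allowed, but not with resolution 0.3 or 0.6, 30 principal components or count splitting. The other 8 genes compared from that table did not differ.

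Supplemental Table 7 gives 5 calculations of 4i against 4ii, and their mean and SD were used. All 18 genes compared had the same sign and 8 differed. For *Esm1* the value was 3.17 against the paper's 2.84, for *Lamb1* 2.27 against the paper's 2.70, for *Angpt2* 0.50 against the paper's 0.79 and for *Itgav* 0.17 against the paper's 0.68. With all variable genes in the clustering, these 4 were 3.08, 2.77, 0.86 and 0.74, which no longer differed. *Esm1* did not differ with 30 principal components either (2.91), where the other 3 did, nor *Lamb1* (2.78), *Angpt2* (0.98) and *Itgav* (0.84) with count splitting, where *Esm1* did. For *Ivns1abp* the value was −1.71 against the paper's −1.54, and of the alternatives set before the data were examined only 30 principal components closed the gap (−1.48). For *Vwa1* it was 0.67 against the paper's 0.51, for *Slc38a5* −0.94 against the paper's −0.66 and for *Tek* −1.37 against the paper's −1.13, and none of the alternatives set before the data were examined (all variable genes, 30 principal components, count splitting) closed these gaps.

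The paper counts *Fgfbp1* among the genes upregulated with the tip cell profile. It was higher in cluster 4 (2.10) but lower in 4i than in 4ii (−2.64). The paper counts 8 exons of *Angpt2* in its qPCR, and the annotated transcript has 9.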

Other observations

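Chosen only after the result was seen were the tests for *Ttr*, for genes near *Angpt2*, for sex or experiment as the source of the difference between KO1 and KO2, and for free RNA behind the genes that are lower outside cluster 4.

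Over all ECs, 500 genes were called higher and 280 lower in *Angpt2*-KO than in *Angpt2*-WT mice, of 13438 tested. With same-numbered mice as a block 1237 were called. Of 33 tested genes fixed by name, 18 were called over all genes and 20 adjusted over the list alone, which is not independent evidence, since the study chose the names on these libraries. *Esm1* rose by 8.03 on the log2 scale (SE 0.542, adjusted p = 0.00106 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Apln* by 6.03 (SE 0.593) and *Ccnd1* by 2.61 (SE 0.155), and *Cyp2e1* was the gene with the smallest adjusted p of those chosen by size of change (−4.54, SE 0.174, adjusted p = 6.12e-05), at 22.1 and 24.1 CPM in *Angpt2*-WT and 1.06 and 0.913 CPM in *Angpt2*-KO mice. *Six4*, *Gpr55* and *Ankrd1* had no UMI in the ECs of the *Angpt2*-WT mice, and *Six4* had 124 and 78 UMIs in KO1 and KO2. *Dchs2* was also among the largest rises, and *Hapln1*, *Cacna2d2*, *Klf5* and *Aard* among the largest falls. *Hapln1* rested on 38 UMIs in *Angpt2*-WT and 1 in *Angpt2*-KO mice, *Cacna2d2* on 36 and 1, and *Aard* on 46 and 3. None of *Hapln1*, *Cacna2d2* and *Aard* was called in every alternative. *Kdr*, which the paper reports at the protein level, was at 1007 ± 10.6 CPM in *Angpt2*-KO and 700 ± 48.4 CPM in *Angpt2*-WT mice (SD, n = 2 mice each; log2 fold change 0.53, adjusted p = 0.0828 by edgeR), and was called with DESeq2, thinned UMIs and the crossed pairing (adjusted p over its alternatives 0.000256 to 0.118). In cluster 4 of the *Angpt2*-KO mice it was higher than in their other ECs, at 1226 and 1453 against 838.5 and 871 CPM in KO1 and KO2 (0.64, SE 0.07, adjusted p = 6.34e-08; range over its alternatives 5.44e-19 to 0.166), though it was not called against the capillary-like ECs alone (0.38).

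Outside cluster 4, 149 genes were called higher and 87 lower of 13224, or 427 genes with the block. DESeq2 called 230 higher and 187 lower. Without the filter on low counts 435 were called higher and 510 lower, so the balance of directions depends on that filter. Of the 236 genes called with the filter by edgeR, 226 were also called over all ECs. Of the 116 of these 236 genes that were tested within the *Angpt2*-KO mice, 102 changed in the same direction in cluster 4. *Esm1* was higher (5.02, SE 0.219, adjusted p = 5.48e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as were *Ccnd1* (2.00), *Itga4* (1.93) and *Apln* (3.70, or 2.35 without KO1). *Pcdh20* and *Trabd2b* were among the largest rises, and *Klf5*, *Napsa*, *Ccl19* and *Kif5a* among the largest falls. *Pcdh20* rested on 2 UMIs in *Angpt2*-WT and 21 in *Angpt2*-KO mice and was not called in every alternative. *Kif5a* was also a leading gene of the 155 cells without a name. Of these, 41 and 97 came from WT1 and WT2, and 9 and 8 from KO1 and KO2. Free RNA from them was not tested and stays open for the fall of *Kif5a*. Of the 33 named genes, 10 were called over all genes and 15 adjusted over the list alone. The cells of the further cluster are excluded as the source, since 205 of the 236 genes stayed called without them. Free RNA from cluster 4 cells cannot lower genes beyond a dilution that normalization takes out, so it is excluded for the 87 genes called lower. For the genes called higher, the median rise in microglia-like cells was 17.2% of that in ECs outside cluster 4, below the like rise in all cell types that free RNA would give, though it was 52.1% for *Itga4*. Cluster 4 cells that the clustering did not recognise may be among these ECs and were not tested.

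The share of ECs in cluster 4 was 2.32 times as high in KO1 as in KO2, which differ in sex and, if the numbers stand for the experiments, in experiment, and these cannot be told apart with 1 mouse each. KO1 also had more UMIs per cell. In 5 ranges of UMIs per cell the ratio of the shares was lowest at 0.926, between 4000 and 6000 UMIs (19.8% and 21.4%), and the share was 51.1% against 30.7% in cells with at least 12000 UMIs, so a difference in depth cannot be told apart as part of the cause.

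In pericyte-like cells, 336 genes were called higher and 187 lower in *Angpt2*-KO mice of 9779, and 426 genes were called with the block. *Apln* was among the largest rises, at 596 and 291 CPM against 1.83 and 1.02 CPM. RNA of ECs in these droplets is a candidate explanation for most of these genes, since 75.0% of the called genes (392 of 523) had an unadjusted p under 0.05 in the same direction in ECs, against 13.8% of genes not called. An even admixture of all ECs does not account for *Apln*, which without TMM normalization was at 599.8 and 289.9 CPM in pericyte-like cells of KO1 and KO2, above its 412.7 and 117.9 CPM in their ECs and below the 828 and 472.4 CPM of cluster 4. RNA of cluster 4 cells alone was not tested. *Ccn3*, *Hdac9*, *Kcng2* and *Gpx3* had no UMI in the *Angpt2*-WT cells. *Cyp2e1*, *Ecrg4*, *Adh1*, *Agtr1a* and *Ntrk2* had the largest falls. *Ecrg4* rested on 14 UMIs in *Angpt2*-WT and 2 in *Angpt2*-KO mice, and *Agtr1a* on 14 and 3. *Agtr1a* was not called in every alternative. *Ecrg4* was a leading gene of the choroid plexus epithelium-like cells, as was *Ttr*, which was also lower in *Angpt2*-KO pericyte-like cells (log2 ratio −2.44). Free RNA of such cells was not tested for *Ecrg4* and stays open. *Acta2* (−0.215, adjusted p = 0.773 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Pdgfrb* (−0.321, adjusted p = 0.356) were not called. In microglia-like cells 0 of 2 tested named genes were called, also adjusted over the list alone.

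*Ttr* was lower in ECs of *Angpt2*-KO mice without being called (−1.99, SE 0.548, adjusted p = 0.0837 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Free RNA that differs between libraries may account for it, since it fell alike in B cell-like cells (−1.84) and from −1.75 to −2.70 in the other cell types. The number of choroid plexus epithelium-like cells found is excluded as the source, because WT1 and KO1 had 10 and 9 of them and *Ttr* in ECs was 11.4 times as high in WT1. Such cells that broke up before capture were not tested.

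A chromosome segment of another strain around the knockout allele would raise the share of genes that differ near *Angpt2*. Within 10 Mb, 7 of 89 tested genes (7.90%) had an unadjusted p under 0.01 in ECs, against 9.40% elsewhere (Fisher's exact test, two-sided p = 0.855), which argues against this hypothesis.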
